# Benchmarking urinary cell transcriptomes for noninvasive differentiation of BK polyomavirus–associated nephropathy from T cell–mediated rejection

**DOI:** 10.1172/jci.insight.201060

**Published:** 2026-06-08

**Authors:** Franco B. Mueller, Carol Li, Darshana M. Dadhania, Surya V. Seshan, Thalia Salinas, Vijay K. Sharma, Jenny Z. Xiang, Hans H. Hirsch, Thangamani Muthukumar, Manikkam Suthanthiran

**Keywords:** Immunology, Nephrology, T cells, Transcriptomics, Transplantation

## Abstract

BK polyomavirus–associated nephropathy (BKVN) adversely impacts kidney allograft survival and often mimics acute T cell–mediated rejection (TCMR), confounding diagnosis and management. To address this conundrum, we performed unbiased RNA sequencing of urinary cells matched to biopsies classified as BKVN with intragraft inflammation (BKVN-P), BKVN without inflammation (BKVN-N), TCMR, or no rejection (NR). BKVN-N displayed dominant host DNA replication, cell cycle, and repair programs, while BKVN-P samples exhibited expansive innate immune activation, antigen presentation, chemokine upregulation, and epithelial injury. Both BKVN subtypes shared signatures of T cell exhaustion and mature and tolerogenic dendritic cell activation but differed in immune orientation — Th1 predominance in BKVN-N versus Treg and CD8 enrichment in BKVN-P. Compared with TCMR samples, BKVN-P lacked robust TCR/CD28 signaling and was enriched for viral and innate modules; BKVN-N lacked alloimmune activation. B cell exhaustion characterized BKVN-N, while BKVN-P displayed robust B cell activation with metabolic downregulation. A ratiometric urinary cell biomarker, CXCL10 mRNA/CD3E mRNA, distinguished both BKVN subtypes from TCMR with diagnostic accuracy, replicated by quantitative reverse transcription PCR for clinical translation, and confirmed in an independent cohort. These findings demonstrate the utility of urinary cell transcriptomics for resolving viral injury from alloimmunity, enabling precision diagnostics and targeted immunomodulation in kidney transplantation.

## Abstract 2

BK polyomavirus infection, rivaling rejection and complicating its diagnosis, undermines kidney transplantation. Urinary cell molecular profiling reveals mechanisms enabling targeted therapeutics and noninvasive differential diagnosis.

## Introduction

BK polyomavirus, a double-stranded DNA virus of the *Polyomaviridae* family, infects most of the human population during early childhood and establishes lifelong persistence in the genitourinary tract (1, 2). In immunocompetent individuals, BK polyomavirus remains clinically quiescent; however, in kidney allograft recipients, immunosuppressive therapy can precipitate viral reactivation, leading to BK polyomavirus–associated nephropathy (BKVN) (3).

BKVN is often a destructive tubulointerstitial disease characterized by viral cytopathic changes and intragraft inflammation that often mimics acute T cell–mediated rejection (TCMR), precipitating a critical diagnostic and clinical dilemma (4, 5). With current estimates of graft failure ranging from 30% to 50%, unequivocal diagnosis and effective management of BKVN are a pivotal challenge in kidney transplantation, which is exacerbated in patients at high risk of TCMR (6, 7).

Despite its clinical importance, the molecular mechanisms underlying BKVN replication and its impact on tissue injury remain largely unknown (8). Current diagnostic approaches — centered on plasma and urine viral load and invasive kidney allograft biopsy — are limited in their ability to resolve molecular events or provide mechanistic insights to guide rational therapy. No approved antiviral therapies exist for BK polyomavirus replication and disease, and the current strategy of reducing immunosuppression is associated with increased risk of donor-specific anti-HLA antibody formation and allograft rejection, likely contributors to graft failure following biopsy-confirmed BKVN (9).

RNA sequencing (RNA-seq) has revolutionized transcriptomic analysis by enabling unbiased characterization of gene expression with single-base resolution, minimal background noise, and broad dynamic range (10–12) and enabling detection of cellular heterogeneity, identification of transcriptional programs, and discovery of novel biomarkers (13–15).

We previously developed urinary cell mRNA profiling as a noninvasive method to interrogate human kidney allograft status (16–19). We performed urinary cell transcriptomics on urine samples matched to kidney allograft biopsies and identified distinct and overlapping signatures of TCMR and active antibody-mediated rejection (13). Our urinary cell mRNA profiling validated urine as an excellent surrogate for kidney allograft biopsy and demonstrated its utility in capturing biologically and clinically relevant intragraft molecular events (20).

In the present investigation, we applied RNA-seq to urine samples matched to BKVN biopsies representing a spectrum of intragraft inflammation, and prototypical TCMR biopsies and biopsies with no rejection (NR). Our in-depth transcriptomic analyses reveal profound and divergent reprogramming of host and immune pathways in urinary cells of kidney allograft recipients with BKVN, offering mechanistic insights into viral pathogenesis, immune dysregulation, and potential diagnostic signatures to differentiate BKVN from TCMR. These findings set the stage for new molecular approaches to noninvasive diagnosis, risk stratification, and tailored therapy in the care of kidney transplant recipients.

## Results

Additional details are provided in Supplemental Methods and Results (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.201060DS1).

### Study design.

We investigated urinary cell gene expression in urine samples matched to kidney allograft biopsies, selected to represent 3 diagnostic categories: BKVN, TCMR, and no rejection (NR). Demographic and clinical details, biopsy findings, and total RNA characteristics are summarized in Supplemental Table 1, A–E.

A total of 58 urine samples, matched to 57 kidney allograft biopsies from 53 patients, underwent ensemble RNA-seq. Figure 1 illustrates the study workflow designed to address critical unmet questions in clinical kidney transplantation. Figure 2A is a heatmap of Banff acute and chronic lesion scores of the 57 biopsies. Figure 2B, box-and-whisker plots of summed acute lesion scores, illustrates that the distribution of scores differed significantly among the diagnostic groups (Kruskal-Wallis test, *P* < 0.0001). Figure 2C, box-and-whisker plots of urinary cell BK polyomavirus VP1 mRNA copy numbers, shows that the copy number significantly differed across the diagnostic groups (*P* < 0.0001) and that BK polyomavirus VP1 mRNA copy number in urines matched to BKVN biopsies consistently exceeded the diagnostic threshold for BKVN (21, 22).

The BKVN biopsies were selected to represent a range of intragraft inflammation. Six exhibited considerable inflammation, while 4 had minimal or none. Based on Banff acute lesion scores, biopsies were grouped for analysis: BKVN-P (with inflammation), 7 urines matched to 6 biopsies with interstitial inflammation (i > 2) and tubulitis (t > 2) consistent with TCMR; BKVN-N (without inflammation), 4 urines matched to 4 biopsies with combined i + t scores less than 2.

### Differential gene expression analysis of urinary cell transcriptomes.

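RNA of the cells sedimented from urine was analysed here in the 11 BKVN urines, 4 BKVN-N urines from 4 patients and 7 BKVN-P urines from 6 patients. Such sediment holds shed tubular and urothelial cells together with leukocytes, so a gene's level reflects both the mixture of cells and their activity. The NR and TCMR urines were not analysed here, and every comparison is between BKVN-P and BKVN-N directly. The study calls genes in each BKVN subtype against NR and in the 11 BKVN urines together against TCMR. It also sets the subtypes against each other and against TCMR, by fold changes and signatures relative to NR and by CXCL10 and CD3E levels. Total RNA had been depleted of ribosomal RNA and made into random-primed libraries with a kit that does not mark strand, so a gene and an overlapping antisense gene cannot be told apart. The authors aligned the reads to hg38 (GRCh38) with STAR and deposited the FPKM that Cufflinks gave for each of 60466 gene rows in each urine. FPKM is already divided by transcript length and by the urine's mapped fragments, so no counts entered the tests.

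Each FPKM was divided by the sum over the urine to give TPM, and rows sharing a symbol were summed, which left 58384 symbols. The study also converted FPKM to TPM but does not give its formula, and some of its TPM values differ from those here. Mitochondrial transcripts took 3.34% to 74.3% of all TPM in the BKVN-N urines and 25.0% to 72.3% in the BKVN-P urines, and this share enters the scale of every other gene, as does 5.8S rRNA at 57.8% of TPM in BKVN-N urine 2. TPM was also divided by a median-of-ratios factor over the 7078 genes above 1 TPM in all urines, and the quotient is called scaled TPM. Genes above 1 TPM in at least 2 urines were kept, 16655 in all, of which 12843 are protein-coding in GENCODE v44, the annotation that also gave the hg38 coordinates. Differences were tested on log2(scaled TPM + 1), a scale that understates the change of genes with low values, with limma and Benjamini-Hochberg adjustment over all genes kept. For a gene list, log2(scaled TPM + 1) was averaged over its kept members in each patient, and the difference BKVN-P minus BKVN-N of the patient means was set against all 210 ways to choose 4 of the 10 patients (exact 2-sided permutation, smallest p = 0.00476), with adjustment over 34 lists. The filter, the scaling, the tests and the lists were fixed before the data were examined, but after the fold changes of Supplemental Tables 2 to 5 had been seen. The lists are textbook lists, completed with genes that the study's text names, and are not the study's supplemental lists.

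The labels give 3 sequencing batches, with 1 BKVN-N and 3 BKVN-P patients in batch 1, 1 and 2 in batch 2, and 2 and 1 in batch 3. A within-batch value stands beside each pooled difference, from the 36 ways to exchange patients inside their batches (smallest p = 0.0278 from this exact permutation). The labels and the Supplemental Methods put the BKVN-P urines 6 and 7 with 1 biopsy, so their log2 values were averaged and 6 BKVN-P patients were compared with 4 BKVN-N patients. Those urines were not the most alike pair, since BKVN-P 4 and 7 had the highest correlation of the 55 pairs on log2(TPM + 1), and the mapping was kept. The depth is not stated with the values. The lowest FPKM of genes with 1 annotated transcript gathered at a step that fits 1 fragment, which gives an approximate 14.2 to 34.0 M fragments per urine in BKVN-N (median 22.8 M) and 21.9 to 30.2 M in BKVN-P (median 24.9 M). These estimates use transcript lengths of GENCODE v44, which may differ from those of the authors. In BKVN-N urine 4, 18 mitochondrial genes are given as NA, and in BKVN-N urine 2 both mitochondrial rRNAs are listed at 0.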

We compared urinary cell transcriptomes matched to kidney allograft biopsies using multigroup linear modeling with the limma R package (23), which applies Bayes moderation to improve variance estimates, particularly for low-expression genes.

### BKVN-P versus NR.

Among the 17,756 protein-coding genes, 1,058 genes (5.95%) were significantly overexpressed (adjusted *P* < 0.05) and 1,269 genes (7.14%) were significantly underexpressed (adjusted *P* < 0.05) in the BKVN-P group (Figure 3A; differentially expressed genes (DEGs) listed in Supplemental Tables 2 and 3, respectively).

Cumulative distribution function (CDF) plots (Figure 3B) show a significant shift in DEGs (red curve) compared with housekeeping genes (green curve) (24), indicating a distinct transcription profile (Kolmogorov-Smirnov [K-S] test, *D* = 0.452, *P* < 2.2 × 10^–16^).

### BKVN-N versus NR.

780 genes (4.39%) were significantly overexpressed and 717 (4.03%) were significantly underexpressed in BKVN-N samples (Figure 3C; DEGs listed in Supplemental Tables 4 and 5, respectively).

CDF plots (Figure 3D) show a similar significant shift (K-S test, *D* = 0.494, *P* < 2.2 × 10^–16^), highlighting a unique transcriptional signature in BKVN-N.

### Host cell genes involved in replication.

Of the 22 SV40-related genes (25, 26), 14 were overexpressed in BKVN-N, 5 in BKVN-P, and 4 in TCMR, compared with NR samples (Supplemental Table 6A, panel A). These in vivo findings are consistent with prior in vitro data showing upregulation of these genes in kidney epithelial cells by SV40 (26, 27). Pairwise comparison of fold change revealed significantly higher expression in BKVN-N compared with BKVN-P (*P* = 0.0008) and TCMR (*P* < 0.0001) but not between BKVN-P and TCMR (Supplemental Table 6A, panel B).

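The cellular proteins that copy SV40 DNA include the primase subunits PRIM1 and PRIM2, which lay the RNA primers, and RPA1, the large subunit of the protein that coats single-stranded DNA. All 22 genes of this list were expressed, 13 of them lower and 9 higher in BKVN-P than in BKVN-N. PRIM2 (ENSG00000146143.16, on chromosome 6 from 57314805 to 57646850 of hg38) stood at 6.01 ± 3.20 scaled TPM in BKVN-N (SD, n = 4 patients) and at 3.17 ± 2.14 in BKVN-P (SD, n = 6 patients), and may share reads with a near-identical copy of part of the gene. Its log2 fold change was -0.75 (standard error 0.42, adjusted p = 0.994 from limma), with 5 of 6 BKVN-P patients below the BKVN-N mean. PRIM1 had a log2 fold change of -0.65 (standard error 0.39) and RPA1 one of -0.69 (standard error 0.42), with the same adjusted p. By limma, 0 of the genes passed an adjusted p of 0.05 over all genes, 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. Averaged over the list, expression was 2.36 ± 0.37 in BKVN-N and 2.24 ± 0.53 in BKVN-P (mean log2 ± SD over patients), a difference of -0.12 (exact permutation test, p = 0.710, adjusted p = 0.954) that is smaller than the spread between patients. Within batches the difference was -0.21 (p = 0.556 by exact permutation), and without BKVN-N replicate 3 it was 0.016.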

### Host cell genes involved in cell cycle progression.

BK polyomavirus hijacks host cell cycle pathways to enhance its replication (28). Genes promoting cell cycle progression were upregulated in BKVN-N, BKVN-P, and TCMR, compared with NR (Supplemental Table 6B, panel A). The expression pattern aligned with the effects of viral large T antigen on pRB and TP53 (27, 29). 

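Cyclins, E2F factors and mitotic kinases were expressed in both BKVN groups, and 14 of 25 such genes were lower in BKVN-P than in BKVN-N. MYBL2, an E2F target that drives late cell cycle genes, was at 7.65 ± 8.24 scaled TPM in BKVN-N (SD, n = 4 patients) and 2.84 ± 2.67 in BKVN-P (SD, n = 6 patients). The gene (ENSG00000101057.14) lies on chromosome 20 from 43667019 to 43716495 of hg38, and its log2 fold change was -0.98 with a standard error of 0.59 (adjusted p = 0.994 from limma). E2F1 and E2F8 had log2 fold changes of -0.66 (standard error 0.45) and -0.71 (standard error 0.49). None of the 25 genes passed the limma threshold over all genes, 0 did adjusted over the list alone, and 0 reached an unadjusted p under 0.05. The list mean differed by -0.12 between the groups, with a standard error of 0.37 (exact 2-sided permutation test, p = 0.762, adjusted p = 0.954), and by -0.16 within batches (exact permutation, p = 0.778). This direction turned without BKVN-N replicate 3 (0.082) and without BKVN-P replicate 2 (0.018). Among 13 inhibitors of the cell cycle, 10 were lower in BKVN-P, and CDKN2C, which encodes the CDK4 and CDK6 inhibitor p18, was below the BKVN-N mean in all 6 BKVN-P patients. CDKN2C had a log2 fold change of -0.63 (standard error 0.25, adjusted p = 0.994 from limma) and WEE1 one of -0.43 (standard error 0.43). CDKN2A, which encodes p16, was -0.51 (standard error 0.52) and turned to 0.092 without BKVN-N replicate 1. The inhibitors as a list differed by -0.17 (exact permutation test, p = 0.229, adjusted p = 0.486; -0.12 within batches, p = 0.333), and 0 of them passed limma's threshold over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05. The cell cycle inhibitors list differed by -0.061 without BKVN-N replicate 1 and by -0.27 without BKVN-N replicate 4.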

Pairwise comparisons showed higher fold change in BKVN-N compared with BKVN-P (*P* < 0.0004) and with TCMR (*P* < 0.0001) (Supplemental Table 6B, panel B).

### Host cell genes involved in DNA replication.

Cell cycle gene activation during viral infection is tightly linked to dysregulation of host DNA replication (30). Compared with NR, multiple DNA replication genes were upregulated in BKVN-N and BKVN-P (Supplemental Table 6C, panel A). Fold change was higher in BKVN-N compared with BKVN-P (*P* = 0.0453) and with TCMR (*P* < 0.001) (Supplemental Table 6C, panel B).

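Genes that license and fire replication origins or supply nucleotides leaned toward BKVN-N, where 18 of 23 had the higher mean. MCM6, a subunit of the replicative helicase (ENSG00000076003.4, on chromosome 2 from 135839626 to 135876443 of hg38), was at 2.84 ± 0.844 scaled TPM in BKVN-N (SD, n = 4 patients) and 1.42 ± 0.609 in BKVN-P (SD, n = 6 patients). All 6 BKVN-P patients lay below the BKVN-N mean of MCM6, a log2 fold change of -0.68 (standard error 0.28, adjusted p = 0.994 from limma). CDC45, which joins that helicase when origins fire, had a log2 fold change of -0.89 (standard error 0.51), and RRM1, a subunit of ribonucleotide reductase, one of -0.59 (standard error 0.39). At an adjusted p under 0.05 limma called 0 genes of the list over all genes and 0 adjusted over the list alone, against 1 at an unadjusted p under 0.05. Mean expression over the list differed by -0.26 with a standard error of 0.45 (exact permutation test, 2-sided, p = 0.586, adjusted p = 0.894), and 4 of 6 BKVN-P patients were below the BKVN-N mean. The within-batch value was -0.30 (exact permutation, p = 0.611), and without BKVN-N replicate 3 the DNA replication difference became 0.047.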

### Host cell genes involved in repair pathways.

Both BKVN groups and TCMR showed increased expression of homologous-recombination repair genes, reflecting persistent DNA damage from viral replication and oxidative stress (31) (Supplemental Table 6D, panel A).

Fold change was higher in BKVN-N compared with BKVN-P (*P* = 0.0093) and with TCMR (*P* < 0.0001) (Supplemental Table 6D, panel B). Conversely, POLR1D, POLR2M, and CUL4B were downregulated in BKVN-N, suggesting transcriptional shutdown, viral manipulation of host transcriptional machinery, and tubular epithelial cell injury or dedifferentiation (Supplemental Table 6D, panel C). 

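Repair genes did not all lean the same way. NBN, part of the complex that senses double-strand breaks, had the higher mean in BKVN-P. XRCC3, which acts in homologous recombination, had the lower mean there, and neither gene passed the threshold. NBN (ENSG00000104320.12, on chromosome 8 from 89924515 to 90003228 of hg38) was at 9.40 ± 3.11 scaled TPM in BKVN-N (SD, n = 4 patients) and at 61.7 ± 47.4 in BKVN-P (SD, n = 6 patients), with 5 of 6 BKVN-P patients above the BKVN-N mean. The log2 fold change of NBN, 2.08 (standard error 0.65), had an adjusted p of 0.994 from limma. XRCC3 stood at 6.03 ± 3.44 and 2.87 ± 1.87 scaled TPM, a log2 fold change of -0.88 (standard error 0.42), with 5 of 6 BKVN-P patients below the BKVN-N mean. Of 25 homologous recombination genes kept, 14 had a lower and 11 a higher mean in BKVN-P, 1 reached an unadjusted p under 0.05, and by limma 0 passed over all genes and 0 adjusted over the list alone. The list means, 1.79 ± 0.45 in BKVN-N and 1.73 ± 0.48 in BKVN-P (log2, SD over patients), differed by -0.056 (exact permutation test, p = 0.857, adjusted p = 0.971) and by -0.094 within batches (exact permutation, p = 0.833). Without BKVN-N replicate 3 the difference was 0.15, and without BKVN-P replicate 2 it was 0.050.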

In BKVN-P, reduced ERCC2, POLR2M, and EME2 expression pointed to impaired DNA repair and transcriptional fidelity, and potential cell cycle arrest or apoptosis (Supplemental Table 6D, panel C). ERCC2 was the only gene underexpressed in TCMR. However, fold-change differences among BKVN-N, BKVN-P, and TCMR samples were not different (Supplemental Table 6D, panel D).

### Host cell genes involved in microtubule dynamics.

In BKVN-N, upregulated mitotic kinesins together with γ-tubulin complex genes (Supplemental Table 6E, panel A) indicated a proliferative epithelial program with reinforced centrosomes and mitotic spindles, while the downregulated genes (Supplemental Table 6E, panel B) suggested attenuation of RAB11-mediated apical recycling and long-range endosomal transport. This shift redirects microtubule usage away from polarity maintenance toward spindle assembly and perinuclear viral trafficking (32).

In BKVN-P, overexpression of DNAH1 indicated activation of a motile cilia/axonemal transcriptional module in injured proximal tubules (Supplemental Table 6E, panel A), whereas downregulation of multiple cytoplasmic dynein-dynactin adaptors and Rab11 axis genes (Supplemental Table 6E, panel B) suggested weakened cytoplasmic dynein cargo transport and impaired RAB11-dependent apical recycling. This pattern was consistent with dedifferentiated or regenerating tubular cells following severe injury and loss of epithelial polarity, and re-engagement of repair pathways.

In TCMR, the gene expression pattern (Supplemental Table 6, panels A and B) suggested highly reconfigurable microtubules optimized for vesicle transport, cell migration, and immune synapse formation, loss of ciliary programs, and weakened RAB11-driven epithelial polarity.

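Averaged over genes of dynein, dynactin and RAB11 transport, which carry cargo along microtubules and recycle membrane to the cell surface, all 6 BKVN-P patients lay below the BKVN-N mean. Of 17 such genes 15 had the lower mean in BKVN-P, among them TUBG2, a gamma tubulin, RAB11FIP3, a RAB11 effector, and KIF1C, a vesicle kinesin. Most of the 17 are genes that the supplement names as lower in BKVN-P than in NR, from these same urines. Their direction and the list test below are therefore not independent support. TUBG2 (ENSG00000037042.8, on chromosome 17 from 42659284 to 42667006 of hg38) was at 1.89 ± 0.671 scaled TPM in BKVN-N (SD, n = 4 patients) and 0.842 ± 1.16 in BKVN-P (SD, n = 6 patients). TUBG2 had a log2 fold change of -0.78 (standard error 0.36), and its reads may be shared with the similar TUBG1. RAB11FIP3 had -0.81 (standard error 0.38) and KIF1C -0.78 (standard error 0.40), each with an adjusted p of 0.994 from limma. The transport list differed by -0.23 with a standard error of 0.081 (exact 2-sided permutation test, p = 0.0429), which is not past the threshold after adjustment over the lists (adjusted p = 0.364), and by -0.24 within batches (exact permutation, p = 0.0833). A pseudocount of 0.1 in place of 1 made this difference -0.40. Mitotic kinesins and spindle genes were lower in BKVN-P in 13 of 17 cases, with a list difference of -0.17 (exact permutation test, p = 0.643, adjusted p = 0.911) and of -0.27 within batches (exact permutation, p = 0.528). Many of them were listed because the supplement names them as higher in BKVN-N than in NR, so their direction is not independent support either. TUBA1B, an alpha tubulin with near-identical copies, was at 62.8 ± 16.7 in BKVN-N and 43.2 ± 20.3 scaled TPM in BKVN-P, and the mitotic kinesin KIF18B and the epsilon tubulin TUBE1 had log2 fold changes of -0.64 (standard error 0.46) and -0.30 (standard error 0.33). In limma 0 members of either list passed the threshold over all genes and 0 adjusted over the list alone, with 1 transport gene and 0 spindle genes at an unadjusted p under 0.05.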

Supplemental Table 6E, panel C, shows that fold change is higher in BKVN-N compared with BKVN-P (*P* = 0.0017) and with TCMR (*P* < 0.0001). Supplemental Table 6E, panel D, shows that fold change is significantly higher in TCMR than in BKVN-P.

### Mitochondrial gene expression.

BK polyomavirus may exploit mitochondrial pathways to support its replication and immune evasion (33). 

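The 13 protein-coding genes of the mitochondrial genome encode subunits of the respiratory chain and of ATP synthase, and its rRNA genes MT-RNR1 and MT-RNR2 encode the ribosomal RNAs of the organelle. Together these transcripts took 42.1%, 3.34%, 74.3% and 73.2% of TPM in BKVN-N urines 1 to 4, and 62.4%, 25.0%, 72.3%, 50.2%, 61.1%, 40.3% and 35.2% in BKVN-P urines 1 to 7, where genes without a value count as absent. MT-CO1, a subunit of cytochrome c oxidase (ENSG00000198804.2, on chromosome M from 5904 to 7445 of hg38), was at 22925 ± 23530 scaled TPM in BKVN-N (SD, n = 4 patients) and 9610 ± 7202 in BKVN-P (SD, n = 6 patients). Its log2 fold change was -1.12 (standard error 1.00, adjusted p = 0.994 from limma), and 4 of 6 BKVN-P patients lay below the BKVN-N mean. In limma 12 of 15 genes were lower in BKVN-P, 0 at an unadjusted p under 0.05, and 0 passed over all genes or adjusted over the list alone. In BKVN-N urine 4, 10 of these genes are given as NA, and in BKVN-N urine 2 MT-RNR1 and MT-RNR2 are listed at 0, so no fold change is given here for the rRNAs. The list mean covers the 5 genes without an NA in any urine, and 1 of them, MT-RNR1, enters with its 0. That mean differed by 0.0031 (exact permutation test, p = 0.995, adjusted p = 0.995), by -0.70 within batches (exact permutation, p = 0.667) and by -0.26 after quantile normalization, while the median log2 fold change of the 15 genes was -0.21. Over the 4 protein-coding genes with a value in every urine, a choice made after the values were seen, the difference was -0.85 (exact permutation test, p = 0.386). Without BKVN-N replicate 2 the mitochondrially encoded list differed by -1.37, and without BKVN-P replicate 1, 3, 5 or 7 by -0.19, -0.25, -0.16 or -0.023. Mitochondrial sequences have copies in the nuclear genome, which may take part of the reads.

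**Figure D1:**
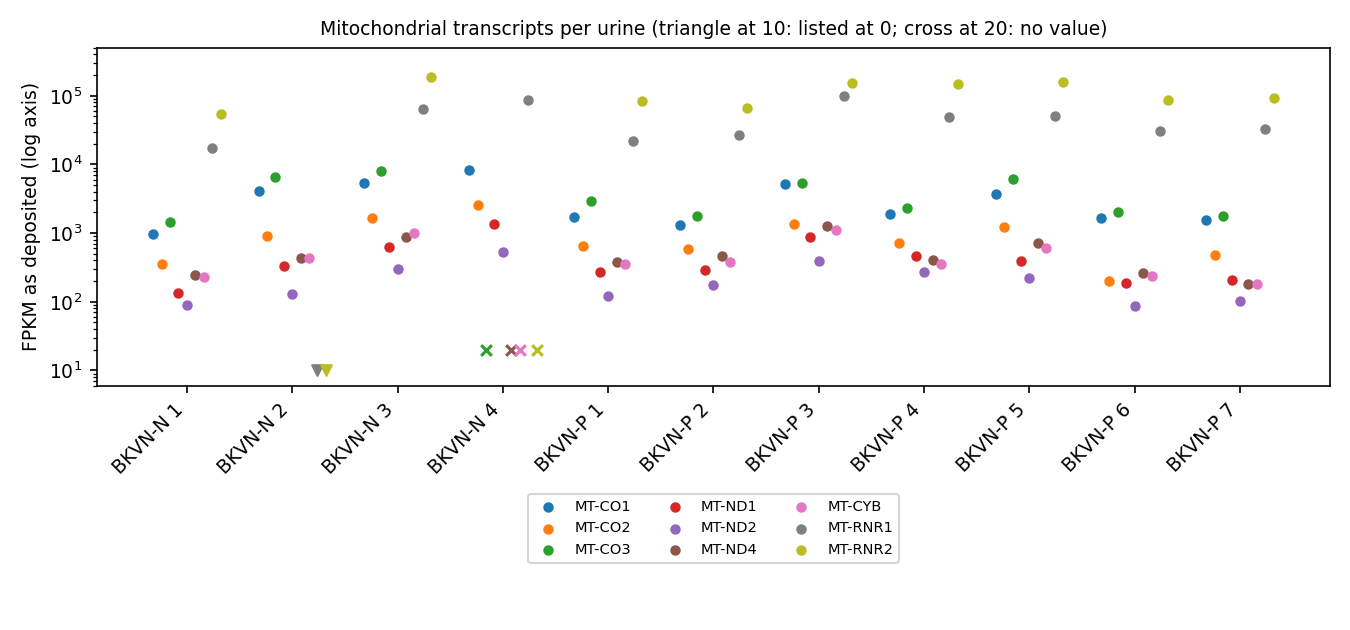
FPKM of 9 mitochondrial transcripts as deposited, on a log axis, in each of the 11 BKVN urines (horizontal axis), 1 point per gene and urine. A triangle marks a gene listed at 0 and a cross a gene given as NA, and the plot shows zeros in BKVN-N urine 2 alone and NA in BKVN-N urine 4 alone.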

Differential expression analysis showed significant overexpression in urine samples matched to BKVN-N biopsies compared with BKVN-P (Dunn’s *P* < 0.0001) and TCMR (*P* < 0.001) (Supplemental Table 6F, panel A), but not between BKVN-P and TCMR samples (Supplemental Table 6F, panel B). These findings support the presence of a BK polyomavirus–associated mitochondrial transcriptome stress pattern.

### Antigen presentation in BKVN.

HLA class II genes, key to CD4^+^ T cell activation (34), were upregulated in both BKVN-P and TCMR, indicating active antigen presentation (Supplemental Table 7). In BKVN-N, only HLA-DMB, which facilitates peptide loading by removing CLIP from the MHC class II groove (35), was upregulated compared with NR, indicating a more targeted antigen presentation response.

### Pattern recognition receptors in BKVN.

Pattern recognition receptors detect viral components and initiate innate immune responses (36, 37). Their expression patterns in BKVN-N, BKVN-P, and TCMR are detailed in Supplemental Table 8. DHX58, MB21D1, CD209, and NOD1 were overexpressed in BKVN-N. BKVN-P showed broader upregulation compared with BKVN-N or TCMR, indicating stronger immune activation.

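Pattern recognition receptors, which sense viral and bacterial molecules, were higher in BKVN-P than in BKVN-N in 24 of 27 cases. DHX58, which regulates RIG-I signaling (ENSG00000108771.11, on chromosome 17 from 42101404 to 42112714 of hg38), was at 4.84 ± 2.23 scaled TPM in BKVN-N (SD, n = 4 patients) and 7.34 ± 0.871 in BKVN-P (SD, n = 6 patients), a log2 fold change of 0.59 (standard error 0.29). MB21D1, the cytosolic DNA sensor cGAS, was at 3.00 ± 1.38 and 4.11 ± 1.54 scaled TPM, with a log2 fold change of 0.39 (standard error 0.34), and NOD1, a sensor of bacterial peptidoglycan, had 0.40 (standard error 0.27). NLRC5, the transactivator of HLA class I genes, had 0.77 (standard error 0.33), and ZBP1, a sensor of Z-form nucleic acid, had 1.02 (standard error 0.56). DHX58 and NOD1 lay above the BKVN-N mean in all 6 BKVN-P patients, MB21D1 and NLRC5 in 5 and ZBP1 in 4, and the adjusted p of each was 0.994 from limma. CD209 was not above 1 TPM in 2 urines and was not tested. None of the receptors passed limma's threshold over all genes and 0 adjusted over the list alone, with 1 at an unadjusted p under 0.05. For the list as a whole the difference was 0.42 with a standard error of 0.29 (exact permutation test, p = 0.219, adjusted p = 0.486), and 0.55 within batches (exact permutation, p = 0.194). Across the 10 patients the list mean correlated with that of the neutrophil markers (r = 0.87, examined after the values were seen), and with the neutrophil mean regressed out the difference was 0.24 (exact permutation, p = 0.157).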

### Chemokine and chemokine receptors.

Multiple chemokine and receptor genes were overexpressed in BKVN-P versus NR, indicating active immune cell recruitment (Supplemental Table 9A). Conversely, CCL17 (Treg recruiter) and CXCL14 (antiviral defense and tissue homeostasis) were downregulated in BKVN-P, suggesting impaired immune regulation and homeostasis. CXC3CL1 was markedly overexpressed in BKVN-N, highlighting a distinct inflammatory profile. These findings reflect heightened inflammation with reduced immune regulation and disrupted homeostasis.

### Cytokines and cytokine receptors.

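Cytokine and receptor transcripts lay higher in BKVN-P than in BKVN-N for 35 of 42 genes of a list fixed beforehand, and IL6, IL4R and IL15RA had the smallest p. IL6, a cytokine of the acute phase response (ENSG00000136244.10, on chromosome 7 from 22725884 to 22732002 of hg38), was at 2.88 ± 1.85 scaled TPM in BKVN-N (SD, n = 4 patients) and at 31.7 ± 47.0 in BKVN-P (SD, n = 6 patients). All 6 BKVN-P patients exceeded the BKVN-N mean of IL6, and its log2 fold change was 1.90 (standard error 0.72, adjusted p = 0.994 from limma). IL4R, the receptor chain of IL-4 and IL-13, had a log2 fold change of 1.13 (standard error 0.47), and IL15RA, which presents IL-15 to lymphocytes, one of 0.73 (standard error 0.30). These 3 genes had an unadjusted p under 0.05, while 0 genes passed limma's adjusted threshold over all genes and 0 adjusted over the list alone. Per patient the list averaged 2.73 ± 0.34 in BKVN-N and 3.20 ± 0.58 in BKVN-P (log2, SD), with 5 of 6 BKVN-P patients above the BKVN-N mean. The difference of 0.46 did not pass (exact 2-sided permutation test, p = 0.200, adjusted p = 0.486), nor did 0.59 within batches (exact permutation, p = 0.194). The list mean followed that of the neutrophil markers across the 10 patients (r = 0.85, examined after the values were seen), and with the neutrophil mean regressed out the difference was 0.28 (exact permutation, p = 0.110).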

Cytokine and receptor genes were more broadly elevated in BKVN-P than in BKVN-N (Supplemental Table 9B). The reduced LIFR and CTF1 in BKVN-P suggested compromised tissue repair and increased injury.

### IFNs and TNF/receptor superfamily.

Genes in these families were predominantly expressed in BKVN-P versus BKVN-N, reinforcing heightened inflammation in BKVN-P (Supplemental Table 9C). 

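In the interferon and TNF families 29 of 37 expressed genes were higher in BKVN-P than in BKVN-N. TNF (ENSG00000232810.3, on chromosome 6 from 31575565 to 31578336 of hg38) was at 6.02 ± 6.55 scaled TPM in BKVN-N (SD, n = 4 patients) and 28.5 ± 28.5 in BKVN-P (SD, n = 6 patients), and its log2 fold change was 1.71 (standard error 0.67). TNFRSF9, the costimulatory receptor 4-1BB of activated T cells, had a log2 fold change of 0.87 (standard error 0.35), and TNFSF14, the cytokine LIGHT, one of 1.47 (standard error 0.64). TNF and TNFRSF9 were above the BKVN-N mean in all 6 BKVN-P patients and TNFSF14 in 5 of 6, with an adjusted p of 0.994 for each from limma. Beside these 3 genes at an unadjusted p under 0.05, limma's adjusted threshold was passed by 0 genes over all genes and by 0 adjusted over the list alone. The families' mean was 0.42 higher, with a standard error of 0.18 (exact permutation test, p = 0.0810, adjusted p = 0.416), and 0.52 higher within batches (exact permutation, p = 0.0833).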

Concurrent downregulation of ACVR2B, BMPR2, and EGF in BKVN-P indicates a shift away from repair and regulation toward a proinflammatory, injury-prone state.

### T cell signaling in BKVN.

T cells play a central role in immune responses (38). Of 115 T cell signaling genes (Supplemental Table 10A), 51 were differentially expressed across BKVN-N, BKVN-P, or TCMR versus NR (Supplemental Table 10B). In BKVN-N, CTLA4 and IL-10 mRNA was upregulated, alongside downregulation of genes reflecting a suppressed or exhausted T cell phenotype.

BKVN-P also showed dysregulated T cell responses, with increased TNF, IFNG, NFATC1, PDCD1, and CTLA4, indicating activation and potential exhaustion (39, 40). Downregulation of phosphatases pointed to impaired T cell signaling.

TCMR samples showed upregulation of genes associated with T cell activation (Supplemental Table 10C). In contrast, BKVN-N showed increased CTLA4 alone, while BKVN-P showed elevated CD4, CTLA4, and PDCD1, consistent with initial activation followed by exhaustion, potentially facilitating viral persistence.

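PDCD1, which encodes the inhibitory receptor PD-1, was higher in all 6 BKVN-P patients than the BKVN-N mean. CTLA4 and CD4 had smaller log2 fold changes, a contrast between genes that was not tested. PDCD1 (ENSG00000188389.9, on chromosome 2 from 241849884 to 241858894 of hg38) was at 1.30 ± 0.987 scaled TPM in BKVN-N (SD, n = 4 patients) and 2.67 ± 0.764 in BKVN-P (SD, n = 6 patients). The log2 fold change of PDCD1 was 0.73 (standard error 0.32, adjusted p = 0.994 from limma). CTLA4, another inhibitory receptor, was at 1.48 ± 0.968 and 1.79 ± 0.542 scaled TPM, a log2 fold change of 0.23 (standard error 0.31) that was -0.041 without BKVN-N replicate 3. CD4, the coreceptor of helper T cells, had 0.22 (standard error 0.49), which was -0.012 without BKVN-N replicate 1 and -0.023 without BKVN-P replicate 3. The costimulator ICOS had 0.37 (standard error 0.23) and the phosphatase gene PTPRC 0.80 (standard error 0.62). Of 15 T cell receptor and costimulation genes 10 were higher in BKVN-P, 1 at an unadjusted p under 0.05, and limma called 0 over all genes and 0 adjusted over the list alone. The list differed by 0.15 (exact permutation test, p = 0.605, adjusted p = 0.894) and by 0.052 within batches (exact permutation, p = 0.889), and by -0.024 without BKVN-N replicate 3 and -0.0096 without BKVN-P replicate 1. General T cell markers such as CD2 and CD5, with 0.60 (standard error 0.53) and 0.30 (standard error 0.36), formed a list that differed by -0.015 (exact permutation test, p = 0.957, adjusted p = 0.986; -0.15 within batches, p = 0.694), or by 0.041 after quantile normalization. Without BKVN-N replicate 1 or 2 the T cell list differed by 0.086 or 0.13, and without BKVN-P replicate 3, 4 or 6 by 0.072, 0.024 or 0.033. In that list of 10, 6 were lower, 0 had an unadjusted p under 0.05, and 0 passed limma's threshold over all genes or adjusted over the list alone.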

### Expression of T cell exhaustion and anergy genes in BKVN.

A 40-gene exhaustion signature (41–43) (Supplemental Table 11, panel A) was upregulated in BKVN-P (K-S test, *D =* 0.634, *P* = 3.15 × 10^–14^), BKVN-N (*D =* 0.640, *P* = 1.60 × 10^–14^), and TCMR (*D =* 0.658, *P* = 2.55 × 10^–15^) versus NR (Figure 4A), indicating robust enrichment.

In contrast, the 32-gene anergy signature (44) (Supplemental Table 12, panel A) showed modest downregulation in BKVN-N (K-S test, *D =* 0.264, *P* = 2.41 × 10^–02^), with non-significant shifts in BKVN-P (*D =* 0.224, *P* = 8.33 × 10^–2^) and TCMR (*D =* 0.229, *P* = 7.25 × 10^–2^) (Figure 4B).

ROAST (rotation gene set test) (45) and CAMERA (correlation-adjusted mean rank gene set test) (46) confirmed strong enrichment of exhaustion genes in BKVN subtypes and TCMR (Supplemental Table 11, panel B), while anergy genes showed limited enrichment in BKVN-N and none in BKVN-P (Supplemental Table 12, panel B). These findings support a model of chronic antigen-driven T cell exhaustion, likely contributing to immune evasion in BKVN.

### CD4^+^ T cells in BKVN.

Given CD4 overexpression in BKVN-P, we examined cytotoxic CD4^+^ T cell–associated genes. Several genes related to CD4^+^ cytotoxic T lymphocyte activity were upregulated in BKVN-P (Supplemental Table 13).

Notably, IL-4–induced 1 (IL4I1), a myeloid-derived immunosuppressive enzyme, was significantly overexpressed in BKVN-N (*P* = 3.45 × 10^–3^) and BKVN-P samples (*P* = 1.43 × 10^–3^) versus NR (Figure 5A). IL4I1 may impair cytotoxic CD4^+^ T cell function via reduced TCR and mTORC1 signaling, potentially aiding viral immune evasion (Figure 5B).

### CD4^+^ T cell subset signatures in BKVN.

Prior RNA-seq analyses revealed enrichment of Th1, Th2, Th17, and Treg gene signatures in TCMR biopsies versus NR biopsies (38, 47, 48). We investigated these subsets in urines matched to BKVN biopsies.

### Th1 signature.

The Th1 signature (36 genes; Supplemental Table 14, panel A; ref. 48) was significantly upregulated in BKVN-N (K-S test, *D =* 0.670, *P* = 2.59 × 10^–14^), BKVN-P (*D =* 0.384, *P* = 5.31 × 10^–5^), and TCMR (*D =* 0.603, *P* = 1.08 × 10^–11^) versus NR (Figure 6A). 

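Of 16 Th1 genes expressed in the urinary cells, 14 had the higher mean in BKVN-P and 2 in BKVN-N. RUNX3, a transcription factor of Th1 and CD8 T cells (ENSG00000020633.17, on chromosome 1 from 24899511 to 24965121 of hg38), was at 2.13 ± 0.658 scaled TPM in BKVN-N (SD, n = 4 patients) and 4.47 ± 1.86 in BKVN-P (SD, n = 6 patients). RUNX3 was above the BKVN-N mean in 5 of 6 BKVN-P patients, with a log2 fold change of 0.75 (standard error 0.32, adjusted p = 0.994 from limma). RUNX3 and TNF were among the 3 members at an unadjusted p under 0.05; TNF is expressed by many cell types besides Th1 cells. By limma 0 members passed the adjusted threshold over all genes and 0 adjusted over the list alone. The Th1 list lay 0.37 higher in BKVN-P with a standard error of 0.19 (exact 2-sided permutation test, p = 0.119, adjusted p = 0.427), with 5 of 6 BKVN-P patients above the BKVN-N mean, and 0.41 higher within batches (exact permutation, p = 0.139). These 18 textbook genes are not the signature of Supplemental Table 14.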

BKVN-N showed stronger enrichment than BKVN-P (*D =* 0.361, *P* = 0.0176). ROAST and CAMERA confirmed robust enrichment in BKVN-N and TCMR (Supplemental Table 14, panel B).

### Th2 signature.

The Th2 signature (27 genes; Supplemental Table 15, panel A; ref. 48) was upregulated in BKVN-N (K-S test, *D =* 0.558, *P* = 1.14 × 10^–7^), BKVN-P (*D =* 0.568, *P* = 6.001 × 10^–8^), and TCMR (*D =* 0.568, *P* = 6.32 × 10^–8^) versus NR (Figure 6B). ROAST and CAMERA showed robust enrichment in TCMR and modest enrichment in BKVN subtypes (Supplemental Table 15, panel B).

### Th17 signature.

The Th17 signature (22 genes; Supplemental Table 16, panel A; ref. 48) was significantly enriched in BKVN-P (K-S test, *D =* 0.541, *P* = 5.65 × 10^–6^), BKVN-N (*D* = 0.361, *P* = 6.66 × 10^–3^), and TCMR (*D* = 0.508, *P* = 2.54 × 10^–5^) versus NR (Figure 6C). ROAST and CAMERA confirmed the statistically enriched Th17 signature in BKVN-P (and TCMR) compared with enrichment in BKVN-P and TCMR; BKVN-N showed non-significant enrichment (Supplemental Table 16, panel B).

### Treg signature.

The Treg signature (31 genes; Supplemental Table 17, panel A; ref. 47) was upregulated in BKVN-P (K-S test, *D* = 0.690, *P* = 3.75 × 10^–13^), BKVN-N (*D* = 0.619, *P* = 1.15 × 10^–10^), and TCMR (*D* = 0.594, *P* = 7.49 × 10^–10^) versus NR (Figure 6D). BKVN-P showed stronger enrichment than TCMR (*D* = 0.355, *P* = 3.96 × 10^–2^), but BKVN-N did not.

ROAST and CAMERA confirmed strong enrichment of Tregs in BKVN-P, and modest enrichment in BKVN-N (Supplemental Table 17, panel B).

Our investigation of CD4^+^ T cell subsets identified Th1 signature predominance in BKVN-N, and Treg signature being most enriched in BKVN-P. Altogether, our data suggest distinct CD4^+^ T cell subset dynamics across BKVN subtypes.

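Treg genes were higher in BKVN-P for 13 of 15 expressed members, and the patient mean of the list lay above the BKVN-N mean in all 6 BKVN-P patients. IL1R2, a decoy receptor for IL-1 found on activated Tregs and on neutrophils (ENSG00000115590.12, on chromosome 2 from 101991960 to 102028544 of hg38), was at 13.9 ± 11.6 scaled TPM in BKVN-N (SD, n = 4 patients) and 31.9 ± 21.3 in BKVN-P (SD, n = 6 patients). IL1R2 had a log2 fold change of 1.25 (standard error 0.59, adjusted p = 0.994 from limma). IKZF2, which encodes the Treg transcription factor Helios, went the other way, with -0.82 (standard error 0.46) and 5 of 6 BKVN-P patients below the BKVN-N mean. None of the members passed limma's threshold over all genes, 0 did adjusted over the list alone, and 0 had an unadjusted p under 0.05. The difference of 0.32 in the list mean, with a standard error of 0.16, did not pass either (exact permutation test, p = 0.0857, adjusted p = 0.416; 0.36 within batches, p = 0.0833).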

### CD8^+^ memory and effector T cell signatures in BKVN.

We assessed enrichment of CD8^+^ memory (45 genes; Supplemental Table 18, panel A; ref. 49) and effector (24 genes; Supplemental Table 19, panel A) T cell signatures in urines matched to BKVN or TCMR biopsies versus urines matched to NR biopsies.

### CD8^+^ memory T cell gene signature.

The CD8^+^ memory T cell gene signature was significantly upregulated in BKVN-P (K-S test, *D* = 0.756, *P* = 2.20 × 10^–16^), BKVN-N (*D* = 0.647, *P* = 2.20 × 10^–16^), and TCMR (*D* = 0.788, *P* = 2.20 × 10^–16^) versus NR (Figure 7A). 

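Among CD8 memory genes, GZMK and CCR7 had the higher mean in BKVN-P and TCF7 the lower, none of them at an unadjusted p under 0.05. GZMK, a granzyme of memory CD8 T cells (ENSG00000113088.5, on chromosome 5 from 55024256 to 55034570 of hg38), was at 0.742 ± 0.449 scaled TPM in BKVN-N (SD, n = 4 patients) and 2.40 ± 2.11 in BKVN-P (SD, n = 6 patients). GZMK had a log2 fold change of 0.83 (standard error 0.39). CCR7, which guides lymphocytes and mature dendritic cells to lymph nodes, had 0.99 (standard error 0.57), and TCF7, the transcription factor TCF-1 of resting and memory T cells, had -0.54 (standard error 0.32), the latter below the BKVN-N mean in all 6 BKVN-P patients. Each had an adjusted p of 0.994 from limma. Of 16 members kept, 12 were higher and 4 lower in BKVN-P, with 0 at an unadjusted p under 0.05, 0 past limma's threshold over all genes and 0 adjusted over the list alone. Averaged per patient the list was 1.87 ± 0.24 in BKVN-N and 2.11 ± 0.25 in BKVN-P (log2, SD), a difference of 0.24 (exact permutation test, p = 0.162, adjusted p = 0.459), and 0.27 within batches (exact permutation, p = 0.167).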

Differences between BKVN-P and BKVN-N (*D* = 0.311, *P* = 0.025) and between BKVN-P and TCMR (*D* = 0.289, *P* = 0.046) were significant. ROAST and CAMERA confirmed the strong enrichment across all groups (Supplemental Table 18, panel B).

### CD8^+^ effector T cell gene signature.

The CD8^+^ effector T cell gene signature was upregulated in BKVN-P (K-S test, *D* = 0.934, *P* = 2.20 × 10^–16^), BKVN-N (*D* = 0.827, *P* = 1.39 × 10^–14^), and TCMR (*D* = 0.881, *P* = 2.20 × 10^–16^) versus NR (Figure 7B). 

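Cytotoxic effector genes were higher in BKVN-P than in BKVN-N in 16 of 19 cases. CCL5, a chemokine stored by cytotoxic T cells (ENSG00000271503.4, on chromosome 17 from 35871491 to 35880793 of hg38), was at 12.0 ± 9.44 scaled TPM in BKVN-N (SD, n = 4 patients) and 17.1 ± 4.47 in BKVN-P (SD, n = 6 patients). All 6 BKVN-P patients lay above the BKVN-N mean. CCL5 had a log2 fold change of 0.67 (standard error 0.42), and GZMB, the granzyme that starts apoptosis in target cells, had 0.73 (standard error 0.46), each with an adjusted p of 0.994 from limma. Among all members 0 reached an unadjusted p under 0.05, 0 passed limma's threshold over all genes and 0 adjusted over the list alone. The list mean differed by 0.27 with a standard error of 0.24 (exact 2-sided permutation test, p = 0.295, adjusted p = 0.554) and by 0.21 within batches (exact permutation, p = 0.472). The CD8 effector list differed by 0.12 without BKVN-N replicate 3 and by 0.18 without BKVN-P replicate 1. Natural killer cells use many of the same genes, and of 11 of their markers 7 were higher and 4 lower in BKVN-P, with 0 at an unadjusted p under 0.05 and 0 past limma's threshold over all genes or adjusted over the list alone. KLRC1 had -0.33 (standard error 0.27) and NCAM1 -0.34 (standard error 0.35), and KLRC1 may share reads with its close relatives. The natural killer cell list differed by -0.019 (exact permutation test, p = 0.919, adjusted p = 0.976; -0.097 within batches, p = 0.750), with a median log2 fold change of 0.027, and by 0.019 in unscaled TPM. Without BKVN-N replicate 1, 2 or 4 the natural killer cell list differed by 0.11, 0.0065 or 0.090, and without BKVN-P replicate 3, 5 or 7 by 0.064, 0.067 or 0.00011.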

Significant differences were observed between BKVN-P and BKVN-N (*D* = 0.5417, *P* = 0.001) and between BKVN-N and TCMR (*D* = 0.456, *P* = 0.011); the difference between BKVN-P and TCMR was not significant (*D* = 0.167, *P* = 0.902). ROAST and CAMERA confirmed strong enrichment in BKVN-P and TCMR samples (Supplemental Table 19, panel B).

### B cell signaling in BKVN.

Beyond antibody production, B cells may contribute to BKVN via antigen presentation and inflammation (50). Of 79 B cell signaling genes (Supplemental Table 20A), 31 were differentially expressed across BKVN-N, BKVN-P, or TCMR versus NR (Supplemental Table 20B).

### BKVN-N.

Upregulation of inhibitory receptors (LILRB1/4/5, CD72) and downregulation of KRAS, BCL10, and MAPK3 suggest a regulatory B cell phenotype with suppressed B cell signaling.

### BKVN-P.

Gene expression indicated active cell signaling, with upregulation of BTK, BLK, CD79A/B, NFATC1, JUN, NFKB1, RASGRP3, IFITM1, and LILRB1/4 alongside AKT2 downregulation, reflecting activation with regulatory feedback.

### TCMR.

Enhanced B cell activation and signaling were evident via increased LILRB1, IFITM, CD72, RAC2, PRKCB, PTPN6 (SHP-1), CARD11, FCGR2B, INPP5D (SHIP1), NFATC1/3, PIK3CD, and PPP3CC, highlighting a role for B cells in TCMR pathogenesis.

### Mature dendritic cell gene signature in BKVN.

Dendritic cells (DCs) are central to shaping the immune landscape, acting as key initiators of antiviral defense (51). A mature DC signature (50 genes; Supplemental Table 21, panel A) was upregulated in BKVN-P (K-S test, *D* = 0.705, *P* = 2.20 × 10^–16^), BKVN-N (*D* = 0.499, *P* = 2.71 × 10^–11^), and TCMR (*D* = 0.541, *P* = 3.19 × 10^–13^) versus NR (Figure 8A). 

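Mature dendritic cell genes stood higher in BKVN-P than in BKVN-N for 19 of 20 expressed members. IDO1, the enzyme that breaks down tryptophan (ENSG00000131203.11, on chromosome 8 from 39902275 to 39928790 of hg38), was at 13.9 ± 16.5 scaled TPM in BKVN-N (SD, n = 4 patients) and 37.4 ± 14.2 in BKVN-P (SD, n = 6 patients). All 6 BKVN-P patients exceeded the BKVN-N mean of IDO1. Its log2 fold change was 1.94 (standard error 0.65, adjusted p = 0.994 from limma). TRAF1, an adaptor of TNF receptors, had 1.62 (standard error 0.59), and CD274, which encodes the ligand PD-L1, had 1.07 (standard error 0.43). Interferon induces IDO1 and CD274 in many cell types, so these genes are not confined to dendritic cells. Of the members 4 had an unadjusted p under 0.05, and limma called 0 over all genes and 0 adjusted over the list alone. The patient means of the list were 2.11 ± 0.27 in BKVN-N and 2.77 ± 0.47 in BKVN-P (log2, SD), with 5 of 6 BKVN-P patients above the BKVN-N mean. This difference of 0.66 (exact 2-sided permutation test, p = 0.0333) did not pass after adjustment over the lists (adjusted p = 0.364), and within batches it was 0.77 (exact permutation, p = 0.0556). Across patients the list mean ran with that of the neutrophil markers (r = 0.66, examined after the values were seen). With the neutrophil mean regressed out, the mature dendritic cell list differed by 0.53 (exact permutation, p = 0.0238, not adjusted over the lists).

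**Figure D2:**
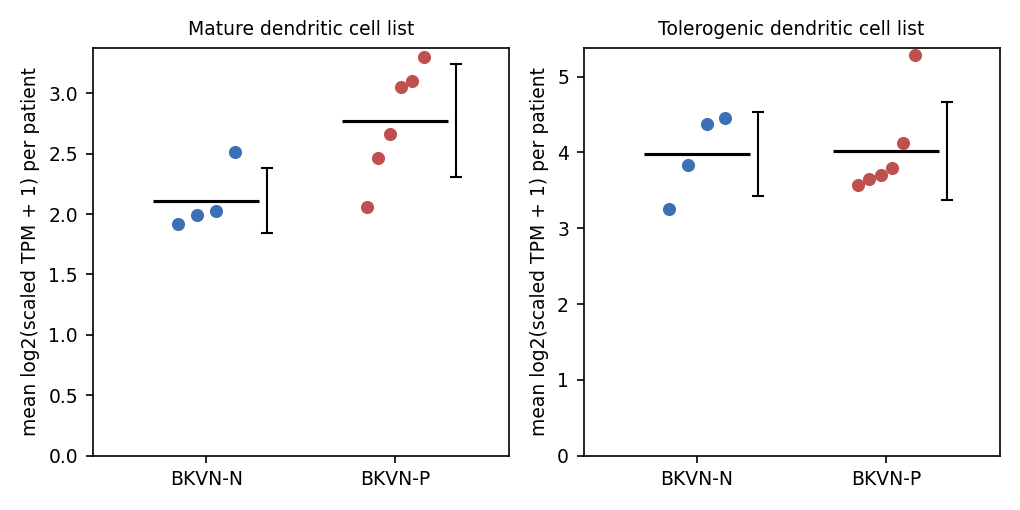
Mean log2(scaled TPM + 1) over the mature (left) and tolerogenic (right) dendritic cell lists, 1 point per patient, for 4 BKVN-N and 6 BKVN-P patients (horizontal axis), with the group mean as a line and 1 SD as a bar. The mature list averages 2.11 in BKVN-N and 2.77 in BKVN-P, and the tolerogenic list 3.98 and 4.02.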

Pairwise comparisons revealed significant differences between BKVN-P and TCMR (*D* = 0.490, *P* = 6.33 × 10^–6^) and between BKVN-P and BKVN-N (*D* = 0.352, *P* = 0.003), while the difference between BKVN-N and TCMR was not significant (*D* = 0.196, *P* = 0.283). ROAST and CAMERA confirmed enrichment in BKVN-P and TCMR; BKVN-N versus NR was significant by CAMERA only (Supplemental Table 21, panel B).

### Tolerogenic DC gene signature in BKVN.

A tolerogenic DC gene signature (52 genes; Supplemental Table 22, panel A; ref. 52) was upregulated in BKVN-P (K-S test, *D* = 0.463, *P* = 5.83 × 10^–10^), BKVN-N (*D* = 0.448, *P* = 2.26 × 10^–09^), and TCMR (*D* = 0.446, *P* = 2.69 × 10^–9^) versus NR (Figure 8B). Only BKVN-P versus TCMR showed significant difference (*D* = 0.327, *P* = 0.007). 

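Tolerogenic dendritic cell genes did not move together: 9 of 20 were higher in BKVN-P and 11 were lower. IDO1 and CD274, shared with the mature list, were the 2 members at an unadjusted p under 0.05, both higher, while MERTK, a receptor by which macrophages take up dying cells, was lower. MERTK (ENSG00000153208.15, on chromosome 2 from 111898607 to 112029561 of hg38) was at 5.85 ± 2.74 scaled TPM in BKVN-N (SD, n = 4 patients) and 3.78 ± 2.04 in BKVN-P (SD, n = 6 patients), a log2 fold change of -0.54 (standard error 0.37, adjusted p = 0.994 from limma). Limma called 0 members over all genes and 0 adjusted over the list alone. The list mean differed by 0.038 (exact permutation test, p = 0.919, adjusted p = 0.976; 0.11 within batches, p = 0.806), the median log2 fold change of its members was -0.14, and after quantile normalization the mean difference was -0.15. The tolerogenic dendritic cell difference was -0.20 without BKVN-N replicate 1, -0.0038 without BKVN-N replicate 3 and -0.22 without BKVN-P replicate 2. Markers of monocytes and macrophages, which express several of these genes, were lower in BKVN-P in 9 of 16 cases, with 0 at an unadjusted p under 0.05 and 0 past limma's threshold over all genes or adjusted over the list alone. MRC1 had -0.84 (standard error 0.59) and CSF1R -0.57 (standard error 0.52). The monocyte and macrophage list differed by -0.18 (exact permutation test, p = 0.738, adjusted p = 0.954; -0.13 within batches, p = 0.889) and by 0.12 without BKVN-N replicate 4.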

ROAST and CAMERA confirmed enrichment across all groups versus NR (Supplemental Table 22, panel B).

In sum, mature DCs are strongly enriched in BKVN-P and TCMR, while tolerogenic DCs are upregulated in BKVN subtypes and TCMR, suggesting dual roles in antiviral defense and immune regulation (51, 52).

### Gene set enrichment analysis of KEGG and Reactome pathways in BKVN-P and BKVN-N relative to NR transcriptomes.

To provide functional context and mechanistic insights into the DEGs, we performed gene set enrichment analysis (GSEA) using both Kyoto Encyclopedia of Genes and Genomes (KEGG) and Reactome pathway databases. One key objective was to identify pathways uniquely enriched in the BKVN-P and BKVN-N groups. Among the 2,327 DEGs identified between BKVN-P and NR, 1,731 genes were unique to BKVN-P, and 596 overlapped with DEGs in BKVN-N versus NR. Conversely, among the 1,497 DEGs between BKVN-N and NR, 901 genes were unique to BKVN-N (Figure 9, Venn diagram).

Figure 9 presents ridge plot distributions of uniquely enriched pathways based on the DEGs unique to BKVN-P samples. Figure 9A displays 22 enriched KEGG pathways (adjusted *P* < 0.05; Supplemental Table 23), while Figure 9B shows the top 30 of 53 enriched Reactome pathways (adjusted *P* < 0.05; Supplemental Table 24). The positively enriched biological pathways reflected robust activation of immune responses and cytokine signaling, including IFN-mediated antiviral defense, B cell receptor signaling pathway, antigen presentation and costimulation, and proinflammatory chemokine activity. In contrast, the negatively enriched pathways suggested a loss of metabolic and solute transport functions of epithelial cells, impaired epithelial cell repair mechanisms, and compromised epithelial barrier integrity — likely consequences of viral cytopathic effects.

Figure 9 also displays ridge plot distributions of uniquely enriched pathways in BKVN-N. Figure 9C shows one positively enriched cell cycle pathway and two negatively enriched KEGG pathways, endocytosis and IL-17 signaling (adjusted *P* < 0.05; Supplemental Table 25), and Figure 9D presents the top 30 of 62 enriched Reactome pathways (adjusted *P* < 0.05; Supplemental Table 26). DNA damage response and repair, centrosome and microtubule organization, telomere maintenance, AURKA activation, and Golgi-to-ER retrograde transport features are consistent with BK polyomavirus–induced reprogramming of renal tubular epithelial cells. The negatively enriched pathways reflected suppression of host defense and epithelial cell differentiation, including downregulation of innate immune signaling, attenuated inflammatory responses, tubular injury, and loss of epithelial integrity.

The contrasts in pathway enrichment between BKVN-P and BKVN-N samples are illustrated through cluster profiling. Figure 10A compares GSEA results for KEGG pathways, while Figure 10B presents a similar comparison for Reactome pathways. These visualizations highlight distinct biological programs activated in each subgroup, underscoring the divergent molecular mechanisms underlying BKVN-P and BKVN-N subtypes.

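In the direct comparison of BKVN-P with BKVN-N, the 2 genes with the smallest p, UMOD and SLC22A12, are transcribed in kidney tubules, and both were lower in BKVN-P. UMOD, the thick limb's uromodulin (ENSG00000169344.14, on chromosome 16 from 20333051 to 20356301 of hg38), was at 10.9 ± 3.94 scaled TPM in BKVN-N (SD, n = 4 patients) and 1.70 ± 1.69 in BKVN-P (SD, n = 6 patients). This is a log2 fold change of -2.28 (standard error 0.41, adjusted p = 0.752 from limma). SLC22A12, the urate transporter URAT1 of the proximal tubule, was at 1.77 ± 0.277 and 0.160 ± 0.112 scaled TPM, a log2 fold change of -1.25 (standard error 0.21) with the same adjusted p. The next genes by p among those lower in BKVN-P were the homeobox gene HOXA9 (-1.55), the p53 target PHLDA3 (-1.43), BHMT, a methyltransferase of liver and kidney (-1.36), the parathyroid hormone receptor PTH1R (-1.35), METRN (-1.06), the claudin CLDN10 (-1.32), STON2 (-1.27) and MDGA1 (-1.17). Among those higher were SLC25A13, a mitochondrial aspartate and glutamate carrier (1.69), the phospholipase PLB1 (1.07), the lipid raft protein RFTN1 (1.29), CA11 (1.23), the acute phase protein SAA2 (1.53), RFX5, a transcription factor of HLA class II genes (1.12), the interferon-induced GTPase GBP1 (1.44) and RIPK2, the kinase downstream of NOD receptors (1.15). SAA2 shares reads with SAA1, GBP1 has close relatives, and the pseudogene NACA3P (1.29) resembles its parent gene, so these are uncertain; CLDN10 is listed at 0 in 2 urines and SLC22A12, HOXA9, MDGA1 and NACA3P in 1 each. SNORD97, a short RNA and the gene with the smallest p among those higher, is listed at 0 in 2 BKVN-N urines, so no fold change is given. All of these genes were on 1 side of the BKVN-N mean in all 6 BKVN-P patients. They were picked by their p in these same patients, which favors such agreement, so it is not further support. Limma called 0 of 16655 genes at an adjusted p under 0.05, and 582 had an unadjusted p under 0.05, 332 lower and 250 higher in BKVN-P, where 833 would be expected by chance. The unadjusted count was 860 without BKVN-P replicate 1, 386 without BKVN-P replicate 4 and 1201 without BKVN-P replicate 5. On simulated data of this design limma recovered 16% of genes changed by a log2 of 1 and 62% of those changed by 2, so differences of that size can go unseen. In that simulation genes varied independently and 50 were changed at each size up to a log2 of 4. This eases the adjusted threshold, so recovery in the real data may be lower.

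Of 15 proximal tubule markers 14 were lower in BKVN-P, 6 of them at an unadjusted p under 0.05. Adjusted over the list alone 3 fell, and 0 passed limma's threshold over all genes. Among them were SLC22A6, the organic anion transporter OAT1, with -1.21 (standard error 0.37) and LRP2, the endocytic receptor megalin, with -0.94 (standard error 0.31); SLC22A6 is listed at 0 in 6 urines. The proximal tubule list differed by -0.74 with a standard error of 0.28 (exact 2-sided permutation test, p = 0.0381, adjusted p = 0.364), and by -0.91 within batches (exact permutation, p = 0.0278). In the thick limb, distal tubule and collecting duct list 12 of 14 markers were lower, 6 at an unadjusted p under 0.05, and 1 fell adjusted over the list alone, UMOD, with 0 past the threshold over all genes. FXYD4 and AQP3 of the collecting duct had -1.90 (standard error 0.65) and -1.27 (standard error 0.49), with FXYD4 listed at 0 in 2 urines. This list differed by -0.84 with a standard error of 0.28 (exact permutation test, p = 0.0333, adjusted p = 0.364), and by -0.93 within batches (exact permutation, p = 0.0833). All 6 BKVN-P patients lay below the BKVN-N mean of both lists, and with a pseudocount of 0.1 the differences were -1.46 and -1.40. Both lists ran against the neutrophil markers across the 10 patients (r = -0.70 and -0.78, examined after the values were seen).

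**Figure D3:**
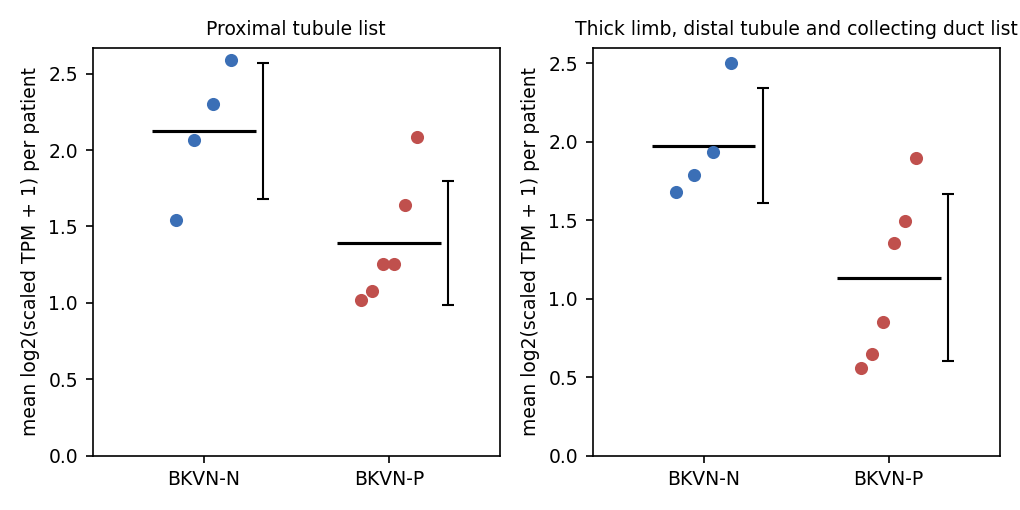
Mean log2(scaled TPM + 1) over the proximal tubule list (left) and the thick limb, distal tubule and collecting duct list (right), 1 point per patient, for 4 BKVN-N and 6 BKVN-P patients (horizontal axis), with the group mean as a line and 1 SD as a bar. The means are 2.12 and 1.39 on the left and 1.98 and 1.13 on the right.

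The largest list difference was in erythrocyte genes, -1.91 with a standard error of 1.27 (exact permutation test, p = 0.138, adjusted p = 0.427; -1.24 within batches, p = 0.389), with 7 of 8 lower and HBM, a globin listed at 0 in 7 urines, at an unadjusted p under 0.05. Without BKVN-N replicate 1 the erythrocyte list differed by -2.95, and without BKVN-N replicate 2 or 3, where fewer of its genes were kept, by -1.54 or -1.43. Of 14 urothelium markers 11 were lower in BKVN-P, with the uroplakins UPK2 and UPK3B at -1.33 (standard error 0.56) and -1.08 (standard error 0.46), and the list differed by -0.42 (exact permutation test, p = 0.243, adjusted p = 0.486; -0.38 within batches, p = 0.306). The squamous epithelium list, in which KRT4 had -1.19 (standard error 1.17; 0.34 without BKVN-N replicate 1), differed by -0.20 (exact permutation test, p = 0.857, adjusted p = 0.971; -0.47 within batches, p = 0.694), and by 0.93, 0.095 and 0.12 without BKVN-N replicate 1, BKVN-P replicate 3 and BKVN-P replicate 7. The 5 podocyte genes kept differed by 0.093 (exact permutation test, p = 0.786, adjusted p = 0.954; 0.057 within batches, p = 0.917), and by -0.077 and -0.020 without BKVN-P replicate 4 and BKVN-P replicate 7. Of 26 interferon-stimulated genes 24 were higher in BKVN-P, 2 at an unadjusted p under 0.05, with a list difference of 0.49 (exact permutation test, p = 0.352, adjusted p = 0.599; 0.46 within batches, p = 0.500). GBP4, another interferon-induced GTPase, had 0.85 (standard error 0.40). In these 5 lists 0 genes passed limma's threshold over all genes and 0 adjusted over the list alone, with 2 urothelium, 0 squamous, 0 podocyte and 1 erythrocyte genes lower at an unadjusted p under 0.05. Of the 34 lists 4 had an unadjusted exact permutation p under 0.05 and 0 an adjusted one, where camera called 20 with its preset correlation and 0 with an estimated correlation (smallest adjusted p = 0.288 with an estimated correlation), and fry called 0. The smallest p that the exact permutation can give is 0.00476. With 34 lists, 1 list alone could not pass after adjustment however far apart the groups lay, so its count of 0 decides little. From the contrast in enriched pathways between the BKVN subtypes (Figure 10), the paper concludes that different molecular programs underlie BKVN-P and BKVN-N. Those pathways come from genes called against NR in 1 subtype alone, so both the comparison and the measure differ from those here. The paper also compares the subtypes by fold changes and signatures relative to NR.

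**Figure D4:**
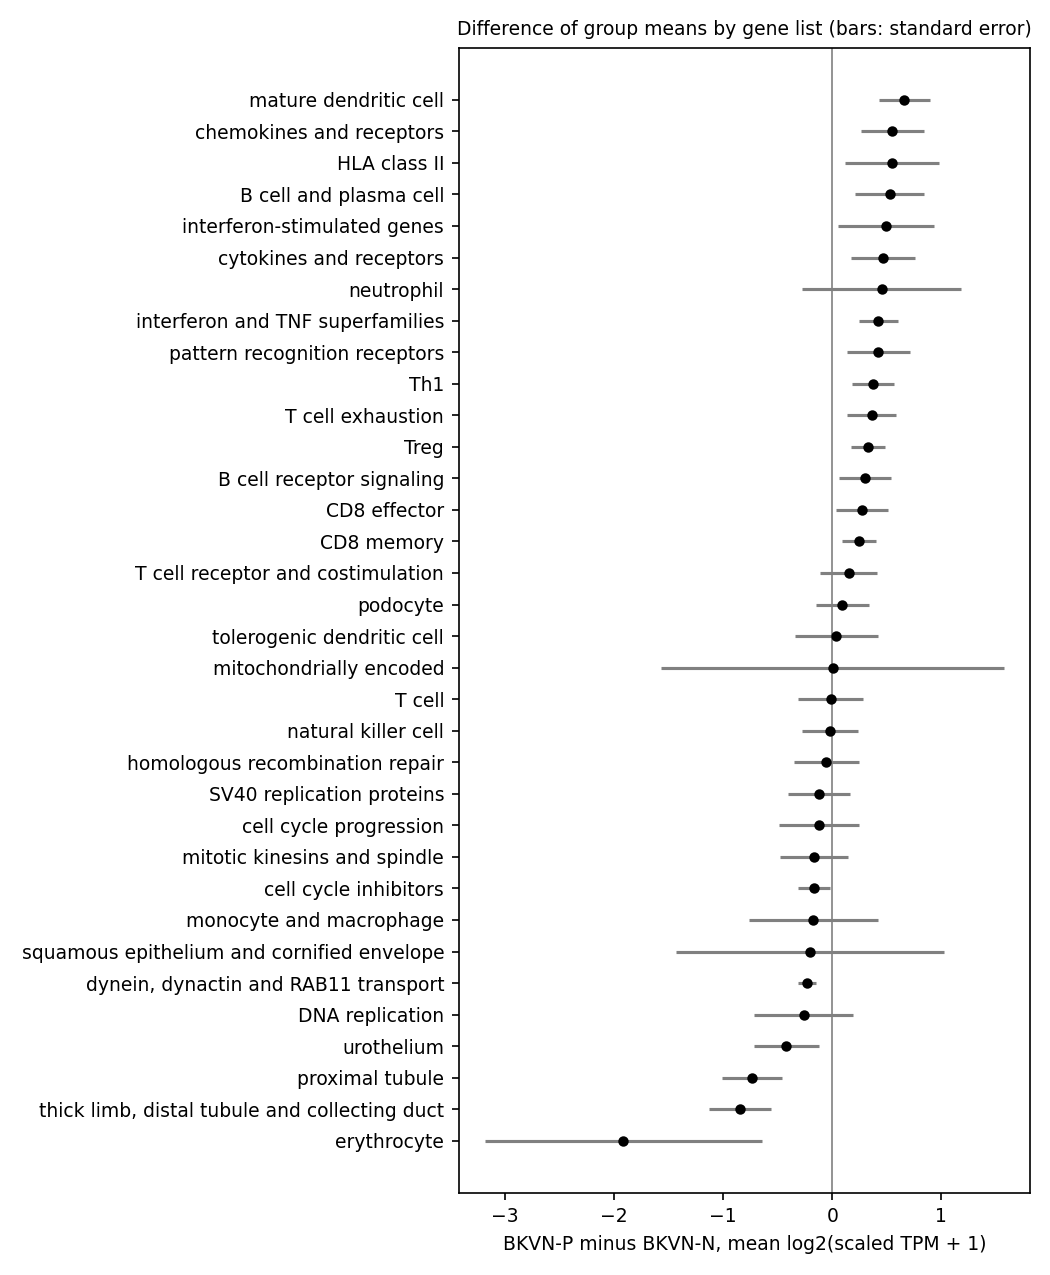
Difference BKVN-P minus BKVN-N of mean log2(scaled TPM + 1) for each of the 34 gene lists (vertical axis), with points for the difference between 6 and 4 patients and bars for its standard error. The erythrocyte list at -1.91, the thick limb, distal tubule and collecting duct list at -0.84 and the proximal tubule list at -0.74 lie lowest, and the mature dendritic cell list at 0.66 lies highest.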

### GSEA of KEGG and Reactome pathways uniquely enriched in BKVN-P and BKVN-N samples relative to TCMR transcriptomes.

Given that the histologic features of BKVN-P are largely indistinguishable from those of TCMR, we investigated whether GSEA of KEGG and Reactome pathways could provide insights discriminating BKVN-P from TCMR. To this end, we first identified 2,654 DEGs by comparing urinary cell transcriptomes of urines matched to TCMR biopsies with those matched to NR biopsies. We then compared these DEGs with the 2,327 DEGs identified by comparison of urinary cell transcriptomes of BKVN-P versus NR. A comparison of 2,654 DEGs from TCMR versus NR with the 2,327 DEGs from BKVN-P versus NR revealed 1,599 DEGs unique to TCMR, 1,272 DEGs unique to BKVN-P, and 1,055 shared DEGs (Figure 11, Venn diagram).

Figure 11A presents ridge plot distributions of enriched KEGG pathways based on the 1,599 DEGs unique to TCMR samples (Supplemental Table 27). Figure 11B displays enriched KEGG pathways based on the 1,272 DEGs unique to BKVN-P samples (Supplemental Table 28). Figure 11C compares enriched KEGG pathways of TCMR with those of BKVN-P. Figure 12A presents enriched Reactome pathways based on the 1,599 DEGs unique to TCMR (Supplemental Table 29). Figure 12B presents enriched Reactome pathways based on the 1,272 DEGs unique to BKVN-P (Supplemental Table 30). Figure 12C compares enriched Reactome pathways of TCMR with those of BKVN-P.

Altogether, TCMR samples showed robust enrichment of TCR signaling, CD28 costimulation, innate immune response, GTPase-mediated signaling cascade, integrin-mediated interactions, immune cell infiltration, and extracellular matrix remodeling. Negatively enriched pathways suggested downregulation of homeostatic transport and epithelial barrier maintenance. BKVN-P samples revealed strong innate immune responses, chemokine-driven immune cell recruitment, IFN and cytokine signaling characteristic of viral infections, and suppression of epithelial and metabolic homeostasis — likely reflecting inflammation and virus-induced tissue damage.

We also compared the 2,654 DEGs identified by comparison of TCMR versus NR with the 1,497 DEGs identified by comparison of BKVN-N versus NR samples. This revealed 568 shared DEGs (Supplemental Table 31), 2,086 DEGs unique to TCMR (Supplemental Table 32), and 929 DEGs unique to BKVN-N (Figure 13, Venn diagram; and Supplemental Table 33).

Figure 13A presents ridge plot distributions of enriched KEGG pathways based on the 2,086 DEGs unique to TCMR (Supplemental Table 34). Figure 13B displays enriched KEGG pathways based on the DEGs unique to BKVN-N (Supplemental Table 35). Figure 13C compares the enriched KEGG pathways. Figure 14A presents enriched Reactome pathways based on the DEGs unique to TCMR (Supplemental Table 36). Figure 14B presents enriched Reactome pathways based on the DEGs unique to BKVN-N (Supplemental Table 37). Figure 14C compares the enriched Reactome pathways.

The positively enriched pathways in TCMR samples reflected strong T cell activation and proliferation, cytokine signaling (including IFN signaling), innate immune cell recruitment, and inflammation. Negatively enriched pathways indicated suppression of tissue-specific metabolic and structural functions.

The positively enriched pathways in BKVN-N samples were consistent with viral hijacking of host replication machinery, activation of DNA damage response and repair, replication stress, suppression of epithelial cell differentiation and signaling, loss of epithelial barrier integrity, and altered lipid and hormone signaling.

The comparative analysis showed that CD28 costimulation was dominant in TCMR and virtually absent in BKVN-N. Conversely, BKVN-N samples showed stronger enrichment of viral protein interaction pathways, virus-driven host cell proliferation, replication stress, and checkpoint activation and suppression of epithelial differentiation and signaling pathways.

### Noninvasive biomarker for discriminating BKVN from TCMR.

Urinary cell transcriptome analyses identified that several chemokine mRNAs were markedly overexpressed in BKVN samples compared with both NR and TCMR samples (Supplemental Table 9A). Conversely, expression profiles of mRNA for T cell signaling proteins, overexpressed in TCMR, were not overexpressed in either BKVN-N or BKVN-P (Supplemental Table 10C). The contrasting patterns — T cell dominance in TCMR and chemokine enrichment in BKVN — led us to investigate whether a ratio of a chemokine such as CXCL10 mRNA to T cell CD3E mRNA could distinguish BKVN from TCMR.

### Urinary cell CXCL10 mRNA abundance is diagnostic of TCMR, and the CXCL10 mRNA/CD3E mRNA ratio differentiates BKVN from TCMR.

We quantified CXCL10 mRNA and CD3E mRNA levels in urines matched to kidney allograft biopsies, calculated the ratio of CXCL10 mRNA to CD3E mRNA, and assessed the ability of these measures to distinguish diagnostic categories. Specifically, we assessed their performance as biomarkers of TCMR and their utility in differentiating TCMR from BKVN.

### Discovery cohort (58 urine samples matched to 57 biopsies), RNA-seq quantification.

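CXCL10, an interferon-induced chemokine that draws activated T cells (ENSG00000169245.5, on chromosome 4 from 76021118 to 76023497 of hg38), was detected in every BKVN urine. Its median TPM was 22.0 [IQR 13.8] in the 4 BKVN-N urines, which ranged from 1.93 to 45.8, and 34.5 [IQR 59.6] in the 7 BKVN-P urines, which ranged from 16.3 to 218. Every BKVN-P urine was above the lowest BKVN-N urine, but the ranges overlapped. TPM here is the deposited FPKM over its sum in the urine, without further scaling, and that sum lacks the mitochondrial genes that have no value or a 0 in BKVN-N urines 2 and 4. In BKVN-N urine 2 it also holds 57.8% 5.8S rRNA, which by itself lowers the TPM of the other genes there, but a mitochondrial share of only 3.34%. The scale factor of that urine, 1.47, is above those of the other BKVN-N urines (0.643 to 1.08). The median gene of the scale factor therefore stands higher in TPM there, not lower, than in those urines. Between patients the mean log2(TPM + 0.01) of CXCL10 was 1.59 higher in BKVN-P, a difference that did not pass (exact 2-sided permutation test over 210 splits, p = 0.190, adjusted p = 0.381 over 4 measures). Within batches the difference was 1.43 (exact permutation, p = 0.306). Without BKVN-N replicate 3 the CXCL10 TPM difference was 0.62.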

The median [IQR] of CXCL10 transcripts per million (TPM) was 0.8 [2] in the 26 NR biopsy-matched urines, 8.8 [30] in 21 TCMR biopsy-matched urines, 50.0 [85] in 4 BKVN-N biopsy-matched urines, and 42.0 [69] in 7 BKVN-P urines matched to 6 BKVN-P biopsies (Kruskal-Wallis [KW] test, χ^2^ = 26.3, df = 3, *P* < 0.0001) (post hoc Dunn’s test *P*: NR vs. TCMR, *P* = 0.0069; NR vs. BKVN-N, *P* = 0.009; NR vs. BKVN-P, *P* < 0.0001; TCMR vs. BKVN-N, *P* = 0.5993; TCMR vs. BKVN-P, *P* = 0.0737; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15A).

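CD3E, a chain of the CD3 complex that all T cells carry (ENSG00000198851.8, on chromosome 11 from 118304730 to 118316175 of hg38), was low in all BKVN urines. Its median was 2.36 TPM [IQR 1.79] in the 4 BKVN-N urines, with a range of 0.472 to 3.13, and 1.85 TPM [IQR 1.07] in the 7 BKVN-P urines, with a range of 0.911 to 4.96. The mean log2 value of CD3E TPM was 0.34 higher in BKVN-P although its median was lower, because 1 BKVN-N urine was far below the others, and without BKVN-N replicate 3 the difference was -0.25. The difference in the full set did not pass (exact permutation test, p = 0.614, adjusted p = 0.614). Inside batches CD3E differed by 0.041 (exact permutation, p = 0.972).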

CD3E TPM was 0.48 [1.75] in NR urines, 2.85 [7.92] in TCMR urines, 1.94 [3.17] in BKVN-N urines, and 3.53 [2.36] in BKVN-P urines (KW test, χ^2^ = 16.2, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 0.0006; NR vs. BKVN-N, *P* = 0.5591; NR vs. BKVN-P, *P* = 0.0318; TCMR vs. BKVN-N, *P* = 1; TCMR vs. BKVN-P, *P* = 1; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15B).

CXCL10 TPM/CD3E TPM ratio was 1.0 [2.71] in NR urines, 0.93 [2.77] in TCMR urines, 13.78 [9.50] in BKVN-N urines, and 14.30 [22.29] in BKVN-P urines (KW test, χ^2^ = 13.57, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 1; NR vs. BKVN-N, *P* = 0.094; NR vs. BKVN-P, *P* = 0.0093; TCMR vs. BKVN-N, *P* = 0.0918; TCMR vs. BKVN-P, *P* = 0.0098; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15C).

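The ratio of CXCL10 to CD3E TPM sets the interferon-induced chemokine against the amount of T cell transcript. It had a median of 10.1 [IQR 6.24] in the 4 BKVN-N urines and of 18.3 [IQR 28.1] in the 7 BKVN-P urines. The lowest BKVN-N ratio was 4.09 and the highest 14.6, and the BKVN-P ratios ran from 5.95 to 126. As the same urine total enters both TPM values, the ratio does not depend on how TPM was scaled. The mean log2 ratio was 1.24 higher in BKVN-P (exact 2-sided permutation test, p = 0.110, adjusted p = 0.381), and 1.39 higher within batches (exact permutation, p = 0.194). Neither CXCL10, CD3E nor their ratio passed the test between the BKVN groups.

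**Figure D5:**
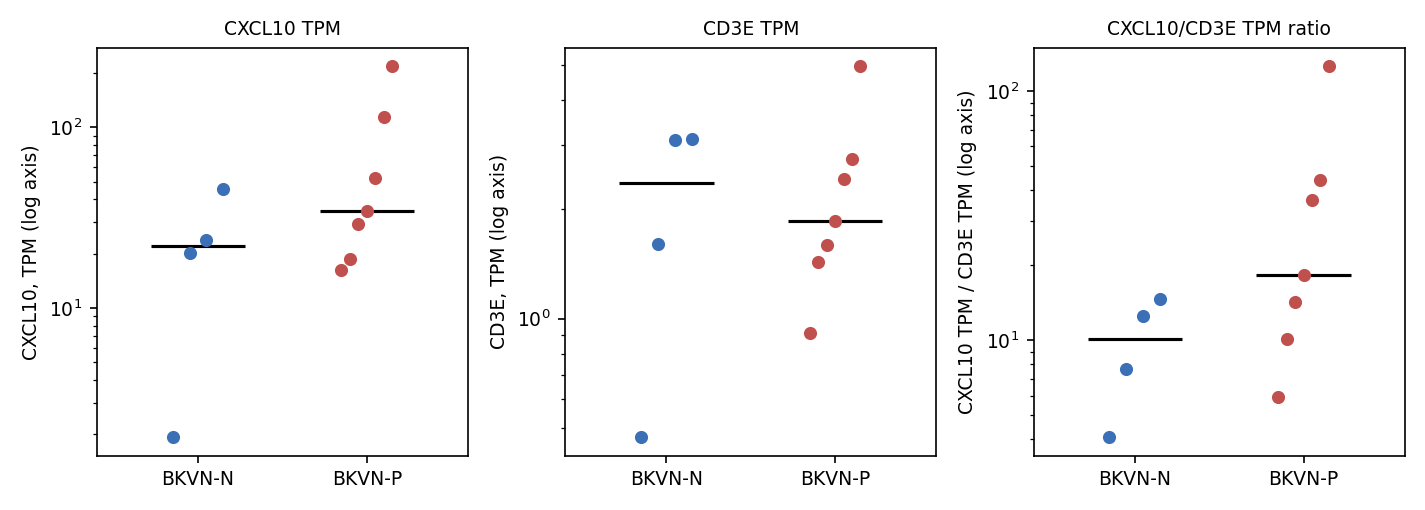
CXCL10 TPM (left), CD3E TPM (middle) and their ratio (right) on log axes, 1 point per urine, for 4 BKVN-N and 7 BKVN-P urines (horizontal axes), with the median as a line. The medians are 22.0 and 34.5 TPM for CXCL10, 2.36 and 1.85 TPM for CD3E, and 10.1 and 18.3 for the ratio, and the groups overlap in all panels.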

### Discovery cohort (58 urine samples matched to 57 biopsies), customized RT-qPCR quantification.

We used an orthogonal quantitative reverse transcription PCR (RT-qPCR) assay to measure absolute copy numbers of CXCL10 mRNA and CD3E mRNA in biopsy-matched urine samples. In the RNA-seq cohort (discovery set), the median [IQR] CXCL10 mRNA copy number was 170 [636] per microgram of total RNA in 26 NR urines, 2,830 [27,236] in 21 TCMR urines, 13,650 [13,793] in 4 BKVN-N urines, and 32,500 [52,350] in 7 BKVN-P urines matched to 6 BKVN-P biopsies (KW test, χ^2^ = 22.2, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 0.0102; NR vs. BKVN-N, *P* = 0.0452; NR vs. BKVN-P, *P* = 0.0001; TCMR vs. BKVN-N, *P* = 1; TCMR vs. BKVN-P, *P* = 0.1109; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15D).

CD3E mRNA copy number was 512 [4,968] in NR urines, 8,450 [50,910] in TCMR urines, 4,655 [3,884] in BKVN-N urines, and 13,600 [21,620] in BKVN-P urines (KW test, χ^2^ = 15.3, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 0.0017; NR vs. BKVN-N, *P* = 1; NR vs. BKVN-P, *P* = 0.0128; TCMR vs. BKVN-N, *P* = 0.982; TCMR vs. BKVN-P, *P* = 1; and BKVN-N vs. BKVN-P, *P* = 0.7169) (Figure 15E).

The CXCL10 mRNA copies/CD3E mRNA copies ratio was 0.24 [0.87] in NR urines, 0.18 [0.42] in TCMR urines, 3.79 [2.35] in BKVN-N urines, and 1.88 [8.31] in BKVN-P urines (KW test, χ^2^ = 18.49, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 1; NR vs. BKVN-N, *P* = 0.0224; NR vs. BKVN-P, *P* = 0.0081; TCMR vs. BKVN-N, *P* = 0.0086; TCMR vs. BKVN-P, *P* = 0.0023; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15F).

### External validation cohort (230 urine samples matched to 230 biopsies), customized RT-qPCR quantification.

Demographics, biopsy findings, and total RNA characteristics of the external validation cohort are summarized in Supplemental Table 38, A–C, respectively.

In the external validation set, the median [IQR] CXCL10 mRNA copy number per microgram of total RNA was 274 [950] in 145 NR urines, 1,734 [5,492] in 46 TCMR urines, 8,785 [17,768] in 10 BKVN-N urines, and 6,097 [14,961] in 29 BKVN-P urines (KW test, χ^2^ = 62.8, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 0.0013; NR vs. BKVN-N, *P* = 0.0001; NR vs. BKVN-P, *P* < 0.0001; TCMR vs. BKVN-N, *P* = 0.0849; TCMR vs. BKVN-P, *P* = 0.002; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15G).

CD3E mRNA copy number was 1,594 [5,292] in NR urines, 5,772 [17,514] in TCMR urines, 2,301 [4,202] in BKVN-N urines, and 5,927 [14,936] in BKVN-P urines (KW test, χ^2^ = 19.9, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* = 0.0015; NR vs. BKVN-N, *P* = 1; NR vs. BKVN-P, *P* = 0.0019; TCMR vs. BKVN-N, *P* = 1; TCMR vs. BKVN-P, *P* = 1; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15H).

The CXCL10 mRNA to CD3E mRNA ratio was 0.22 [0.69] in NR urines, 0.23 [0.59] in TCMR urines, 3.49 [3.67] in BKVN-N urines, and 1.79 [2.14] in BKVN-P urines (KW test, χ^2^ = 48.33, df = 3, *P* < 0.0001) (Dunn’s test *P*: NR vs. TCMR, *P* > 0.9999; NR vs. BKVN-N, *P* < 0.0001; NR vs. BKVN-P, *P* < 0.0001; TCMR vs. BKVN-N, *P* < 0.0001; TCMR vs. BKVN-P, *P* < 0.0001; and BKVN-N vs. BKVN-P, *P* = 1) (Figure 15I).

Altogether, our data demonstrate that the expression levels of CXCL10 mRNA (and CD3E mRNA) discriminate TCMR from NR, consistent with earlier reports that CXCL10 mRNA or protein discriminates NR from TCMR (53–55). The current study identified that the ratio of CXCL10 mRNA to CD3E mRNA discriminates accurately BKVN-N from TCMR, BKVN-P from TCMR, and BKVN from TCMR.

### Receiver operating characteristic curves for discriminating BKVN from TCMR.

We performed receiver operating characteristic (ROC) curve analyses across the discovery set, the external validation set, and the combined data set to evaluate the diagnostic performance of the ratio of CXCL10 mRNA to CD3E mRNA for discriminating BKVN-N from TCMR, BKVN-P from TCMR, and BKVN from TCMR.

Figure 16 illustrates ROC curves for BKVN-N versus TCMR, BKVN-P versus TCMR, and BKVN versus TCMR within each data set. In the discovery set, discrimination between BKVN-N and TCMR achieved an area under the ROC curve (AUROC) of 0.93 (95% confidence interval [CI], 0.83–1, *P* = 0.002; Figure 16A), while BKVN-P versus TCMR yielded an AUROC of 0.9 (95% CI, 0.79–1, *P* = 0.0004; Figure 16B) and all BKVN cases versus TCMR an AUROC of 0.91 (95% CI, 0.82–1, *P* = 1.96 × 10^–5^; Figure 16C).

In the external validation set, AUROC values were 0.92 (95% CI, 0.85–1, *P* = 1.42 × 10^–6^) for BKVN-N versus TCMR (Figure 16D), 0.82 (95% CI, 0.71–0.92, *P* = 7.8 × 10^–7^) for BKVN-P versus TCMR (Figure 16E), and 0.84 (95% CI, 0.76–0.93, *P* = 4.05 × 10^–9^) for all BKVN cases versus TCMR (Figure 16F).

In the combined set, the AUROC values remained robust: 0.93 (95% CI, 0.88–0.99, *P* = 2.3 × 10^–7^) for BKVN-N versus TCMR (Figure 16G), 0.83 (95% CI, 0.74–0.92, *P* = 2.03 × 10^–8^) for BKVN-P versus TCMR (Figure 16H), and 0.85 (95% CI, 0.78–0.92, *P* = 1.52 × 10^–10^) for all cases of BKVN versus TCMR (Figure 16I). The optimal cut point, which maximized the combined sensitivity and specificity, was 0.67. At this threshold, the CXCL10 mRNA/CD3E mRNA ratio distinguished BKVN from TCMR with a sensitivity of 85% and a specificity of 76%.

Collectively, our findings support the utility of the ratio of CXCL10 mRNA to CD3E mRNA as a noninvasive biomarker capable of distinguishing BKVN-N (without intragraft inflammation) and BKVN-P (with intragraft inflammation) from TCMR, which is characterized by prominent intragraft inflammation.

### Transcriptomic signature discriminating TCMR from BKVN.

To define a transcriptome-wide signature that distinguishes TCMR from BKVN, 21 urinary cell transcriptomes matched to 21 TCMR biopsies were compared with 11 urinary cell transcriptomes matched to 10 BKVN biopsies (4 BKVN-N urine samples matched to 4 BKVN-N biopsies and 7 urine samples matched 6 BKVN-P biopsies). Figure 17A shows a volcano plot summarizing DEGs. This analysis identified 104 DEGs, with 91 overexpressed (adjusted *P* < 0.05) and 13 underexpressed (adjusted *P* < 0.05) (Supplemental Table 39).

Elastic net regression was then used for robust feature selection. The cv.glmnet function (https://cran.r-project.org/web/packages/glmnet/index.html) identified the optimal λ by cross-validation, selecting the model with the minimum error of λ at α = 0.8. Figure 17B displays the glmnet cross-validation plot, which shows mean-squared and misclassification error across λ values; vertical lines indicate the optimal penalties (minimum error and more parsimonious 1-SE solution).

Shrinkage of the 104 DEGs identified an 18-gene panel that perfectly discriminated TCMR from BKVN with an accuracy of 100% (95% CI, 0.89–1.0) and an AUROC of 1.0. A bootstrap evaluation of the 18-gene model with 1,000 iterations confirmed the high performance, yielding an accuracy of 0.987 (95% CI, 0.984–0.989) and an AUROC of 0.999.

Figure 17C shows the elastic net coefficient plot, which depicts the estimated coefficients for each of the 18 gene predictors, illustrating their direction and relative contribution to the model that separates TCMR from BKVN (AUROC = 1.0). Supplemental Table 40 lists the 18 predictor genes and their elastic net coefficients, random forest validation, and TCMR versus BKVN fold changes for the 18 predictors, and the adjusted *P* values for the fold changes.

To evaluate model robustness, a bootstrapped random forest was fitted using the selected genes. Using *N* = 1,000 bootstrap samples and the caret package train function with the optimal mtry = 2 (https://cran.r-project.org/web/packages/caret/index.html), this model achieved similarly high performance, with an accuracy of 0.973 (95% CI, 0.970–0.975) and an AUROC of 0.995 (Figure 17D).

## Discussion

This study employed transcriptomic profiling of urinary cells from kidney allograft recipients representing three key diagnostic groups: BKVN, TCMR, and NR. Ensemble RNA-seq and curated pathway analyses delineated distinct programs in BKVN with intragraft inflammation (BKVN-P) and BKVN without intragraft inflammation (BKVN-N) and contrasted to TCMR.

BK polyoma virus exploits host DNA replication, repair, and cell cycle machinery to propagate (29). Our transcriptomic data identified in vivo upregulation of genes essential for BKVN replication (27, 56). Concomitant downregulation of cell cycle inhibitors indicated impaired host regulation. Mitochondrial transcript upregulation and viral agnoprotein disruption of mitochondrial energy gradient were notable (57). BKVN samples displayed microtubule activation and cytoskeletal remodeling; genes for intracellular transport and vesicular trafficking were underexpressed in both BKVN subtypes.

Antigen presentation and innate immune pathways marked BKVN versus TCMR. Both BKVN-N and BKVN-P showed robust pattern recognition receptor and HLA class II activation, with BKVN-P more expansive. These immune differences manifested at the chemokine/cytokine level, with BKVN-P upregulating proinflammatory mediators while downregulating certain homeostatic chemokines, indicating loss of tissue repair programs.

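HLA class II genes, which present peptides to CD4 T cells, were higher in BKVN-P than in BKVN-N in 11 of 12 cases, and all 6 BKVN-P patients lay above the BKVN-N mean of the list. HLA-DQA1 (ENSG00000196735.10, on chromosome 6 from 32628179 to 32647062 of hg38) was at 28.2 ± 21.4 scaled TPM in BKVN-N (SD, n = 4 patients) and 53.2 ± 22.3 in BKVN-P (SD, n = 6 patients), a log2 fold change of 1.04 (standard error 0.51). HLA-DQB1 had 1.02 (standard error 0.54) and HLA-DRB1 0.89 (standard error 0.51), each with an adjusted p of 0.994 from limma. These genes are highly variable and have close copies, so reads can be lost or shared and their levels are uncertain. No member passed limma's threshold over all genes, 0 did adjusted over the list alone, and 0 had an unadjusted p under 0.05. The list difference was 0.55 with a standard error of 0.43 (exact permutation test, p = 0.176, adjusted p = 0.461), and 0.51 within batches (exact permutation, p = 0.333). For the HLA class II list it was 0.25 without BKVN-N replicate 3 and 0.83 without BKVN-N replicate 2.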

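Chemokines and their receptors had the higher mean in BKVN-P in most cases, with CXCL2 and CCL4 the members with the smallest p, while the epithelial neutrophil attractant CXCL5 was lower. No difference passed after adjustment. CXCL2, another attractant of neutrophils (ENSG00000081041.8, on chromosome 4 from 74097040 to 74099196 of hg38), was at 18.8 ± 16.1 scaled TPM in BKVN-N (SD, n = 4 patients) and 97.4 ± 99.9 in BKVN-P (SD, n = 6 patients), a log2 fold change of 1.93 (standard error 0.70). CCL4, a product of activated leukocytes, had 2.53 (standard error 0.91), and both genes may share reads with near-identical relatives. CXCL5 had -1.75 (standard error 0.70), listed at 0 in 1 urine, with all 6 BKVN-P patients below the BKVN-N mean. The adjusted p of each was 0.994 from limma. Of 40 chemokine and receptor genes 34 were higher and 6 lower in BKVN-P, 5 and 1 of them at an unadjusted p under 0.05, and 0 passed limma's threshold over all genes or adjusted over the list alone. The patient mean of the list was 2.72 ± 0.51 in BKVN-N and 3.27 ± 0.32 in BKVN-P (log2, SD), and all 6 BKVN-P patients exceeded the BKVN-N mean. That difference of 0.55 (exact permutation test, p = 0.0667, adjusted p = 0.416) was 0.63 within batches (exact permutation, p = 0.111). Neutrophil markers had the same direction, 14 of 15 higher, among them the water channel AQP9 with 1.27 (standard error 0.79) and FCGR3B, a near-copy of FCGR3A, with 0.86 (standard error 0.76). Of these markers 0 were at an unadjusted p under 0.05 and 0 passed limma's threshold over all genes or adjusted over the list alone. The neutrophil list differed by 0.45 (exact permutation test, p = 0.562, adjusted p = 0.894; 0.86 within batches, p = 0.278). Without BKVN-N replicate 4 the neutrophil list differed by 0.0042. Across the 10 patients the neutrophil list also ran with the B cell receptor signaling (0.85), interferon and TNF superfamilies (0.72) and chemokine (0.69) lists, and against the mitotic kinesins and spindle (-0.81), SV40 replication proteins (-0.76) and cell cycle progression (-0.73) lists (Pearson r, examined after the values were seen). The negative r came mainly from BKVN-P. In the same order they were -0.94, -0.89 and -0.95 in BKVN-P and -0.31, -0.39 and -0.014 in BKVN-N. With the neutrophil mean regressed out, the chemokine list differed by 0.42 (exact permutation, p = 0.0381) and the interferon and TNF list by 0.32 (exact permutation, p = 0.0429). The B cell receptor signaling list then differed by 0.16 (exact permutation, p = 0.314). These p-values are not adjusted over the lists.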

BKVN urinary cell transcriptomes highlighted T cell exhaustion signatures but not anergy (58, 59). T cell exhaustion was consistent across BKVN subtypes, unlike TCMR’s activation-centric signature. 

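Of 16 exhaustion genes expressed in the urinary cells, 14 had the higher mean in BKVN-P, with TNFRSF9 and PDCD1 the members with the smallest p. NR4A3, a transcription factor induced by prolonged receptor stimulation (ENSG00000119508.16, on chromosome 9 from 99821855 to 99866891 of hg38), was at 2.91 ± 1.48 scaled TPM in BKVN-N (SD, n = 4 patients) and 9.97 ± 10.9 in BKVN-P (SD, n = 6 patients). The log2 fold change was 0.87 (standard error 0.66, adjusted p = 0.994 from limma). NR4A3 is an early response gene in many cell types. PDCD1 and TNFRSF9 were the 2 members at an unadjusted p under 0.05, and by limma 0 passed over all genes and 0 adjusted over the list alone. Patient means of the list were 1.92 ± 0.41 in BKVN-N and 2.28 ± 0.24 in BKVN-P (log2, SD), with 5 of 6 BKVN-P patients above the BKVN-N mean. The difference of 0.36 was not past the threshold (exact permutation test, p = 0.1, adjusted p = 0.425), nor was 0.31 within batches (exact permutation, p = 0.278). The T cell exhaustion list differed by 0.19 without BKVN-N replicate 3.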

Cytolytic CD4^+^ T cell activation and immunosuppressive mediators like IL4I1, regulating immunopathology and viral persistence, were elevated in BKVN-P, while subset analysis showed antiviral Th1 response in BKVN-N and T regulatory/cytotoxic activity in BKVN-P.

B cell activation programs were found in BKVN-P, and anergy/exhaustion profiles in BKVN-N, shaping immune dynamics. Both mature and tolerogenic cell signatures were increased in BKVN, especially BKVN-P, indicating simultaneous immune activation and tolerance.

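Of the B cell receptor genes, CD22 and CD79A had the smallest p, and both had the higher mean in BKVN-P. CD22, an inhibitory coreceptor of B cells (ENSG00000012124.13, on chromosome 19 from 35319261 to 35347361 of hg38), was at 3.28 ± 1.48 scaled TPM in BKVN-N (SD, n = 4 patients) and 16.0 ± 12.0 in BKVN-P (SD, n = 6 patients), a log2 fold change of 1.68 (standard error 0.60). CD79A, a signaling chain of the B cell receptor, was at 1.07 ± 1.09 and 5.42 ± 3.20 scaled TPM, a log2 fold change of 1.38 (standard error 0.52), and the NF-kB subunit gene NFKB1 had 1.09 (standard error 0.52). Each was above the BKVN-N mean in 5 of 6 BKVN-P patients and had an adjusted p of 0.994 from limma. In the B cell receptor list 23 of 33 genes were higher, 2 at an unadjusted p under 0.05, and limma called 0 over all genes and 0 adjusted over the list alone. Many of its members, such as SYK and LYN, are also used by myeloid cells. Others, among them CD79A and NFKB1, are named by the paper as higher in BKVN-P than in NR, from these same urines. Their direction and the list test below are therefore not independent support. The list differed by 0.30 (exact permutation test, p = 0.310, adjusted p = 0.554) and by 0.37 within batches (exact permutation, p = 0.333). Markers of B cells and plasma cells were higher in 11 of 13 cases, 1 at an unadjusted p under 0.05, with 0 past limma's threshold over all genes or adjusted over the list alone. IGHM, the constant region of IgM, had 1.54 (standard error 0.78) and FCRL5 0.69 (standard error 0.36), and this marker list differed by 0.53 (exact permutation test, p = 0.129, adjusted p = 0.427; 0.44 within batches, p = 0.306).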

Integrative pathway analysis distinguished BKVN from TCMR at the molecular level. TCMR transcriptomes were marked by TCR and CD28 proinflammatory signaling, whereas BKVN-P featured innate and viral response modules and epithelial dysfunction.

Urinary transcriptomes enabled noninvasive discrimination of BKVN subtypes from TCMR. Our discovery of a ratiometric transcript-based classifier — the CXCL10 mRNA/CD3E mRNA ratio — represents a distinct advance over existing approaches for differentiating BKVN from TCMR. By pairing a chemokine signal disproportionately amplified in BKVN with a T cell–lineage signal enriched in TCMR, this strategy mitigates confounding from global inflammation and intersample variability, thus enhancing analytical stability and clinical interpretability across platforms. The ratios’ replication by RNA-seq and customized RT-qPCR in the same sample, together with external validation in an independent, biopsy-matched urine cohort, underscores technical robustness and translational readiness. Importantly, its ability to distinguish both BKVN without intragraft inflammation (BKVN-N) and BKVN with inflammation (BKVN-P) from TCMR, while not separating BKVN subtypes, indicates specificity for etiologic discrimination rather than histologic gradation — an attribute desirable for guiding therapy. These features position the CXCL10 mRNA/CD3E mRNA ratio to reduce misclassification-driven management errors, such as unwanted intensification of immunosuppression in BKVN, and to serve as a noninvasive adjunct or, in select instances, an alternative to biopsy for real-time decision-making in kidney transplant care.

In the current investigation, we confirm and extend prior observations that CXCL10 abundance discriminates NR from TCMR (54, 55). A plausible mechanistic basis for the pronounced increase in CXCL10 mRNA (and other chemokines) is activation of innate immune pathways triggered by BK viral DNA.

Urinary cell transcriptomics sharply discriminated TCMR from BKVN, and yielded a concise, mechanistically plausible gene signature, capturing the molecular divergence between alloimmune and BK virus–driven injury. Discovery analysis identified 104 DEGs between TCMR and BKVN, from which an 18-gene elastic net panel achieved perfect separation of the 2 diagnoses (AUROC = 1.0) with internal cross-validation support. A bootstrapped random forest using these genes showed similarly high accuracy (AUROC = 0.995), indicating that the signal is not model specific. Collectively, these data support a robust, low-dimensional urinary transcriptomic signature that may enable noninvasive discrimination of TCMR from BKVN, and merits refinement and validation in larger prospective cohorts.

Potential limitations include single-center design, batch effects, and modest sample size. Notably, no sequencing batch was unique to any diagnostic group (Supplemental Table 41), with multidimensional scaling plots and *K*-function analysis confirming minimal batch confounding (Supplemental Figures 2 and 3). BKVN-N samples exceeded RNA-seq replication standards (60), with mean Pearson’s correlations of 0.9257 (Supplemental Table 42) confirming technical and biological reproducibility and surpassing the ENCODE benchmark (61) of 0.90 for biological replicability. Our cross-sectional design precluded temporal insights. Prospective, multicenter studies are required for further refinement and clinical translation.

In sum, our in-depth transcriptomic analyses reveal profound and divergent reprogramming of host and immune pathways in urinary cells of kidney allograft recipients with BKVN, offering mechanistic insights into viral pathogenesis, immune dysregulation, and potential diagnostic signatures to differentiate BKVN from allograft rejection. These findings set the stage for new molecular approaches to noninvasive diagnosis, risk stratification, and tailored therapy in the care of kidney transplant recipients.

## Methods

Additional details are provided in Supplemental Methods and Results.

### Sex as a biological variable.

We studied 53 kidney transplant recipients (RNA-seq cohort) — 30 females and 23 males, given transplants and followed at our center, New York-Presbyterian/Weill Cornell Medicine. We also studied 238 kidney transplant recipients (external validation cohort) — 74 females and 152 males, given transplants and followed at our center.

### Urine collection, RNA isolation, and sequencing.

About 50 mL of urine per patient was collected and processed, as previously described (18). Urinary cell RNA was rRNA-depleted (13); libraries were pooled and sequenced (Illumina HiSeq4000, paired-end 100-cycle reads).

Supplemental Table 1, A–C, is a summary of the RNA-seq cohort, and Supplemental Table 38, A–C, is a summary of the external validation cohort.

### Timing of urine collection relative to kidney allograft biopsy.

Supplemental Table 43, A and B, summarizes the timing of collection for the 58 urines matched to 57 biopsies in the RNA-seq cohort, and for 230 urine-biopsy pairs in the external validation cohort, respectively.

### Timing of plasma collection relative to kidney allograft biopsy.

Supplemental Table 44, A and B, provides timing of plasma collection relative to the timing of biopsy in the RNA-seq cohort and the external validation cohort, respectively.

### Kidney allograft biopsies.

Biopsies were evaluated by a senior renal pathologist using the Banff 2019 update (62) of the Banff 1997 classification of allograft pathology (63).

### Differential gene expression analysis.

Reads were aligned to GRCh38/hg38 using the STAR aligner (v2.4.2) (64) and quantified via CuffLinks (v2.2.1) (65) and HTSeq (66); Fragments per kilobase of transcript per million mapped reads (FPKM) values were converted to transcripts per million (TPM). Limma-voom in R (23, 67) was used for differential expression analysis. DEGs were annotated via clusterProfiler (68), KEGG 2016 (69), Enrichr (70), and Reactome (71), with FDR < 0.05 for significance.

GSEA (72) and pathway analysis (R package clusterProfiler, version 4.14.6) (73) compared gene expression profiles across diagnostic categories and to identify enriched biological functions. In addition to identifying functions of DEGs, using *t*-statistics and pre-ranked GSEA, enrichment score indicated maximum deviation from zero for enrichment (72).

### Batch effect and biological reproducibility.

Samples were processed in 3 batches; no batch was associated with any diagnostic category (Supplemental Table 41). Replicability was assessed with Pearson’s correlations (Supplemental Table 42).

### Customized RT-qPCR assays.

Total RNA was reverse-transcribed to cDNA (TaqMan, Applied Biosystems). Primers/probes were designed using Primer Express software (Thermo Fisher Scientific) for target mRNAs and 18S rRNA (18). BK polyomavirus VP1 mRNA was quantified as previously described (43). A 2-step RT-qPCR assay measured CXCL10 mRNA and CD3E mRNA, with quantification on QuantStudio 6 Flex (Thermo Fisher Scientific) (17).

### Statistics.

The limma package in R (http://bioconductor.org/packages/release/bioc/html/limma.html), applied to voom counts, was used for differential expression. FDR was controlled for by Benjamini-Hochberg adjustment. Kolmogorov-Smirnov test compared CDFs across groups and gene sets. Gene-set-level changes were analyzed using ROAST (45) and CAMERA (46) in limma R. ROC curve analysis evaluated diagnostic performance of ratio of CXCL10 mRNA to CD3E mRNA. Pairwise comparisons were performed using the Mann–Whitney U test. Multiple-group comparisons were evaluated using Kruskal-Wallis test and Dunn’s test for post hoc analysis. *P* < 0.05 was considered significant.

### Study approval.

Recipients gave written informed consent prior to inclusion. The IRB at Weill Cornell Medicine approved the study. Our clinical and research activities aligned with the Declaration of Istanbul (74) and the World Medical Association Declaration of Helsinki (75).

### Data availability.

We have deposited the urinary cell RNA sequence data in the NCBI’s Gene Expression Omnibus (accession numbers GSE142667 and GSE312597).

## Author contributions

FBM and MS designed research studies. CL, JZX, and VKS conducted experiments. FBM, CL, DMD, SVS, TS, and VKS acquired data. FBM, CL, and MS analyzed data. VKS and JZX provided reagents. FBM, HHH, TM, and MS wrote the manuscript.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- MERIT Award, National Institute of Allergy and Infectious Diseases, NIH, R37AI051652, to MS.
- K08 Award, National Institute of Diabetes and Digestive and Kidney Diseases, NIH, DK087824, to TM.
- Clinical and Translational Science Center Award, NIH, UL1TR000457, to Weill Cornell Medical College.

## Supplementary Material

Supplemental data

Supplemental tables 1-44

Supporting data values

## Figures and Tables

**Figure 1:**
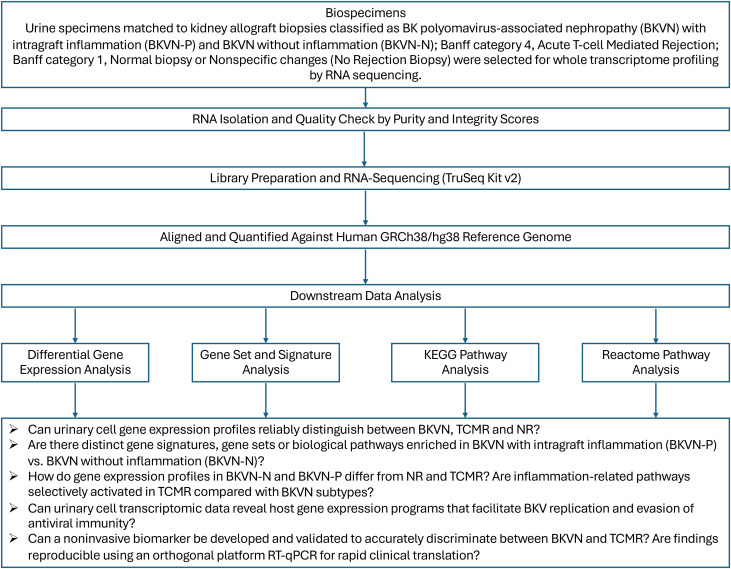
Workflow for RNA-seq of urine samples matched to kidney allograft biopsies. Urine samples matched to kidney allograft biopsies were selected from the Weill Cornell biorepository to include BK polyomavirus–associated nephropathy (BKVN) with intragraft inflammation (BKVN-P); BKVN without intragraft inflammation (BKVN-N); Banff category 4, acute T cell–mediated rejection (TCMR); or Banff category 1, normal biopsy or nonspecific changes (designated as no rejection). Urine was centrifuged, and total RNA was isolated from the sedimented urinary cell pellet. RNA quantity, purity, and integrity were assessed, and ribosomal RNA (rRNA) was depleted. cDNA libraries were prepared using the TruSeq Sample Preparation kit v2 (Illumina), followed by RNA-seq on an Illumina platform. Sequence reads were stored in FASTQ format and aligned to the human reference genome GRCh38/hg38 using the STAR aligner. Gene-level quantification was performed using CuffLinks (v2.2.1) and HTSeq to obtain raw counts and fragments per kilobase of transcript per million mapped reads (FPKM) values, which were subsequently converted to transcripts per million (TPM). Genes with counts per million greater than 1 in at least 2 samples were retained. Differential gene expression analysis was conducted using robust statistical methods at the individual gene level, gene set level, and pathway level (KEGG and Reactome) to address the biological questions listed in the bottom panel of the figure.

**Figure 2:**
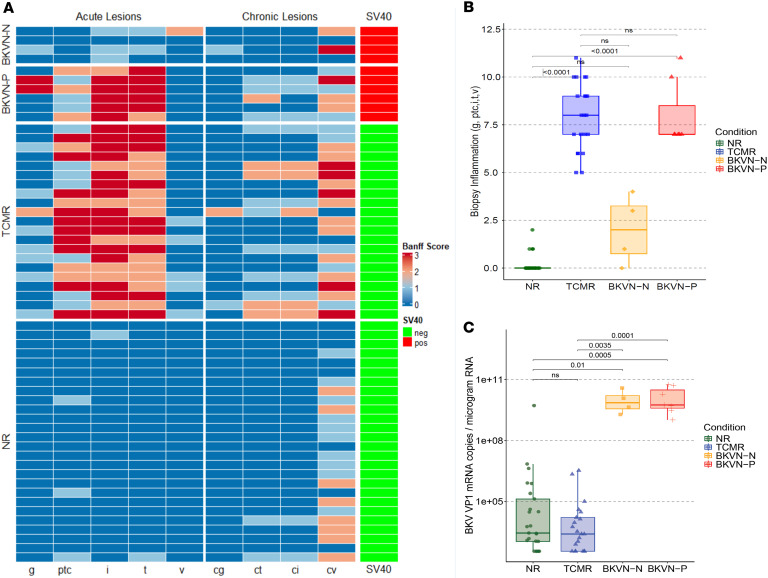
Banff lesion scores in kidney allograft biopsies and BKVN-VP1 mRNA copy numbers in biopsy-matched urines. (**A**) Heatmap showing Banff acute lesion scores — glomerulitis (g), peritubular capillaritis (ptc), interstitial infiltration (i), tubulitis (t), intimal arteritis (v) — and chronic lesion scores — chronic glomerulopathy based on glomerular basement double contours (cg), tubular atrophy (ct), interstitial fibrosis (ci), and vascular intimal thickening (cv) — in biopsies classified as BKVN-N (*n* = 4), BKVN-P (*n* = 6), TCMR (*n* = 21), or NR (*n* = 26). Lesion scores, 0 to 3, are color-coded as indicated. SV40/BK polyomavirus large T antigen immunostaining using PAb416 monoclonal antibody is shown. Red indicates positive staining; green, negative staining. (**B**) Box-and-whisker plots of summed acute Banff lesion scores (g + ptc + i + t + v) across diagnostic categories. Each point represents the summed score in an individual biopsy. Boxes indicate the interquartile range (IQR), with the horizontal line representing the median; whiskers denote the 10th and 90th percentiles. Statistical comparisons were performed using the Kruskal-Wallis test, followed by Dunn’s post hoc test. *P* values from Dunn’s test are shown at the top (Supplemental Table 1D). (**C**) Box-and-whisker plots of BK polyomavirus VP1 mRNA copy numbers in biopsy-matched urine samples, quantified by a customized RT-qPCR assay. Plot structure and statistical analysis are the same as in **B**. BK polyomavirus VP1 mRNA copies in urines matched to BKVN-N and BKVN-P biopsies exceeded the BKVN diagnostic threshold in every instance, while BK polyomavirus VP1 mRNA copies in urines matched to NR or TCMR biopsies did not exceed the diagnostic threshold for BKVN. *P* values from Dunn’s post hoc test are shown at the top (Supplemental Table 1E).

**Figure 3:**
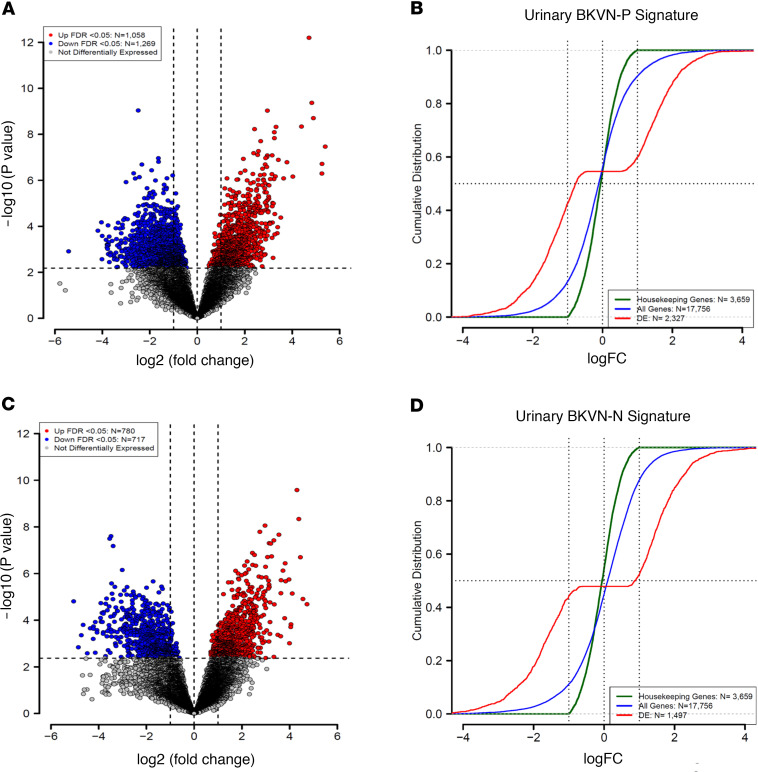
Differential gene expression analysis of urinary cell transcriptomes. (**A**) Volcano plot of urinary cell gene expression in 7 urines matched to 6 BKVN-P biopsies versus 26 urines matched to 26 NR biopsies. (**B**) CDF plot of gene expression ratios in 7 urines matched to 6 BKVN-P biopsies versus 26 urines matched to 26 NR biopsies. (**C**) Volcano plot of urinary cell gene expression in 4 urines matched to 4 BKVN-N biopsies versus 26 urines matched to 26 NR biopsies. (**D**) CDF plot of gene expression ratios in 4 urines matched to 4 BKVN biopsies versus 26 urines matched to 26 NR biopsies. A total of 17,756 genes were analyzed. In volcano plots, each red dot represents an overexpressed gene, and each blue dot represents an underexpressed gene, based on FDR-adjusted *P* value < 0.05. Gray/black dots indicate genes that are not differentially expressed. The *x* axis shows the log_2_ fold change (FC), calculated as the ratio of mRNA counts between the 2 groups being compared. The *y* axis represents the –log_10_ of the *P* values. In the CDF plots, the blue lines represent all 17,756 genes, the red lines represent DEGs, and the green lines represent 3,659 ubiquitously expressed housekeeping genes (24). The shift of the red curve relative to the respective green curve is statistically significant based on the Kolmogorov-Smirnov test. Supplemental Tables 2 and 3 list the BKVN-P versus NR DEGs shown in **A** and **B**. Supplemental Tables 4 and 5 list the BKVN-N versus NR DEGs shown in **C** and **D**.

**Figure 4:**
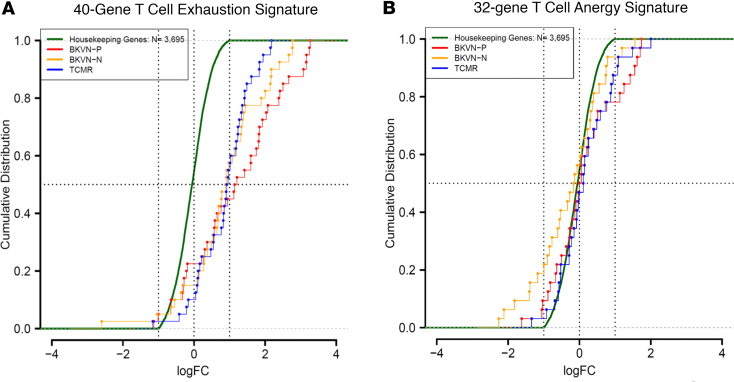
Cumulative distribution plots of the T cell exhaustion and T cell anergy signatures. (**A**) Gene list and gene set analyses for the 40-gene T cell exhaustion signature are provided in Supplemental Table 11, panels A and B, respectively. (**B**) Gene list and gene set analyses for the 32-gene list for the anergy gene signature are provided in Supplemental Table 12, panels A and B, respectively. The green curves represent the expression ratios (TCMR vs. NR) of 3,695 housekeeping genes. The blue, orange, and red curves correspond to expression ratios for TCMR/NR, BKVN-N/NR, and BKVN-P /NR, respectively. Significant rightward shifts of the gene expression curves, relative to housekeeping genes, were assessed using the Kolmogorov-Smirnov test, with *D* and *P* values reported in the Results section.

**Figure 5:**
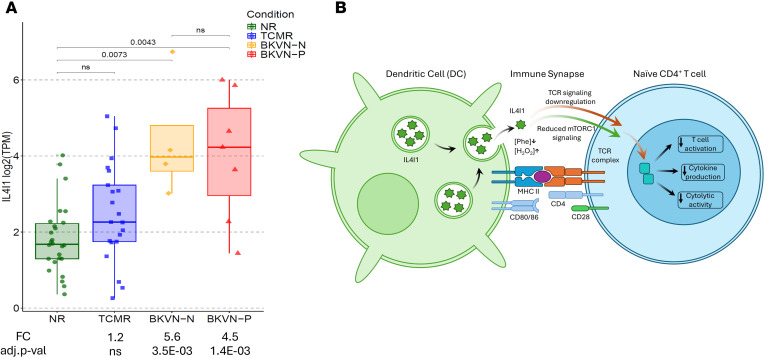
IL4I1 mRNA abundance in urinary cells. (**A**) Box-and-whisker plots display IL-4–induced gene 1 (IL4I1) mRNA abundance (log_2_ TPM) in urine samples matched to kidney allograft biopsies: 26 NR, 21 TCMR, 4 BKVN-N, and 7 urines matched to 6 BKVN-P biopsies. Each point represents IL4I1 mRNA abundance in individual samples. Boxes denote the 25th–75th percentiles, the horizontal line marks the median, and the whiskers represent the 10th–90th percentiles. Fold change values and adjusted *P* values are shown. Multigroup comparison used Kruskal-Wallis test followed by pairwise Dunn’s test, with Dunn’s test *P* values displayed at the top. (**B**) Schema for IL4I1 immunosuppressive activity. IL4I1, secreted at the immune synapse between activated dendritic cells and T cells, downregulates TCR signaling and T cell effector function by cleaving aromatic amino acids into keto acids and generating H_2_O_2_ and NH_3_. Through binding to TMPRSS13, IL4I1 also exerts non-enzymatic effects, including promoting Treg differentiation and reducing antibody production via T follicular helper cell–germinal B cell interactions (76).

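IL4I1 encodes an oxidase that degrades aromatic amino acids and is secreted by myeloid and B cells (ENSG00000104951.14, on chromosome 19 from 49889654 to 49929539 of hg38). In the 4 BKVN-N urines its median was 10.1 TPM [IQR 12.8], with a range of 1.02 to 26.6, and in the 7 BKVN-P urines 12.6 TPM [IQR 13.6], with a range of 2.76 to 47.9. The mean log2 IL4I1 TPM was 0.73 higher in BKVN-P, a difference that did not pass (exact 2-sided permutation test, p = 0.524, adjusted p = 0.614). Within batches it was 1.36 higher (exact permutation, p = 0.222), and without BKVN-N replicate 1 the difference was -0.19.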

**Figure 6:**
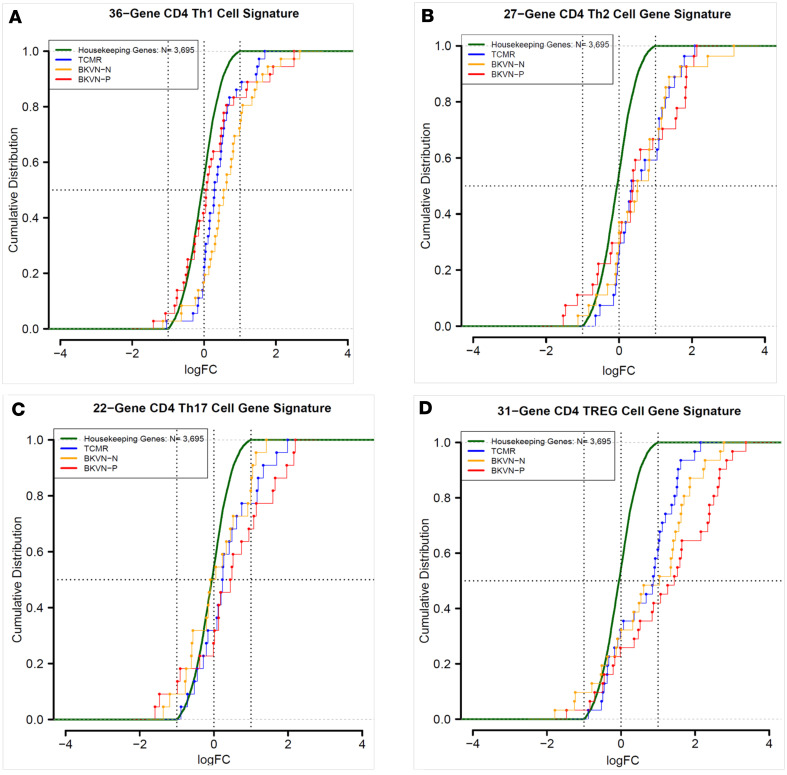
CDF plots of CD4^+^ Th1, Th2, Th17, and Treg cell signatures. Gene lists and gene set analyses for the 36-gene CD4^+^ Th1 signature (**A**), 27-gene CD4^+^ Th2-gene signature (**B**), 22-gene CD4^+^ Th17-gene signature (**C**), and 31-gene Treg signature (**D**) are provided in Supplemental Tables 14, 15, 16, and 17, respectively. The green curves represent the expression ratios (TCMR vs. NR) of 3,695 housekeeping genes. The blue, orange, and red curves correspond to expression ratios for TCMR/NR, BKVN-N/NR, and BKVN-P/NR, respectively. Significant rightward shifts of the gene expression curves, relative to housekeeping genes, were assessed using the Kolmogorov-Smirnov test, with *D* and *P* values reported in the Results section.

**Figure 7:**
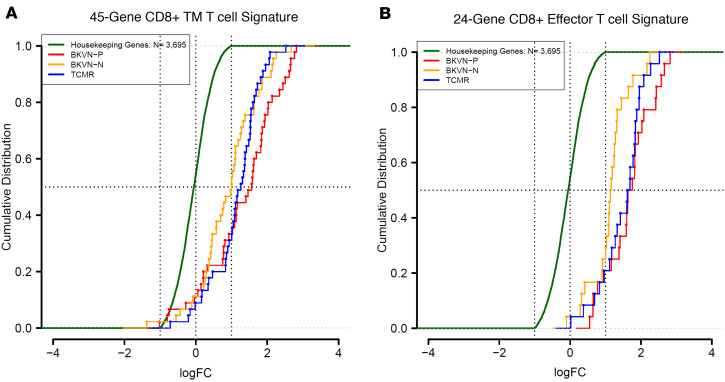
CDF plots of CD8^+^ memory and effector T cell gene signatures. (**A**) Gene list and gene set analyses of the 45-gene CD8^+^ memory T cell gene signature are provided in Supplemental Table 18, panels A and B, respectively. (**B**) Gene list and gene set analyses of the 24-gene CD8^+^ T cell gene signature are provided in Supplemental Table 19, panels A and B, respectively. The green curves represent the expression ratios (TCMR vs. NR) of 3,695 housekeeping genes. The blue, orange, and red curves correspond to expression ratios for TCMR/NR, BKVN-N/NR, and BKVN-P /NR, respectively. Significant rightward shifts of the gene expression curves, relative to housekeeping genes, were assessed using the Kolmogorov-Smirnov test, with *D* and *P* values reported in the Results section.

**Figure 8:**
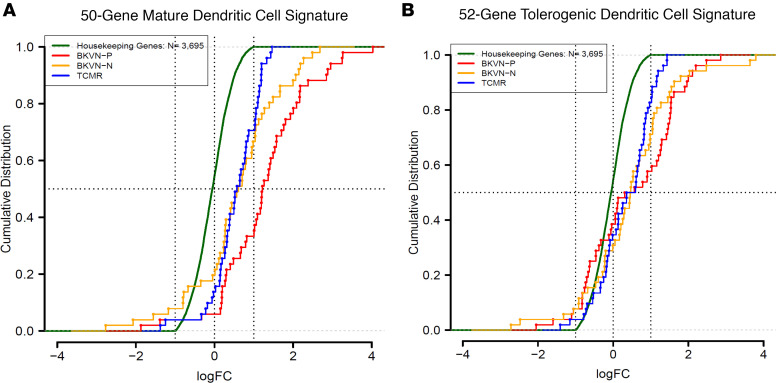
CDF plots of mature or tolerogenic dendritic cell gene signatures. (**A**) Gene list and gene set analyses of the 50-gene mature dendritic cell gene signature are provided in Supplemental Table 21, panels A and B, respectively. (**B**) Gene list and gene set analyses of the 52-gene tolerogenic dendritic cell gene signature are provided in Supplemental Table 22, panels A and B, respectively. The green curves represent the expression ratios (TCMR vs. NR) of 3,695 housekeeping genes. The blue, orange, and red curves correspond to expression ratios for TCMR/NR, BKVN-N/NR, and BKVN-P/NR, respectively. Significant rightward shifts of the gene expression curves, relative to housekeeping genes, were assessed using the Kolmogorov-Smirnov test, with *D* and *P* values reported in the Results section.

**Figure 9:**
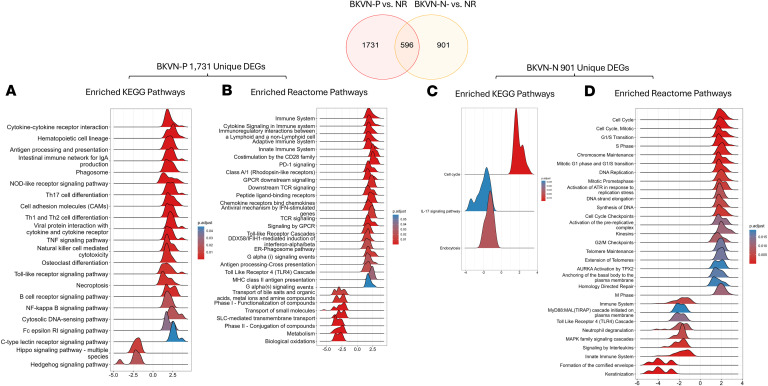
GSEA of KEGG and Reactome pathways uniquely enriched in BKVN-P and BKVN-N urines relative to NR urines. (**A** and **B**) Ridge plots showing enriched pathways based on the 1,731 DEGs unique to BKVN-P. (**A**) The 22 significantly enriched (adjusted *P* < 0.05) KEGG pathways (Supplemental Table 23). (**B**) The top 30 of 53 significantly enriched (adjusted *P* < 0.05) Reactome pathways (Supplemental Table 24). (**C** and **D**) Ridge plots of enriched pathways based on the 901 DEGs unique to BKVN-N. (**C**) The 3 significantly enriched (adjusted *P* < 0.05) KEGG pathways (Supplemental Table 25). (**D**) The top 30 of 62 significantly enriched (adjusted *P* < 0.05) Reactome pathways (Supplemental Table 26).

**Figure 10:**
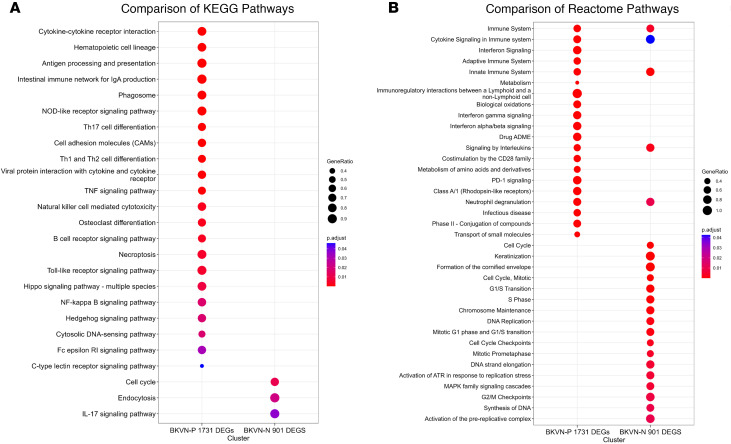
clusterProfiler comparison of KEGG and Reactome pathways enriched in BKVN-P and BKVN-N by GSEA. (**A**) clusterProfiler comparisons of enriched KEGG pathways by GSEA. (**B**) clusterProfiler comparisons of enriched Reactome pathways by GSEA.

**Figure 11:**
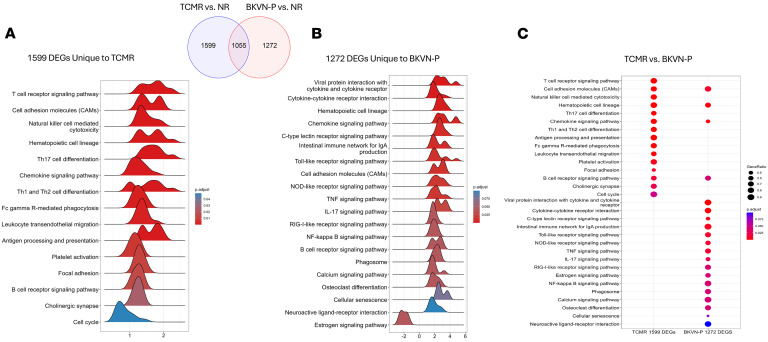
GSEA of KEGG pathways uniquely enriched in BKVN-P urines relative to TCMR urines. (**A**) Ridge plot showing enriched KEGG pathways (adjusted *P* < 0.05) based on the 1,599 DEGs unique to TCMR (Supplemental Table 27). (**B**) Ridge plot showing enriched KEGG pathways (adjusted *P* < 0.05) based on 1,272 DEGs unique to BKVN-P (Supplemental Table 28). (**C**) clusterProfiler comparison of KEGG pathways enriched in TCMR and BKVN-P by GSEA.

**Figure 12:**
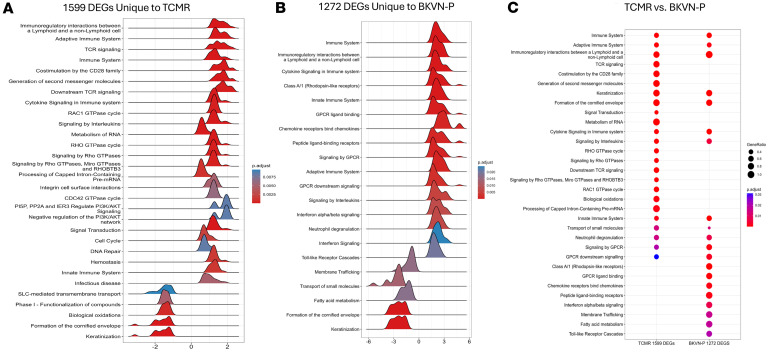
GSEA of Reactome pathways uniquely enriched in BKVN-P samples compared with TCMR transcriptomes. (**A**) Ridge plot of enriched Reactome pathways (adjusted *P* < 0.05) based on the 1,599 DEGs unique to TCMR (Supplemental Table 29). (**B**) Ridge plot of enriched Reactome pathways (adjusted *P* < 0.05) based on 1,272 DEGs unique to BKVN-P (Supplemental Table 30). (**C**) clusterProfiler comparison of Reactome pathways enriched in TCMR and BKVN-P by GSEA.

**Figure 13:**
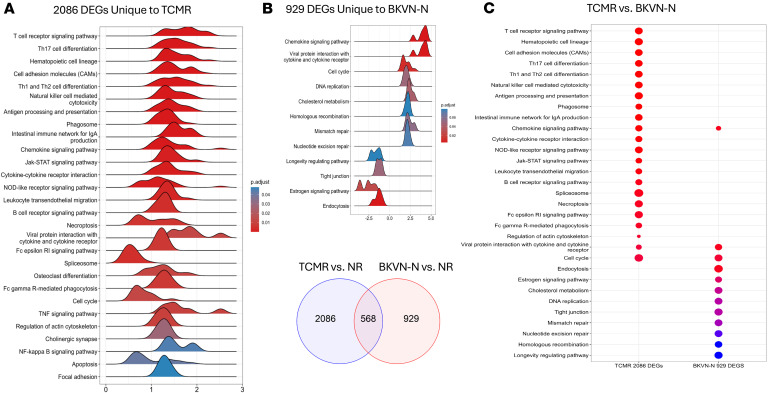
GSEA of KEGG pathways uniquely enriched in BKVN-N urines relative to TCMR urines. (**A**) Ridge plot showing enriched KEGG pathways (adjusted *P* < 0.05) based on the 2,086 DEGs unique to TCMR (Supplemental Table 34). (**B**) Ridge plot showing enriched KEGG pathways (adjusted *P* < 0.05) based on 929 DEGs unique to BKVN-N (Supplemental Table 35). (**C**) clusterProfiler comparison of Reactome pathways profile enriched in TCMR and BKVN-N by GSEA.

**Figure 14:**
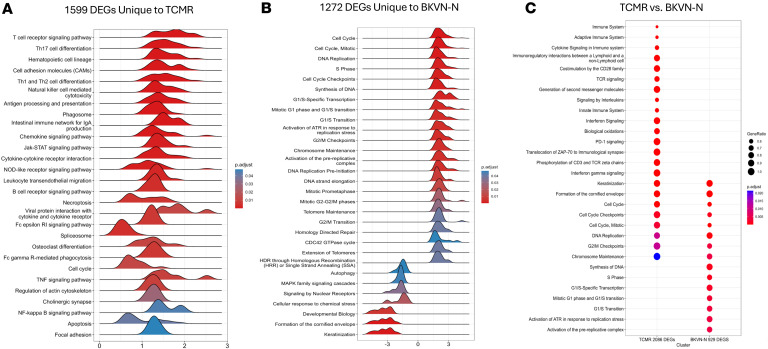
GSEA of Reactome pathways uniquely enriched in BKVN-N samples compared with TCMR transcriptomes. (**A**) Ridge plot of enriched Reactome pathways (adjusted *P* < 0.05) based on the 2,086 DEGs unique to TCMR (Supplemental Table 36). (**B**) Ridge plot of enriched Reactome pathways (adjusted *P* < 0.05) based on 929 DEGs unique to BKVN-N (Supplemental Table 37). (**C**) clusterProfiler comparison of Reactome pathways enriched in TCMR and BKVN-N by GSEA.

**Figure 15:**
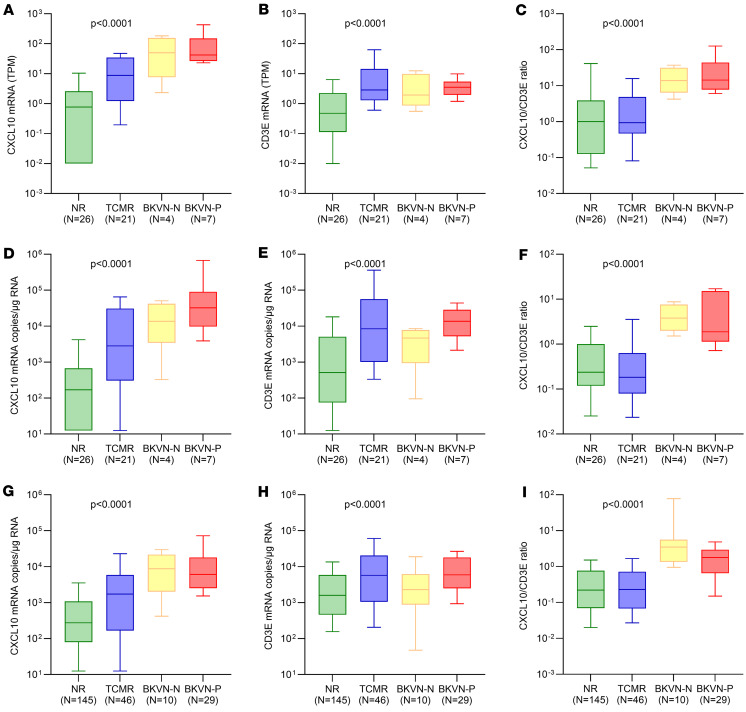
Box-and-whisker plots of CXCL10 mRNA, CD3E mRNA, and CXCL10 mRNA to CD3E mRNA ratios across diagnostic categories and across discovery and external validation cohorts. (**A**–**C**) Discovery cohort (*n* = 58 urine samples matched to 57 biopsies), RNA-seq quantification. Box-and-whisker plots show urinary cell CXCL10 mRNA (**A**) and CD3E mRNA (**B**) expression (TPM), and the CXCL10 mRNA/CD3E mRNA ratio (**C**). Boxes denote the 25th–75th percentiles, the horizontal line marks the median, and whiskers represent the 10th–90th percentiles. Each point represents the mRNA values (**A** and **B**) or the ratio (**C**) for each sample. (**D**–**F**) Discovery cohort (*n* = 58 urine samples matched to 57 biopsies), customized RT-qPCR quantification. Box-and-whisker plots show absolute copy numbers of urinary cell CXCL10 mRNA (**D**) and CD3E mRNA (**E**) per microgram of total RNA, and the CXCL10 mRNA to CD3E mRNA ratio (**F**). Each point represents the mRNA values (**D** and **E**) or the ratio (**F**) for each sample. (**G**–**I**) External validation cohort (*n* = 230 urine samples matched to 230 biopsies), customized RT-qPCR quantification. Box-and-whisker plots show absolute copy numbers of urinary cell CXCL10 mRNA (**G**) and CD3E mRNA (**H**) per microgram of total RNA, and the ratio of CXCL10 mRNA to CD3E mRNA (**I**). Each point represents the mRNA values (**D** and **E**) or the ratio (**F**) for each sample. Kruskal-Wallis test *P* values are shown at the top of each panel. Dunn’s test was used for pairwise comparisons. Numbers in parentheses indicate the number of matched urine-biopsy pairs except for BKVN-P (7 urines matched to 6 biopsies).

**Figure 16:**
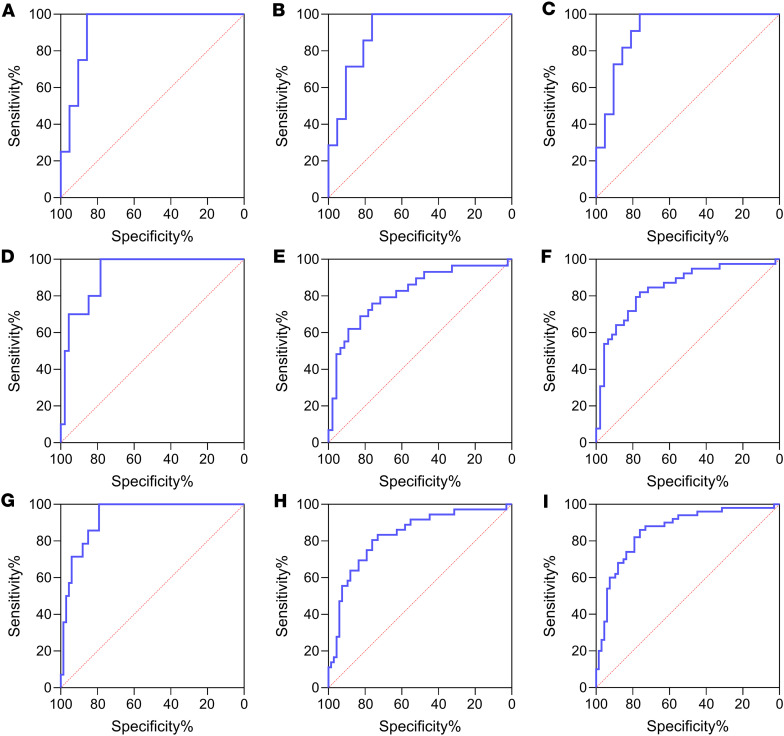
ROC curves for distinguishing BKVN-N from TCMR, BKVN-P from TCMR, and BKVN from TCMR across discovery, external validation, and combined cohorts. (**A**–**C**) Discovery cohort (*n* = 32 urines matched to biopsies). (**A**) BKVN-N (*n* = 4) vs. TCMR (*n* = 21), AUROC = 0.93. (**B**) BKVN-P (*n* = 7) vs. TCMR (*n* = 21), AUROC = 0.9. (**C**) BKVN (*n* = 11) vs. TCMR (*n* = 21), AUROC = 0.91. (**D**–**F**) External validation set (*n* = 85 urine samples matched to biopsies). (**D**) BKVN-N (*n* = 10) vs. TCMR (*n* = 46), AUROC = 0.92. (**E**) BKVN-P (*n* = 29) vs. TCMR (*n* = 46), AUROC = 0.82. (**F**) BKVN (*n* = 39) vs. TCMR (*n* = 46), AUROC = 0.84. (**G**–**I**) Combined cohort (*n* = 117 urine samples matched to biopsies). (**G**) BKVN-N (*n* = 14) vs. TCMR (*n* = 67), AUROC = 0.93. (**H**) BKVN-P (*n* = 36) vs. TCMR (*n* = 67), AUROC = 0.83. (**I**) BKVN (*n* = 50) vs. TCMR (*n* = 67), AUROC = 0.85. ROC curves illustrate sensitivity and specificity. An AUROC of 1.0 indicates perfect classification, whereas 0.5 reflects random performance.

**Figure 17:**
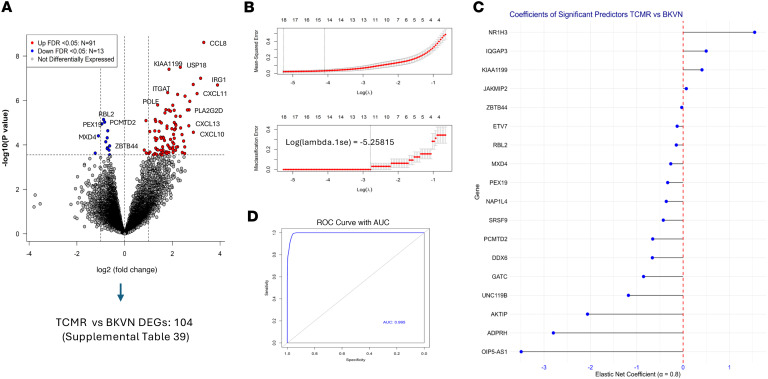
Transcriptomic signature discriminating TCMR from BKVN. (**A**) Twenty-one urinary cell transcriptomes matched to 21 TCMR biopsies were compared with 11 urinary cell transcriptomes matched to 10 BKVN biopsies (4 BKVN-N and 6 BKVN-P). The volcano plots show DEGs (log_2_ fold change vs. log_10_ *P*). Supplemental Table 39 lists 104 DEGs. (**B**) glmnet cross-validation plots display mean-squared and misclassification error across λ values, with vertical lines indicating the optimal penalties (minimum error and more parsimonious 1-SE solution). (**C**) Elastic net coefficient plot for each of the 18 predictor genes shows coefficient direction and magnitude in the model that perfectly separates TCMR from BKVN (AUROC = 1.0). Supplemental Table 40 lists the 18 genes and their elastic net coefficients, random forest validation metrics, and TCMR versus BKVN fold changes and adjusted *P* values. (**D**) ROC curve for a bootstrapped random forest classifier trained on the selected genes (*N* = 1,000 bootstraps; caret with optimal mtry = 2) shows high performance accuracy of 0.973 (95% CI, 0.970–0.975) and AUROC of 0.995.

## Version 1 06/08/2026

Electronic publication

# Supplementary material for: Benchmarking urinary cell transcriptomes for noninvasive differentiation of BK polyomavirus–associated nephropathy from T cell–mediated rejection
**Source:** JCI Insight. 2026 Jun 8;11(11):e201060. doi: 10.1172/jci.insight.201060
**Supplement:** Supplemental data

Benchmarking urinary cell transcriptomes for noninvasive differentiation of BK polyomavirus-associated nephropathy from T cell-mediated rejection

Franco B. Mueller,¹ Carol Li,¹ Darshana M. Dadhania,^{1,2}
Surya V. Seshan,³ Thalia Salinas,^{1,2} Vijay K. Sharma,¹ Jenny Z. Xiang,⁴
Hans H. Hirsch,⁵ Thangamani Muthukumar,^{1,2} Manikkam Suthanthiran^{1,2}

SUPPLEMENTAL MATERIALS

TABLE OF CONTENTS

	Page
**Supplemental Methods and Results**	**6 - 44**
Urine collection, RNA isolation, and sequencing-----	6
Timing of urine collection relative to kidney allograft biopsy-----	6 - 8
Quality control-----	8
Timing of plasma collection for BK viral load measurement relative<br>to kidney allograft biopsy-----	8 - 10
Kidney allograft biopsies-----	10
Differential gene expression analysis-----	10 - 11
PCA plots and t-SNE visualization of urinary cell transcriptomes<br>across diagnostic categories-----	11 - 13
Assessment of Batch Effect-----	13 - 15
Biological replicability-----	15 - 17
Biological replicability of BKVN-N samples-----	17
Customized RT-qPCR assays-----	17 - 18
Statistics-----	19
Study approval-----	20

Host cell genes involved in replication-----	20
Host cell genes involved in cell cycle progression-----	21
Host cell genes involved in DNA replication-----	21
Host cell genes involved in repair pathways-----	21 - 22
Host cell genes involved in microtubule dynamics-----	22 - 24
Mitochondrial gene expression-----	24
Antigen presentation in BKVN-----	25
Pattern recognition receptors (PRRs) in BKVN-----	25
Proinflammatory cytokines and chemokines in BKVN-----	26
T Cell signaling in BKVN-----	27
Expression of T Cell exhaustion and anergy genes in BKVN-----	27 - 28
CD4 T Cells in BKVN-----	28 - 29
CD4 T cell subset signatures in BKVN-----	29 - 30
CD8 memory and effector T cell signatures in BKVN-----	30 - 31
B cell signaling in BKVN-----	31
Gene Set Enrichment Analysis (GSEA) of KEGG and<br>Reactome Pathways-----	32
GSEA of KEGG and Reactome Pathways uniquely enriched in<br>BKVN-P and BKVN-N relative to NR transcriptomes-----	32 - 33
GSEA of KEGG and Reactome pathways uniquely enriched in<br>BKVN-P samples relative to TCMR transcriptomes-----	34 - 35
GSEA of KEGG and Reactome pathways uniquely enriched in<br>BKVN-N samples relative to TCMR transcriptomes-----	35 - 37

Noninvasive biomarker for discriminating BKVN from TCMR-----	37 - 41
Receiver Operating Characteristic curves (ROC) for<br>discriminating BKVN from TCMR-----	42 - 43
Transcriptomic signature discriminating TCMR from BKVN-----	43 - 44
 **Supplemental References**	**45 - 51**
Supplemental References-----	45 - 51
 **Supplemental Figures (N=4)**	**52 - 57**
Supplemental Figure 1. PCA and t-SNE Visualization of Urinary<br>Cell transcriptomes Across Diagnostic Categories-----	52 - 53
Supplemental Figure 2. MDS Plot of Urinary RNA-Seq Profiles Based<br>on Leading Log-fold Changes-----	54
Supplemental Figure 3. MDS Plot of Batch Sample Distribution<br>Using Weighted TMM-Limma Normalized Counts with K-function for<br>Spatial Point Pattern Assessment-----	55 - 56

Supplemental Figure 4. Agreement of Urinary RNA-Seq Counts<br>Between Pre-and Post-biopsy Samples in a Patient with BKVN-P<br>Biopsy: (A) Pearson Correlation; (B) Bland-Altman Plot-----	57

Supplemental Tables (n=44)

Excel file

Supplemental Methods and Results

Urine collection, RNA isolation, and sequencing. A total of 58 urine samples, matched to 57 kidney allograft biopsies from 53 patients, were subjected to RNA sequencing. These samples, selected from our biorepository, represent three major diagnostic categories: Banff Category 1, normal biopsy or nonspecific changes (NR); Banff Category 4, acute T -cell mediated rejection (TCMR); or BK polyomavirus nephropathy (BKVN). Among the 58 urine samples selected, 26 NR biopsy-matched urine samples were from 24 patients, 21 TCMR biopsy-matched urine samples were from 19 patients, and 11 urine samples matched to 10 BKVN biopsies were from 10 patients. Among the 10 BKVN biopsies, 4 showed minimal intragraft inflammation (BKVN-N), and the remaining six displayed intragraft inflammation that met the Banff criteria for TCMR (BKVN-P).

Supplemental Table 1A is a summary of demographics and clinical characteristics of the study cohort. Supplemental Table 1B is a summary of biopsy findings, and Supplemental Table 1C shows the characteristics of the total RNA isolated from the urine samples matched to kidney allograft biopsies.

Timing of urine collection relative to kidney allograft biopsy. Approximately 50 mL of urine was collected from each patient. RNA-Seq cohort (n=58 urine samples matched to 57 biopsies): 55 of the 58 (94.8%) urine samples were collected on the day of the biopsy. BKVN-N group (n=4): All 4 urine samples collected on the day of biopsy. BKVN-P group (n=7): 1 sample was collected 8 days before the biopsy, 5 collected on the biopsy-day, prior to the biopsy, and 1 within 6 hours after the biopsy. TCMR group

(n= 21): Twenty urine samples collected on the day of biopsy; 1 sample within 24 hours after biopsy. No patient received anti-rejection therapy prior to urine collection. No Rejection group (n=26): 25 urine samples collected on the day of the biopsy; 1 sample collected 7 days after the biopsy.

Supplemental Table 43A indicates the timing of urine collection in the RNA-Seq cohort relative to kidney allograft biopsy and shows that all BKN patients were positive for intragraft SV40 immunostaining, whereas all 21 TCMR biopsies and 26 NR biopsies were negative for intragraft SV40 staining.

External validation cohort (n=230 urine samples matched to 230 biopsies): 208 of 230 (90.4%) urine samples were collected on the day of biopsy. BKN-N (n=10): Seven urine samples were collected on the day of biopsy; 2 samples 1 day before biopsy, and 1 sample 2 days before biopsy. BKN-P (n=29): 25 urine samples collected on the day of biopsy; 1 sample 1 day before biopsy, 1 sample 6 days before biopsy, 1 sample 1 day after biopsy and 1 sample 2 days after biopsy. TCMR group (n=46): 40 urine samples collected on the day of TCMR biopsy; 4 samples 1 day after biopsy, and two samples 3 days after the biopsy. NR group (n=145): 136 samples collected on the day of biopsy; 8 samples 1 day after and one sample 2 days after biopsy.

Supplemental Table 43B indicates the timing of urine collection relative to kidney allograft biopsy and shows that all BKN patients were positive for intragraft SV40 immunostaining, whereas all 46 TCMR biopsies and 145 NR biopsies were negative for intragraft SV40 staining.

Urine samples were centrifuged at 1250x g for 30 minutes at room temperature, and total RNA was isolated from urinary cells using the RNeasy mini kit (Qiagen) followed

by DNase I (Qiagen) treatment. RNA quantity and purity were assessed using the NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific), and RNA integrity was evaluated with Agilent 2100 Bioanalyzer (Agilent Technologies Inc.). The quantity, purity, and RNA integrity number (RIN) for the total RNA, isolated from biopsy-matched urine samples, are provided in Supplemental Table 1C.

RNA library preparation and sequencing were performed by the Genomics Core Laboratory at Weill Cornell Medicine. Ribosomal RNA (rRNA) was depleted using the Illumina Ribo Zero Gold human/mouse/rat kit(1). Using Illumina TruSeq Sample Library Preparation v2 kit, mRNA was fragmented into small pieces using divalent cations under elevated temperature. First-strand cDNA synthesis was performed using reverse transcriptase and random primers, followed by second-strand synthesis with DNA Polymerase I and RNase H. The resulting cDNA fragments underwent end repair, A-tailing, adapter ligation, and PCR enrichment to generate the final libraries. Normalized libraries were pooled and sequenced on the Illumina HiSeq4000platform using paired-end 100-cycle reads.

Quality control. Urine samples were included for downstream analysis if they met two minimum quality thresholds: 20% read alignment to the human GRCh38/hg38 Reference genome and a RIN score of 2 (1).

Timing of plasma collection for BK viral load measurement relative to kidney allograft biopsy. Plasma was collected for clinical indications, and BK viral load was measured using quantitative PCR assays in CLIA-certified laboratories- either

commercial (Quest Diagnostics or Roche Diagnostics) or the clinical laboratory at NewYork-Presbyterian Hospital, the teaching hospital Weill Cornell Medicine. Because assay platforms differ among laboratories, plasma viral loads are not comparable across sites. Nevertheless, in all cases with intragraft SV40 positivity, plasma BK viral load exceeded 10,000 copies per mL, meeting or surpassing the threshold considered diagnostic for BKVN. RNA-Seq cohort (n=10 BKVN biopsies). BKVN-N (n=4): Plasma collected 2 days before biopsy (1 patient), on the day of biopsy (1 patient), 7 days after the biopsy (1 patient) and 22 days after biopsy (1 patient). BKVN-P (n=6): Plasma collected 7 days before biopsy (1 patient), 5 days before biopsy (1 patient), 2 days before biopsy (1 patient), on the day of biopsy (2 patients), and 1 day after biopsy (1 patient).

Supplemental Table 44A provides timing of plasma collection relative to the timing of biopsy, BK viral load values, PCR assay site, and confirms that all BKVN biopsies were positive for intragraft SV40 immunostaining, whereas all 26 NR biopsies and all 21 TCMR biopsies were negative for SV40.

External validation cohort (n=230 biopsies: 39 BKVN biopsies, 46 TCMR biopsies and 145 No Rejection biopsies). BKVN-N (n=10): Plasma collected 13 days before biopsy (1 patient), 4 days before (1 patient), 3 days before (1 patient), 2 days before (1 patient), 1 day before (2 patients), on the day of before (3 patients), and 15 days after biopsy (1 patient). BKVN-P (n=29): Plasma for BKV viral load was collected ranging from -34 days to plus 28 days relative BKVN-P biopsies. Supplemental Table 44B provides timing of plasma collection relative to the timing of biopsy, BK viral load values, PCR assay site, and confirms that all BKVN biopsies were positive for intragraft SV40

immunostaining. All 145 NR biopsies and all 46 TCMR biopsies were negative for SV40 and plasma BKV viral load was not measured in these patients with TCMR biopsies or NR biopsies.

Kidney allograft biopsies. Biopsies were performed under ultrasound guidance and independently evaluated by a senior renal pathologist at our center, based on the Banff 2019 update (2) of the Banff 1997 (3) classification of allograft pathology. Tissue sections were stained with hematoxylin and eosin (H&E), periodic acid–Schiff (PAS), and Masson's trichrome. Additional staining was performed for Simian virus 40 (SV40)/BKV large T antigen and C4d to assess viral infection and complement activation, respectively. Mouse monoclonal IgG2a antibody PAb416 (Abcam, Waltham, MA) was used to detect intragraft BK polyomavirus. This mAb reacts with the SV40 large T antigen and the BK polyomavirus large T antigen because of 75% sharing of amino acid sequence between SV40 and BK polyomavirus large T antigen (4).

Differential gene expression analysis. Sequenced reads were aligned to the human reference genome (GRCh38/hg38) using the STAR aligner (Version 2.4.2) (5). Gene-level quantification was performed using CuffLinks (v 2.2.1) (6) and HTSeq for raw counts (7), to obtain FPKM, and FPKM values were converted to TPM. Genes with counts per million (CPM) greater than 1 in at least two samples were retained for downstream analysis.

Differential gene expression analysis was conducted using the limma-voom package in R (8, 9). which applies weighted linear modeling and empirical Bayes moderation to

estimate log-fold changes (FC) and standard errors. Genes with an FDR < 0.05 were considered significantly differentially expressed and included in supervised analysis.

Functional annotation of DEGs was conducted using clusterProfiler (10), ReactomePA (11), and ENRICHR (12) together with the KEGG 2016 Human database (13) and Reactome database (14), with pathways considered significantly enriched at FDR <0.05.

GSEA (15) and pathway analysis were performed using GSEA software from the clusterProfiler (16) to compare urinary cell gene expression profiles across diagnostic categories and to identify enriched biological functions. Genes were ranked by the t-statistic values, and the pre-ranked GSEA tool was used to identify significantly enriched pathways. The enrichment score (ES) reflects the degree to which a gene set is overrepresented at the extremes of the ranked list, calculated by a running-sum statistic that increases when a gene is in the set and decreases when it is not. The ES represents maximum deviation from zero, indicating whether a predetermined gene is significantly enriched among upregulated or downregulated genes (15).

PCA plots and t-SNE visualization of urinary cell transcriptomes across

diagnostic categories. Principal Component Analysis (PCA) was performed to visualize global transcriptomic variation across the four biopsy categories-NR, TCMR, BKVN-N and BKVN-P. The PCA plot, complemented by 95% confidence ellipses for each diagnostic category, illustrates clustering patterns that reflect underlying biological differences. PCA is advantageous for reducing high-dimensional RNA-Seq data into a few principal components, facilitating interpretation of major sources of variance.

However, PCA assumes linear relationships, and may not fully capture complex, nonlinear structures in transcriptomic data. To address this limitation, we applied t-distributed Stochastic Neighbor Embedding (t-SNE), a nonlinear dimensionality reduction technique that preserves local neighborhood relationships and provides a complementary view of sample segregation. The t-SNE plot facilitates visualization of complex RNA-Seq gene expression data by mapping similarities between samples to spatial proximity in low-dimensional scatter plots. Each point in the t-SNE plot represents a sample; points positioned close together indicate similar gene expression profiles, whereas distant points reflect greater dissimilarity. Distinct clusters in the t-SNE plot typically correspond to biologically relevant groups or diagnostic categories. Together, PCA and t-SNE analyses offer a robust framework for exploring both global and local transcriptomic patterns among the diagnostic categories.

Supplemental Figure 1A-C presents the PCA plots derived from a comprehensive analysis of 17,444 genes analyzed across the 4 diagnostic categories—NR, BKN-N, BKN-P, or TCMR. Panel A illustrates Principal Component 1 (PC1), which accounts for 25% of the total variance, alongside Principal Component 2 (PC2), which explains 18% of the variance. PC1 25% variance is a substantial amount, suggesting that significant differences in gene expression patterns among the diagnostic categories. PC2 18% variance further contributes to understanding of data structure. Combined, PC1 and PC2 explain 43% of the variance, allowing for a meaningful interpretation of the gene expression profiles, and the relatively high percentage of variance explained by the first two components suggest there are indeed significant differences in gene expression patterns among the four diagnostic categories. The distribution of data

points highlights the underlying structure and patterns within the gene expression profiles. Panel B mirrors the representation in Panel A, with the enhancement of ellipses indicating multivariate t- distributions. The ellipses encompass a 95% confidence region for each diagnostic category, providing a visual representation of the variability and clustering of the gene expression data by different diagnostic conditions. Panel C (within Panel B), the axes of the four ellipses are displayed, delineating the distinct groups by condition. This representation allows for a clearer understanding of how each diagnostic condition is positioned within the principal component space, signifying the relationship and differences among the diagnostic categories.

Supplemental Figure 1, Panel D displays t-SNE analysis using a perplexity of 4; theta 0.5, and a single output dimension to represent the 4 diagnostic categories (color coded): TCMR, acute T cell mediated rejection; BKVN-P, BK polyomavirus-associated nephropathy with intragraft inflammation; BKVN-N, BK polyomavirus-associated nephropathy without intragraft inflammation; NR, no histological features of acute or chronic rejection. High-dimensional RNA expression data were projected onto dimension 1, with each sample represented as a point along a single axis. Samples that are close together in the original high-dimension space cluster tightly along the line, preserving local structure and reflecting similarities among the conditions.

Assessment of Batch Effect. RNA sequencing performed across multiple batches can introduce technical variability, potentially mask true biological signals or generate

spurious results. Rigorous evaluation and, where warranted, correction for batch effects is essential to ensure the integrity of RNA-Seq analysis; however, excessive correction may also artificially diminish genuine biological differences and distort sample relationships. Thus, careful assessment of batch effects-and their potential impact on data interpretation is fundamental.

In this study, 58 samples were processed in three sequencing batches: Batch 1 (black, n=11) comprised of 3 urine samples matched to 3 NR biopsies, 1 to a BKNV-N biopsy, 3 to 3 BKNV-P biopsies, and 4 to 4 TCMR biopsies; Batch 2 (red, n=20) included 12 urine samples matched to 12 NR biopsies, 1 to a BKNV-N biopsy, 2 to 2 BKNV-P biopsies, and 5 to 5 TCMR biopsies; and Batch 3, (green, n=27) contained 11 urine samples matched to 11 NR biopsies, 12 to 12 TCMR biopsies, 2 to 2 BKNV-N biopsies and 2 urine samples matched to 1 BKNV-P biopsy. Importantly, no batch was uniquely associated with any diagnostic category, minimizing risk of confounding between technical batches and biological conditions (see Supplemental Table 41 for batch-by-condition distribution).

To detect potential batch effects, we generated multidimensional scaling (MDS) plot of urinary RNA-sequencing profiles based on leading log-fold (logFC) distances (Supplemental Figure 2). Sample batches were visualized in MDS space using weighted TMM limma normalized counts. Each point in the plot represented one urine sample matched to a kidney allograft biopsy, with colors indicating batch assignment and independent of 4 diagnostic categories, NR, TCMR, BKNV-N and BKNV-P. Distances between points reflected differences in global gene expression profiles, with samples closer together are more similar. The first dimension explained 23% of leading

logFC variance, and the second dimension explained 18%. Points did not cluster by batch, supporting minimal or no observable batch effect.

Visual inspection of Supplemental Figure 2 revealed that samples were generally distributed at random within the MDS space, with no pronounced clustering by batch, except for the suggestion of partial clustering for batch 2 (red) among lcpm values.

We performed a formal statistical assessment using spatial K-function analysis. The K-function quantifies the expected number of neighboring points with a radius r , normalizing for overall density, to statistically evaluate the spatial distribution of batch labels in MDS space (17). In Supplemental Figure 3, each batch's sample distribution is depicted, along with K-function curves: K_{est} (observed, corrected for edge effects), $K_{pois}(r)$ (theoretical, assuming complete spatial randomness under a homogenous Poisson distribution process), and a 95% simulation-based confidence band under Complete Spatial Randomness (CSR). If the observed curve remains within the confidence interval, batch distribution is consistent with randomness; curves above suggest clustering, while curves below suggest dispersion.

Collectively, these analyses (Supplemental Figures 2 and 3) indicate that meaningful batch effects are unlikely to compromise the biological interpretation of our RNA-Seq data.

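Across the 16655 genes kept, sequencing batch accounted for 18.2% of the variance among the 10 BKVN patients, where 22.2% would be expected by chance (exact permutation over 4200 assignments, p = 0.853). The division into BKVN-P and BKVN-N accounted for 10.2%, where chance gives 11.1% (exact permutation over 210 splits, p = 0.557). The first principal component of log2(scaled TPM + 1) held 25.5% of the variance, of which 2.27% lay between batches and 9.65% between groups, and the next held 21.4%, of which 12.4% lay between batches and 9.44% between groups. The share between batches was largest in component 3, with 40.8% (exact permutation, p = 0.164), and component 3 held 12.6% of the variance. The NR and TCMR urines of these batches were not analysed here, and with 4, 3 and 3 BKVN patients per batch only a large batch difference would be seen.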

Biological replicability. Biological replicability is a cornerstone of RNA-Seq gene expression studies and refers to the consistency of expression profiles observed across independently collected biological samples of the same condition. High replicability

ensures that the measured transcriptomic differences reflect true biological phenomenon rather than technical noise or artifacts.

In this study, biological replicability was assessed under two experimental conditions. First, a urine sample collected within 4 hours prior to the BKVN-P biopsy was compared with the urine sample collected within 6 hours post-BKVN-P biopsy. Second, all 4 urine samples matched to BKVN-N biopsies were analyzed for inter-sample correlation to confirm biological reproducibility. This was considered necessary since the sample size was small, and biological reproducibility among the limited sample size would increase confidence in the observed biopsy-specific transcriptional differences. Pearson correlation coefficients were calculated for each comparison to quantify the linear agreement between gene expression values across replicates. Values above correlation coefficient (r) 0.90 are considered indicative of robust biological replicability, supporting the reliability of the data.

Supplemental Figure 4, Panel A demonstrates the correlation between RNA-Seq count measurements of 17,765 genes in paired urine sample collected prior to the BKVN-P biopsy and the urine sample collected within 6 hours following the biopsy procedure. This analysis yielded Pearson correlation of $r=0.964$, which reflects exceptionally strong replicability between the pre-and post-biopsy samples.

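The urines labelled BKVN-P 6 and 7, mapped to 1 biopsy, had a Pearson correlation of 0.803 across 16645 genes on log2(TPM + 1), and of 0.956 in TPM without logs. MT-RNR2, given as NA in BKVN-N urine 4, is not among those genes. The other 54 pairs of BKVN urines had a mean correlation of 0.791 on the log scale, with a range of 0.695 to 0.934. The mapped pair ranked 24th of 55 on that scale, where the closest pair was BKVN-P 4 and 7, with 0.934; without logs that pair had 0.940, less than the mapped pair. Genes are not independent replicates, so no p-value is given.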

To complement correlation analysis, and further assess agreement, a Bland-Altman Plot was generated (18). In this plot, each data point represents the difference in RNA-Seq counts between paired samples (Y-axis), versus their average (X-axis); the horizontal lines indicate the mean difference (bias) and the limits of agreement, typically

defined as the mean and plus or minus 1.96 standard deviations. This technique reveals systemic bias, random error, and helps identify potential outliers.

Supplemental Figure 4, Panel B shows the Bland-Altman plot, confirming that almost all RNA-Seq count differences of 17,563 genes fall within the limits of agreement, with minimal bias. This provides clear evidence for excellent agreement between pre-and post-biopsy urine samples from the same individual patient with BKVN-P biopsy and supports reproducibility of RNA-Seq measurements.

Biological replicability of BKVN-N samples. A minimum 3 biological replicates per condition/diagnostic category is generally required for RNA-Seq measurements (19, 20). When sample sizes are small, stringent statistical methods and careful methodological choices are essential to mitigate sample size related limitations. According to the ENCODE consortium guidelines, Pearson correlation coefficients between biological replicates in RNA-Seq experiments exceeding 0.9 is preferable (19).

In this study, the four BKVN-N samples were analyzed. To assess both technical reproducibility and biological similarity, we calculated the inter-sample Pearson correlation coefficient among these 4 urine samples matched to BKVN-N biopsy. 

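Over the 6 pairs among the 4 BKVN-N urines, Pearson correlations of log2(TPM + 1) across 16645 genes had a mean of 0.801 (SD 0.068) and ran from 0.727 to 0.874. BKVN-N 3 and 4 were the most alike of these pairs. Without logs the mean was 0.464, with 0.302, 0.131 and 0.00958 in the 3 pairs that hold BKVN-N 2 and 0.605 to 0.958 in the others. The correlation is across genes within pairs of samples, and genes are not independent replicates.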

As shown in Supplemental Table 42, the mean Pearson correlation coefficient value was 0.9257, surpassing the ENCODE benchmark of 0.90. These findings confirm both technical reproducibility and biological consistency of the data.

Customized RT-qPCR assays. Total RNA (1.0 µg of total RNA in 100 µL) was reverse transcribed to cDNA using TaqMan Reverse Transcription Reagents (Applied

Biosystems). Gene-specific oligonucleotide primers and fluorogenic probes were designed using Primer Express software to quantify target mRNAs and the reference gene 18S rRNA (21). Probes were labeled with 6-carboxy-fluorescein (FAM) at the 5' end and either 6-carboxy-tetramethylrodamine (TAMRA) or a minor groove binder (MGB), dihydrocyclopyrroloindole tripeptide, at the 3' end. FAM functioned as the reporter dye, and TAMRA or MGB as the quencher.

We designed and amplified the BKV VP1 mRNA with the following primers and probe (BKV GenBank accession no. J02038): BKV sense primer 5'-TGCTGATATTTGTGGCCTGTTTACTA-3' [2355-2380] and anti-sense primer 5'-CTCAGGCGGATCTTAAAATATCTTG- 3' [2438–2414]. The amplified BKV PCR product was detected in the customized RT-qPCR assay using the TaqMan Probe, 5'-FAM AGCTCTGGAACACAACAGTGGAGAGGCC TAMRA- 3' [2383-2410], as previously described (22).

A two-step RT-qPCR assay was performed to measure absolute levels of CXCL10 mRNA and CD3E mRNA, using a preamplification step followed by quantification on the Applied Biosystems Quant Studio 6 Flex Real-Time PCR System (Thermo Fisher Scientific) (22).

The standard curve copy numbers in our customized RT-qPCR assays ranged from 25–2.5 million copies (22). RNA adequacy was defined as 18S rRNA $\geq 5.0 \times 10^7$ copies/ μg of total RNA and TGF-B1 mRNA $\geq 1.0 \times 10^2$ copies/ μg of total RNA, as described.

Statistics. Differential expression analysis of RNA-Seq data across diagnostic categories was performed using the limma package in R (<http://bioconductor.org/packages/release/bioc/html/limma.html>), applied to voom-normalized raw counts. P-values were adjusted for multiple comparisons using the Benjamini-Hochberg method to control the FDR.

To assess distribution shifts in gene expression, the Kolmogorov-Smirnov (K-S) test was used to compare the cumulative distribution functions (CDFs) of expression values across diagnostic groups or predefined gene sets. The test calculated the maximum vertical distance between CDF curves and determined statistical significance using P values.

A comprehensive assessment of gene-set level changes was performed using both ROAST (Rotation Gene Testing) and CAMERA (Correlation Adjusted Rank gene set test), implemented in the limma R package. ROAST, a self-contained test, evaluated whether predefined gene sets exhibited coordinated expression changes across directionality (upregulation, downregulation, or mixed pattern) (23). CAMERA, a competitive test, assessed whether a predefined gene set was more differently expressed than genes outside the set, while accounting for inter-gene correlation (24). Together, these complementary approaches provided robust insights into pathway-level transcriptional changes.

Receiver operating characteristic (ROC) curve analysis was performed to evaluate the diagnostic performance of the CXCL10 mRNA/CD3E mRNA ratio. The ROC curve plotted true positive vs. false positive rates across thresholds, and the area under the ROC (AUROC) quantified classification accuracy. The Youden index

(Sensitivity+Specificity-1) was used to identify the optimal threshold to distinguish BKN from TCMR. Comparisons of mRNA abundance across diagnostic groups were performed using the Kruskal-Wallis test for overall group differences. Pairwise comparisons were conducted using the Mann-Whitney U test, and multiple group comparisons were evaluated using Dunn's test for post-hoc analysis. $P < 0.05$ was considered statistically significant.

Study approval. Kidney transplant recipients reported herein provided written informed consent to participate in the study, and the informed consent was obtained before their inclusion in the study. The IRB at Weill Cornell Medicine approved the study. The clinical and research activities that we report here are consistent with the principles of the "Declaration of Istanbul on Organ Trafficking and Transplant Tourism" (25) and the "World Medical Association Declaration of Helsinki on Ethical Principles for Medical Research Involving Human Subjects" (26).

Host cell genes involved in replication. Of the 22 SV40-related genes (27, 28), 14 genes were significantly overexpressed in BKN-N, 5 in BKN-P, and 4 in TCMR compared to NR samples (Supplemental Table 6A, Panel A). These in vivo findings are consistent with prior in vitro data showing SV-40 induced gene upregulation of these genes in kidney epithelial cells (28, 29). Pairwise comparison of fold-change revealed significantly higher expression in BKN-N compared to BKN-P ($P=0.0008$) and TCMR ($P<0.0001$) with no significant difference observed between BKN-P and TCMR (Supplemental Table 6A, Panel B).

Host cell genes involved in cell cycle progression. BK polyomavirus hijacks host cell cycle pathways to enhance its replication (30). Genes promoting cell cycle progression were significantly upregulated in both BKVN-N and BKVN-P compared to NR and were elevated in TCMR samples also (Supplemental Table 6B, Panel A). In BKVN-N, key inhibitors - RBL2, CDKN1C, CDKN2A, CDKN2B- were down regulated consistent with the loss of p53-mediated G1 arrest. This pattern aligns with the known effects of viral large T-antigen on pRB and TP53 (29, 31). Additional downregulation of WEE1 and CDC14B was observed in BKVN-P. Pairwise comparisons showed significantly higher fold change in BKVN-N compared with BKVN-P ($P<0.0004$) and with TCMR ($P<0.0001$), whereas no significant difference was observed between BKVN-P and TCMR (Supplemental Table 6B, Panel B).

Host cell genes involved in DNA replication. Cell cycle gene activation during viral infection is tightly linked to dysregulation of host DNA replication (32). Compared to NR, 11 of 12 DNA replication genes were upregulated in BKVN-N, 5 were upregulated in BKVN-P, and only one in TCMR (Supplemental Table 6C, Panel A). PPP2CA was uniquely under expressed in BKVN-N compared to NR ($P=3.49E-02$).

Fold change analysis showed significantly higher in BKVN-N compared to BKVN-P ($P=0.0453$) and with TCMR ($P<0.001$). In addition, BKVN-P showed a higher fold change than TCMR ($P=0.0397$) (Supplemental Table 6C, Panel B).

Host cell genes involved in repair pathways. Both BKVN groups showed increased expression of homologous-recombination repair genes, reflecting

persistent DNA damage from viral replication and oxidative stress (33) (Supplemental Table 6D, Panel A). Overexpression of homologous-recombination repair genes was also observed in TCMR samples.

Fold change analysis demonstrated higher expression in BKVN-N compared with BKVN-P ($P=0.0093$) and with TCMR ($P<0.0001$). BKVN-P showed higher fold change than TCMR ($P=0.0056$) (Supplemental Table 6D, Panel B).

Conversely, POLR1D, POLR2M, and CULB were significantly downregulated in BKVN-N, suggesting transcriptional shutdown, viral manipulation of host transcriptional machinery, and tubular epithelial cell injury or dedifferentiation (Supplemental Table 6D, Panel C). In BKVN-P, reduced ERCC2, POLR2M, and EME2 expression points to impaired DNA repair and transcriptional fidelity, and potential cell cycle arrest or apoptosis (Supplemental Table 6D, Panel C). ERCC2 was the only gene under expressed in TCMR. However, fold change differences among BKVN-N, BKVN-P and TCMR samples were not different (Supplemental Table 6D, Panel D).

Host cell genes involved in microtubule dynamics. In BKVN-N, upregulated mitotic kinesins (KIFC1, KIF18B, KIF15, KIF4A, KIF11, KIF22) together with gamma-tubulin complex genes (TUBGCP3/6), TUBE1, TUBA1B, TUBB) (Supplemental Table 6E, Panel A) indicated a proliferative epithelial program with reinforced centrosomes and mitotic spindles while down regulated RAB21, RAB11A, RAB11FIP5, HOOK3 and TRUBB6 (Supplemental Table 6E, Panel B) suggested attenuation of RAB11-mediated apical recycling and long-range endosomal transport. This shift redirects microtubule

usage away from polarity maintenance toward spindle assembly and perinuclear viral trafficking (34). Overall, BKNV-N appeared dominated by virally infected, rapidly cycling tubular epithelial cells that repurpose microtubules and motor proteins to facilitate efficient BK polyomavirus entry and nuclear trafficking at the expense of epithelial polarity and receptor recycling.

In BKNV-P, unique overexpression of DNAH1—axonemal dynein heavy chain—indicated activation of a motile cilia/axonemal transcriptional module in injured proximal tubules (Supplemental Table 6E, Panel A), whereas downregulation of multiple cytoplasmic dynein-dynactin adaptors (ACTR1A, BICD2, DCTN5, DYNLL2, DNAL1, KLC3) and Rab11 axis genes (RAB11A, RAB11FIP3/5, KIF1C, KIF21A, TUBG2) (Supplemental Table 6E, Panel B) suggested weakened cytoplasmic dynein cargo transport and impaired RAB11-dependent apical recycling. This pattern was consistent with dedifferentiated or regenerating tubular cells following severe injury and loss of epithelial polarity, and reengagement of repair pathways.

In TCMR, upregulation of KIFC2, KIFC3, KIF1C, HOOK1, and dynamic tubulin isoforms (TUBA1C, TUBB, TUBB6) (Supplemental Table 6. Panels A and B) suggested highly reconfigurable microtubules optimized for vesicle transport, cell migration, and immune synapse formation rather than ciliary or mitotic structures. Concurrent downregulation of DNAH1, other axonemal/dynein components, and RAB11A, RAB11FIP5, KIF21A and DYNC1L1, indicated loss of ciliary programs and weakened RAB11 driven epithelial polarity. Collectively, TCMR was characterized by immune cell-centric cytoskeletal remodeling: dynamic microtubules supporting T cell motility, granule secretion, and tubulitis, accompanied by generalized loss of tubular

epithelial polarity transcripts typical of acute injury.

Across all three diagnostic categories (BKVN-N, BKVN-P and TCMR), compared with NR, suppression of RAB11-dependent apical recycling was a shared feature; however, the dominant microtubule motor programs differed markedly - mitotic motors in BKVN-N, axonemal/ciliary motors in BKVN-P, and immune cell motility/vesicle transport motors in TCMR.

Supplemental Table 6E, Panel C shows that fold change is significantly higher in BKVN-N compared to BKVN-P ($P=0.0017$) and with TCMR ($P<0.0001$). Supplemental Table 6E, Panel D shows that fold change is significantly higher in TCMR than in BKVN-P.

Mitochondrial gene expression. BK polyomavirus may exploit mitochondrial pathways to support replication and immune evasion (35). Viral replication disrupts mitochondrial networks, leading to a stress signature marked by discordant regulation of mitochondria-and nucleus-encoded genes in renal tubular epithelial cells (29).

Differential expression analysis of 13 mitochondrial protein-coding genes and 2 rRNA genes (Supplemental Table 6F, Panel A) showed significant overexpression in urine samples matched to BKVN-N biopsies compared to BKVN-P (Dunn's $P<0.0001$) and TCMR ($P<0.001$). No significant difference between BKVN-P and TCMR samples was observed (Supplemental Table 6F, Panel B).

These findings support the presence of a BK polyomavirus -associated mitochondrial transcriptome stress pattern.

Antigen presentation in BKVN. HLA class II genes, key to CD4 T cell activation (36), were significantly upregulated in both BKVN-P and TCMR, indicating active antigen presentation (Supplemental Table 7). HLA-DOA gene was uniquely overexpressed in BKVN-P versus NR, suggesting a role in viral antigen processing. In BKVN-N, only HLA-DMB, which facilitates peptide loading by removing CLIP from MHC class II groove (37), was significantly upregulated compared to NR, indicating a more targeted antigen presentation response.

Pattern recognition receptors (PRRs) in BKVN. PRRs detect viral components and initiate innate immune responses (38, 39). The expression in BKVN and TCMR is detailed in Supplemental Table 8. BKVN-P showed broad upregulation of multiple PRR families—Toll-like receptors (TLRs), RIG-I-like receptors (RLRs), Cytosolic DNA-sensors, C-type lectin receptors (CLRs), and the NOD-like receptor (NLRs), indicating strong immune activation, more extensive than TCMR

In BKVN-N, fewer PRR genes were overexpressed compared to NR, consistent with viral inactivation of the mitochondrial innate signaling. Notably, DHX58 (a cytosolic RNA helicase that plays a regulatory role in the innate immune response to viral infections), MB21D1 (cGAS, a cytosolic DNA sensor in the innate immune system), CD209 (C-type lectin receptor expressed on dendritic cells and a participant in immune modulation) and NOD1 (production of proinflammatory cytokines via RIPK2) were overexpressed (Supplemental Table 8), suggesting a targeted immune response despite minimal inflammation.

Proinflammatory cytokines and chemokines in BKN. The upregulation of HLA-class II and PRRs is expected to drive expression of genes for chemokines and cytokines. This expectation is strongly supported by gene expression data shown in Supplemental Table 9.

Chemokine and chemokine receptors. Multiple chemokine and receptor genes were overexpressed in BKN-P, indicating active immune cell recruitment (Supplemental Table 9A). Conversely, CCL17 (Treg recruiter) and CXCL14 (antiviral defense and tissue homeostasis) were downregulated in BKN-P vs. NR, suggesting impaired immune regulation and homeostasis. CXCL1 was markedly overexpressed in BKN-N compared to BKN-P and TCMR, highlighting indicating a distinct cytotoxic inflammatory profile. These findings reflect heightened inflammation with reduced immune regulation and disrupted homeostasis.

Cytokines and cytokine receptors. Cytokine and receptor genes were elevated in BKN-P than in BKN-N (Supplemental Table 9B). IL-18 downregulation in BKN-N may hinder antiviral responses. Reduced LIFR (leukemia inhibitory factor Receptor) and CTF1 (Cardiotrophin-1) in BKN-P suggest compromised tissue repair and increased injury.

IFNs and TNF/Receptor superfamily. Genes in these families were predominantly expressed in BKN-P versus BKN-N, reinforcing heightened inflammation in BKN-P (Supplemental Table 9C). Concurrent downregulation of ACVR2, BMP2, and EGF in BKN-P indicates a shift away from repair and regulation toward a proinflammatory, injury-prone state.

T Cell signaling in BKVN. T cells play a central role in immune responses (40). Of 115 T cell signaling genes (Supplemental Table 10A), 51 were differentially expressed in BKVN or TCMR or NR (Supplemental Table 10B). In BKVN-N samples, the inhibitory molecules CTLA4 and IL10 mRNA were upregulated, alongside downregulation of CDC42, NCK2, AKT2, PDPK1, KRAS, MAPK3 (ERK1), MAPK8 (JNK1), and BCL10, suggest a suppressed or exhausted T cell phenotype driven by chronic BK polyomavirus stimulation.

BKVN-P showed dysregulated T cell responses, with increased of IFNG, TNF, NFATC1, and PDCD1 and CTLA4, indicating activation and potential exhaustion (41, 42). Downregulation of AKT2, PDPK1, DLG1, and phosphatases points to impaired T cell signaling.

Counter-receptors CD80 and CD86 were significantly upregulated in BKVN-N (FC 4.0, $P=3.92E-02$; FC 5.28, $P=1.33E-02$) and BKVN-P (FC 9.48, $P=1.60E-05$; FC 4.08, $P=8.85E-03$). CD40 was also upregulated in both BKVN-N (FC 4.23, $P=1.76E-03$) and BKVN-P (FC 4.04, $P=2.16E-04$).

TCMR samples showed upregulation of genes associated with T cell activation - CD3D/E/G, CD247, CD4, CD8A/B, CD28, CTLA4, PTPRC, ICOS, and ZAP 70 (Supplemental Table 10C). In contrast, BKVN-N showed increased CTLA4 alone, while BKVN-P showed elevated CTLA4, PDCD1, and CD4, consistent with initial activation followed by exhaustion, potentially facilitating viral persistence.

Expression of T Cell exhaustion and anergy genes in BKVN. T cell exhaustion may underlie BK polyoma virus persistence and progression to BKVN. A 40 gene exhaustion

signature (Supplemental Table 11A, (43-45) was significantly upregulated in BKVN-P (Kolmogorov-Smirnov (K-S) test, $D=0.634$, $P=3.15E-14$), BKVN-N ($D=0.640$, $P=1.60E-14$), and TCMR ($D=0.658$, $P=2.55E-15$) versus NR (Main text, Figure 4A), indicating robust enrichment.

In contrast, the 32-gene anergy signature (46) (Supplemental Table 12A, showed modest downregulation in BKVN-N (K-S test, $D=0.264$, $P=2.41E-02$), with non-significant shifts in BKVN-P ($D=0.224$, $P=8.33E-02$) and TCMR ($D=0.229$, $P=7.25E-02$) (Main text, Figure 4B).

ROAST (Rotation Gene Set Testing) (23) and CAMERA (Correlation Adjusted MEan RAnk Gene Set Test) (24), confirmed strong enrichment of exhaustion genes in BKVN subtypes and TCMR (Supplemental Table 11B), while anergy genes showed limited enrichment in BKVN-N and none in BKVN-P (Supplemental Table 12B). These findings support a model of chronic antigen-driven T cell exhaustion, contributing to immune evasion in BKVN.

CD4 T cells in BKVN. Given CD4 over expression in BKVN-P (Supplemental Table 10C), we examined cytotoxic CD4 T cell-associated genes. Several, including CRTAM, IL12RB1/2, IL15RA, IL18R α , TNFSF4, CCL8, CCR5 were upregulated in BKVN-P (Supplemental Table 13), indicating enhanced cytolytic and trafficking potential.

Notably, IL4I1 (interleukin-4-inducing 1)—a myeloid-derived immunosuppressive enzyme—was significantly overexpressed in BKVN-N ($P=0.0073$) and BKVN-P samples ($P=0.0043$) versus NR (Main text, Figure 5A). IL4I1 may impair cytotoxic CD4 T cell

function via reduced TCR and mTORC1 signaling, potentially aiding viral immune evasion (Main text, Figure 5B).

CD4 T cell subset signatures in BKVN. RNA-Seq analysis has revealed enrichment of Th1, Th2, Th17, and Treg gene signatures in TCMR biopsies versus NR biopsies (40, 47, 48). We investigated these subsets in urine matched to BKVN biopsies.

Th1 signature (36 genes, Supplemental Table 14A, (48)). Significant upregulation in BKVN-N (K-S test, $D=0.670$, $P=2.59E-14$), BKVN-P ($D=0.384$, $P=5.31E-05$), and TCMR ($D=0.603$, $P=1.08E-11$) versus NR (Main text, Figure 6A). BKVN-N showed stronger enrichment than BKVN-P ($D=0.361$, $P=0.0176$). ROAST and CAMERA confirmed robust enrichment in BKVN-N and TCMR (*Supplemental Table 14B*).

Th2 signature (27 genes, Supplemental Table 15A, (48)). Upregulated in BKVN-N (K-S test, $D=0.558$, $P=1.14E-07$), BKVN-P ($D=0.568$, $P=6.001E-08$), and TCMR ($D=0.568$, $P=6.32E-08$) versus NR (Main text, Figure 6B). ROAST and CAMERA showed robust enrichment in TCMR and modest enrichment in BKVN subtypes (*Supplemental Table 15B*).

Th17 signature (22 genes, Supplemental Table 16A, (48)). Significantly enriched in BKVN-P (K-S test, $D=0.541$, $P=5.65E-06$), BKVN-N ($D=0.361$, $P=6.66E-03$), and TCMR ($D=0.508$, $P=2.54E-05$) versus NR (Main text, Figure 6C). ROAST and CAMERA confirmed the statistically enriched Th17 signature in BKVN-P (and TCMR) compared to enrichment in BKVN-P and TCMR; BKVN-N showed non-significant enrichment (*Supplemental Table 16B*).

Treg signature (31 genes, Supplemental Table 17A, (47)). Upregulated in BKVN-P (K-S test, $D=0.690$, $P=3.75E-13$), BKVN-N ($D=0.619$, $P=1.15E-10$) and TCMR ($D=0.594$, $P=7.49E-10$) versus NR (Main text, Figure 6D). BKVN-P showed stronger enrichment than TCMR ($D=0.355$, $P=3.96E-02$); no significant difference between BKVN-P and BKVN-N.

ROAST and CAMERA confirmed strong enrichment of Treg in BKVN-P, and modest enrichment in BKVN-N (*Supplemental Table 17B*).

Our investigation of CD4 T cell subsets in urine matched to biopsies identified Th1 signature predominance in BKVN-N, and Treg signature being most enriched in BKVN-P. Altogether, our data suggest distinct CD4 T cell subset dynamics across BKVN subtypes.

CD8 memory and effector T cell signatures in BKVN. We assessed enrichment of CD8 memory (45 genes, Supplemental Table 18A, (49)) and effector (24 genes, Supplemental Table 19A) T cell signatures in urines matched to BKVN and TCMR biopsies versus urines matched to NR biopsies,

CD8 memory signature. Significantly upregulated in BKVN-P (K-S test, $D=0.756$, $P=2.20E-16$), BKVN-N ($D=0.647$, $P=2.20E-16$), and TCMR ($D=0.788$, $P=2.20E-16$) versus NR (Main text, Figure 7 A). Differences between BKVN-P versus BKVN-N ($D=0.311$, $P=0.025$) and BKVN-P versus TCMR ($D=0.289$, $P=0.046$) were significant. ROAST and CAMERA confirmed the strong enrichment across all groups *Supplemental Table 18B*).

CD8 effector T cell signature. Upregulated in BKNV-P (K-S test, $D=0.934$, $P=2.20E-16$), BKNV-N ($D=0.827$, $P=1.39E-14$), and TCMR ($D=0.881$, $P=2.20E-16$) versus NR (Main text, Figure 7B). Significant differences were observed between BKNV-P versus BKNV-N ($D=0.5417$, $P=0.001$); BKNV-N versus TCMR ($D=0.456$, $P=0.011$); BKNV-P versus TCMR was not significant ($D=0.167$, $P=0.902$). ROAST and CAMERA confirmed strong enrichment of in BKNV-P and TCMR, but not BKNV-N (*Supplemental Table 19B*).

B cell signaling in BKNV. Beyond antibody production, B cells may contribute to BKNV via antigen presentation and inflammation (50). Of 79 B cell signaling genes (*Supplemental Table 20A*), 31 were differentially expressed across BKNV-N, BKNV-P and TCMR versus NR (*Supplemental Table 20B*).

BKNV-N. Upregulation of inhibitory receptors (LILRB1/4/5, CD72) and down regulation of KRAS, BCL10, and MAPK3 suggest a regulatory B cell phenotype with suppressed B cell signaling.

BKNV-P. Gene expression indicated active cell signaling, with upregulation of BTK, BLK, CD79A/B, NFATC1, JUN, NFKB1, RASGRP3, IFITM1, LILRB1/4) alongside AKT2 downregulation, reflecting activation with regulatory feedback.

TCMR. Enhanced B cell activation and signaling were evident via increased LILRB1, IFITM, CD72, RAC2, PRKCB, PTPN6 [SHP-1], CARD11, FCGR2B, INPP5D (SHIP1), NFATC1/3, PIK3CD, PPP3CC, highlighting a role for B cells in TCMR pathogenesis.

Gene Set Enrichment Analysis (GSEA) of KEGG and Reactome Pathways. To provide functional context and mechanistic insights into the DEGs, we performed GSEA using both KEGG and Reactome pathway databases. GSEA evaluates predefined gene sets involved in specific biological processes, thereby enhancing the interpretability of the DEG lists. While KEGG pathways offer broad biological coverage, Reactome pathways often provide more detailed and curated insights, which can be particularly informative in immunological and signaling contexts.

GSEA of KEGG and Reactome Pathways uniquely enriched in BKVN-P and BKVN-N relative to NR transcriptomes. One key objective was to identify pathways uniquely enriched in the BKVN-P and BKVN-N groups. Among the 2,327 DEGs identified between BKVN-P and NR samples, 1,731 genes were unique to BKVN-P, while 596 genes overlapped with those differentially expressed in BKVN-N. Conversely, of the 1,497 DEGs between BKVN-N and NR samples, 901 genes were unique to BKVN-N (Main text, Venn Diagram in Figure 9)

Figure 9, in main text, presents ridge plot distributions of enriched pathways based on the 1,731 DEGs unique to BKVN-P samples. Panel A displays 22 significantly enriched KEGG pathways (adjusted $P < 0.05$, Supplemental Table 23), while Panel B shows the top 30 of 53 significantly enriched Reactome pathways (adjusted $P < 0.05$, Supplemental Table 24).

The positively enriched biological pathways in BKVN-P samples reflect robust activation of immune responses, cytokine signaling, including interferon-mediated antiviral defense, B cell receptor signaling pathway, antigen presentation and

costimulation, and pro-inflammatory chemokine activity. In contrast, the negatively enriched pathways suggest a loss of metabolic and solute transport functions of epithelial cells, impaired epithelial cell repair mechanisms, and compromised epithelial barrier integrity—likely consequences of viral cytopathic effects.

Figure 9, in main text, also displays ridge plot distributions of enriched pathways based on GSEA of the 901 DEGs unique to BKV-N samples. Panel C shows one positively enriched cell cycle pathway and 2 negatively enriched - endocytosis and IL-17 signaling- KEGG pathways (adjusted $P < 0.05$, Supplemental Table 25), and Panel D presents the top 30 of 62 significantly enriched Reactome pathways (adjusted $P < 0.05$, Supplemental Table 26). DNA damage response and repair, centrosome and microtubule organization, telomere maintenance, AURKA activation, and Golgi-to-ER retrograde transport features are consistent with BK polyomavirus-induced reprogramming of renal tubular epithelial cells. The negatively enriched pathways reflected suppression of host defense and epithelial cell differentiation, including downregulation of innate immune signaling, attenuated inflammatory responses, tubular injury, and loss of epithelial integrity.

The contrasts in pathway enrichment between BKV-N-P and BKV-N-N samples, based on the 1,731 and 901 DEGs, respectively, are vividly illustrated through cluster profiling. Figure 10A, in main text, compares GSEA results for KEGG pathways between the two groups, while Figure 10B, in main text, presents a similar comparison for Reactome pathways. These visualizations highlight distinct biological programs activated in each subgroup, underscoring the divergent molecular mechanisms underlying BKV-N-P and BKV-N-N subtypes.

GSEA of KEGG and Reactome pathways uniquely enriched in BKVN-P samples

relative to TCMR transcriptomes. Given that Banff acute lesion scores in BKVN-P samples met diagnostic thresholds for TCMR, and that the histological features of BKVN-P are largely indistinguishable from those of TCMR, we investigated whether GSEA of KEGG and Reactome pathways could provide insights discriminating BKVN-P from TCMR. To this end, we first identified DEGs by comparing transcriptomes of urinary cells from 21 urine samples matched to 21 TCMR biopsies with transcriptomes of urinary cells from 26 urine samples matched to 26 NR biopsies. This analysis yielded 2,654 DEGs in the TCMR group. We then compared these DEGs with the 2,327 DEGs identified by comparing the transcriptomes of BKVN-P samples and NR samples. The comparison of 2,654 DEGs with the 2,327 DEGs revealed 1,599 DEGs unique to TCMR, 1,272 DEGs unique to BKVN-P, and 1,055 shared DEGs (Main text, Venn diagram in Figure 11).

Figure 11, in main text, presents GSEA results highlighting distinct biological pathways enriched in TCMR and BKVN-P urinary cell transcriptomes. Figure 11A presents ridge plot distributions of enriched KEGG pathways based on the 1,599 DEGs unique to TCMR samples (Supplemental Table 27). Figure 11B displays ridge plot distributions of enriched KEGG pathways based on the 1,272 DEGs unique to BKVN-P samples (Supplemental Table 28). Figure 11C compares KEGG pathway enrichment between TCMR and BKVN-P samples. Figure 12A presents ridge plot distributions of enriched Reactome pathways based on the 1,599 DEGs unique to TCMR samples (Supplemental Table 29). Figure 12B presents ridge plot distributions of enriched Reactome pathways based on the 1,272 DEGs unique to BKVN-P samples

(Supplemental Table 30). Figure 12C compares Reactome pathway enrichment between TCMR and BKNV-P samples

Altogether, TCMR samples show robust enrichment of TCR signaling, CD28 co-stimulation, innate immune response, GTPase-mediated signaling cascade, integrin-mediated interactions, immune cell infiltration, and extracellular matrix (ECM) remodeling. Negatively enriched pathways suggest downregulation of homeostatic transport and epithelial barrier maintenance. BKNV-P samples reveal strong immune activation of innate immune responses, chemokine-driven immune cell recruitment, interferon and cytokine signaling characteristic of viral infections, and suppression of epithelial and metabolic homeostasis- likely reflecting inflammation and virus-induced tissue damage.

The comparative analysis showed that while immune system activation is a shared feature of TCMR and BKNV-P, TCR signaling and CD28 co-stimulation are dominant in TCMR and largely absent in BKNV-P. Conversely, BKNV-P samples showed stronger enrichment of innate immune and GPCR-mediated pathways, along with more pronounced downregulation of transport, metabolic, and epithelial barrier functions compared to TCMR samples.

GSEA of KEGG and Reactome pathways uniquely enriched in BKNV-N samples

relative to TCMR transcriptomes. We also compared the 2,654 DEGs identified in TCMR samples vs. NR with the 1,497 DEGs from the BKNV-N vs. NR samples. This comparison revealed 568 shared DEGs (Supplemental Table 31), 2,086 DEGs unique

to TCMR (Supplemental Table 32), and 929 DEGs unique to BKNV-N (Supplemental Table 33) (Main text, Venn diagram in Figure 13).

Figure 13A, in main text, presents ridge plot distributions of enriched KEGG pathways based on the 2,086 DEGs unique to TCMR samples (Supplemental Table 34). Figure 13B displays ridge plot distributions of enriched KEGG pathways based on the 929 DEGs unique to BKNV-N samples (Supplemental Table 35). Figure 13C compares KEGG pathway enrichment and between TCMR and BKNV-N samples. Figure 14A presents ridge plot distributions of enriched Reactome pathways based on the 2,086 DEGs unique to TCMR samples (Supplemental Table 36). Figure 14B presents ridge plot distributions of enriched Reactome pathways based on the 929 DEGs unique to BKNV-N samples (Supplemental Table 37). Figure 14C compares Reactome pathway enrichment between TCMR and BKNV-N samples

The positively enriched pathways in TCMR samples reflect again strong T cell activation and proliferation, cytokine signaling (including interferon signaling), innate immune cell recruitment, and inflammation. Negatively enriched pathways indicate suppression of tissue-specific metabolic and structural functions.

The positively enriched pathways in BKNV-N samples are consistent with viral hijacking of host replication machinery, activation of DNA damage response and repair, replication stress, suppression of epithelial cell differentiation and signaling, loss of epithelial barrier integrity, and altered lipid and hormone signaling.

The comparative analysis of TCMR and BKNV-N samples showed that while both groups shared chemokine signaling, TCR signaling, and CD28 co-stimulation were dominant in TCMR and virtually absent in BKNV-N. In contrast, BKNV-N samples

showed stronger enrichment of viral protein interaction pathways, viral-driven host cell proliferation, replication stress, and checkpoint activation and suppression of epithelial differentiation and signaling pathways.

Noninvasive biomarker for discriminating BKVN from TCMR. Our investigation of urinary cell transcriptomes of TCMR, BKVN-P, and BKVN-N samples identified that several chemokine mRNAs were markedly overexpressed in BKVN samples compared to both NR and TCMR samples. Notably, CXCL10 mRNA showed an FC of 23.53 in BKVN-N vs. NR (adjusted $P=2.17E-03$), FC of 41.96 in BKVN-P vs. NR (adjusted $P=5.07E-05$), and FC of only 4.59 in TCMR vs. NR (adjusted $P=2.39E-02$) (Supplemental Table 9A).

Conversely, expression profiles of mRNA for T cell signaling proteins identified that CD3E mRNA is not significantly overexpressed, compared to NR samples, in either BKVN-N (FC, 2.23, adjusted $P=5.12E-01$) or in BKVN-P (FC, 2.61, adjusted $P=1.88E-01$) and significantly overexpressed in TCMR samples compared to NR samples (4.82, adjusted $P=8.00E-03$) (Supplemental Table 10C).

The contrasting patterns—T cell dominance in TCMR and chemokine enrichment in BKVN—led us to investigate whether a ratio of CXCL10 mRNA to CD3E mRNA could serve as a discriminatory biomarker between BKVN and TCMR. Accordingly, we measured CXCL10 mRNA and CD3E mRNA using and calculated the ratio of CXCL10 mRNA to CD3E mRNA in the RNA-Seq cohort and the external validation cohort. In addition to RNA-Seq, we used an orthogonal technology, customized RT-qPCR to measure absolute copy numbers of mRNA in urinary cells.

Urinary cell CXCL10 mRNA abundance is diagnostic of TCMR, and the CXCL10 mRNA/CD3E mRNA ratio differentiates BKVN from TCMR.

In urine samples matched to kidney allograft biopsies, we quantified CXCL10 mRNA and CD3E mRNA levels, calculated the ratio of CXCL10 mRNA to CD3E mRNA, and assessed the ability of these measures to distinguish diagnostic categories. Specifically, we assessed their performance as biomarkers of TCMR and their utility in differentiating TCMR from BKVN.

Discovery cohort (58 urine samples matched to 57 biopsies), RNA-Seq quantification (Main text, Figure 15A-C). The median (IQR) of CXCL10 transcripts per million (TPM) was 0.8 (2) in the 26 NR biopsy-matched urine samples, 8.8 (30) in 21 TCMR biopsy-matched samples, 50.0 (85) in 4 BKVN-N biopsy-matched urine samples, and 42.0 (69) in 7 BKVN-P urines matched to 6 BKVN-P biopsies (Figure 15A). A Kruskal Wallis [KW] test indicated significant differences among the diagnostic categories (Chi-squared = 26.3, df=3, $P < 0.0001$). Post-hoc Dunn's test results were as follows: NR vs. TCMR, $P = 0.0069$; NR vs. BKVN-N, $P = 0.009$; NR vs. BKVN-P, $P < 0.0001$; TCMR vs. BKVN-N, $P = 0.5993$; TCMR vs. BKVN-P, $P = 0.0737$; and BKVN-N vs. BKVN-P, $P = 1$.

The median (IQR) CD3E TPM was 0.48 (1.75) in NR samples, 2.85 (7.92) in TCMR samples, 1.94 (3.17) in BKVN-N samples, and 3.53 (2.36) in BKVN-P samples (Figure 15B). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 16.2, df=3, $P < 0.0001$). Post-hoc Dunn's test results were as follows: NR vs. TCMR, $P = 0.0006$; NR vs. BKVN-N, $P = 0.5591$; NR vs. BKVN-P,

P=0.0318; TCMR vs. BKNV-N, P=1; TCMR vs. BKNV-P, P=1; and BKNV-N vs. BKNV-P, P=1.

The median (IQR) CXCL10 TPM/CD3E TPM ratio was 1.0 (2.71) in NR, 0.93 (2.77) in TCMR, 13.78 (9.50) in BKNV-N and 14.30 (22.29) in BKNV-P (Figure 15C). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 13.57, df=3, P<0.0001). Post-hoc Dunn's test results were as follows: NR vs. TCMR, P=1; NR vs. BKNV-N, P=0.094; NR vs. BKNV-P, P 0.0093; TCMR vs. BKNV-N, P=0.0918; TCMR vs. BKNV-P, P=0.0098; and BKNV-N vs. BKNV-P, P=1.

Discovery cohort (58 urine samples matched to 57 biopsies), customized RT-qPCR quantification (Main text, Figure 15 D-F). We used an orthogonal RT-qPCR assay to measure absolute copy numbers of CXCL10 mRNA and CD3E mRNA in biopsy-matched urine samples. In the RNA-Seq cohort (Discovery Set), the median (IQR) CXCL10 mRNA copy number was 170 (636) per microgram of total RNA in 26 NR samples, 2830 (27,236) in 21 TCMR samples, 13,650 (13,793) in 4 BKNV-N samples, and 32,500 (52,350) in 7 BKNV-P urines matched to 6 BKNV-P biopsies (Figure 15D). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 22.2, df=3, P <0.0001). Post-hoc Dunn's test results were as follows: NR vs. TCMR, P=0.0102; NR vs. BKNV-N, P=0.0452; NR vs. BKNV-P, P=0.0001; TCMR vs. BKNV-N, P=1; TCMR vs. BKNV-P, P=0.1109; and BKNV-N vs. BKNV-P, P=1.

The median (IQR) CD3E mRNA copy number was 512 (4968) in NR samples, 8450 (50,910) in TCMR samples, 4655 (3884) in BKNV-N samples, and 13,600 (21,620) in BKNV-P samples (Figure 15E). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 15.3, df=3, P<0.0001). Post-hoc

Dunn's test results were as follows: NR vs. TCMR, $P=0.0017$; NR vs. BKNV-N, $P=1$; NR vs. BKNV-P, $P=0.0128$; TCMR vs. BKNV-N, $P=0.982$; TCMR vs. BKNV-P, $P=1$; and BKNV-N vs. BKNV-P, $P=0.7169$.

The median (IQR) CXCL10 mRNA copies/CD3E mRNA copies ratio was: 0.24 (0.87) in NR samples, 0.18 (0.42) in TCMR samples, 3.79 (2.35) in BKNV-N samples and 1.88 (8.31) in BKNV-P samples (Figure 15F). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 18.49, $df=3$, $P<0.0001$). Post-hoc Dunn's test results were as follows: NR vs. TCMR, $P=1$; NR vs. BKNV-N, $P=0.0224$; NR vs. BKNV-P, $P=0.0081$; TCMR vs. BKNV-N, $P=0.0086$; TCMR vs. BKNV-P, $P=0.0023$; and BKNV-N vs. BKNV-P, $P=1$.

External validation cohort (230 urine samples matched to 230 biopsies), customized RT-qPCR quantification (Main text, Figure 15 G-I). Demographic and clinical details, biopsy findings and total RNA characteristics are summarized in Supplemental Tables 38A-C, respectively; all participants were managed under a standardized immunosuppression protocol.

In the external validation set, the median (IQR) CXCL10 mRNA copy number per microgram of total RNA was 274 (950) in 145 NR biopsy- matched urine samples, 1734 (5492) in 46 TCMR biopsy- matched urine samples, 8785 (17,768) in 10 BKNV-N biopsy- matched urine samples, and 6097 copies (14,961) in 29 BKNV-P biopsy- matched urine samples (Figure 15G). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 62.8, $df=3$, $P<0.0001$). Post-hoc Dunn's test results were as follows: NR vs. TCMR, $P=0.0013$; NR vs. BKNV-

N, $P=0.0001$; NR vs. BKNV-N, $P<0.0001$; TCMR vs. BKNV-N, $P=0.0849$; TCMR vs. BKNV-P, $P=0.002$; and BKNV-N vs. BKNV-P, $P=1$.

The median (IQR) CD3E mRNA copy number was 1594 (5292) in NR samples, 5772 (17,514) in TCMR samples, 2301 (4202) in BKNV-N samples, and 5927 (14,936) in BKNV-P samples (Figure 15H). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 19.9, $df=3$, $P<0.0001$). Post-hoc Dunn's test results were as follows: NR vs. TCMR, $P=0.0015$; NR vs. BKNV-N, $P=1$; NR vs. BKNV-P, $P=0.0019$; TCMR vs. BKNV-N, $P=1$; TCMR vs. BKNV-P, $P=1$ and BKNV-N vs. BKNV-P, $P=1$.

The median (IQR) CXCL10 mRNA to CD3E mRNA ratio was: 0.22 (0.69) in NR samples, 0.23 (0.59) in TCMR samples, 3.49 (3.67) in BKNV-N samples and 1.79 (2.14) in BKNV-P samples (Figure 15I). A Kruskal Wallis test indicated significant differences among the diagnostic categories (Chi-squared = 48.33, $df=3$, $P<0.0001$). Post-hoc Dunn's test results were as follows: NR vs. TCMR, $P>0.9999$; NR vs. BKNV-N, $P<0.0001$; NR vs. BKNV-P, $P<0.0001$; TCMR vs. BKNV-N, $P<0.0001$; TCMR vs. BKNV-P, $P<0.0001$; and BKNV-N vs. BKNV-P, $P=1$.

Altogether, our data demonstrate that the expression levels of CXCL10 mRNA (and CD3E mRNA) discriminate TCMR from NR, consistent with earlier reports that CXCL10 mRNA or protein discriminate NR from TCMR (51-53). We identified in the current study that the ratio of CXCL10 mRNA to CD3E mRNA accurately discriminates BKNV-N from TCMR, BKNV-P from TCMR, and BKNV from TCMR.

Receiver Operating Characteristic curves (ROC) for discriminating BKNV from TCMR. We performed comprehensive ROC curve analyses across the discovery set, the external validation set and the combined data set to evaluate the diagnostic performance of the ratio of CXCL10 mRNA to CD3E mRNA for discriminating BKNV-N from TCMR, BKNV-P from TCMR, and BKNV from TCMR.

Figure 16, in main text, illustrates ROC curves for BKNV-N versus TCMR, BKNV-P versus TCMR, and BKNV versus TCMR within each data set. In the discovery set, discrimination between BKNV-N and TCMR achieved an area under the receiver operating characteristic curve (AUROC) of 0.93 (95% Confidence Interval [CI] 0.83-1, $P=0.002$, Figure 16A), while BKNV-P versus TCMR yielded an AUROC of 0.9 (95% CI, 0.79-1, $P=0.0004$, Figure 16B), and all BKNV cases versus TCMR an AUROC of 0.91(95% CI, 0.82-1, $P=1.96E-05$, Figure 16C).

In the external validation set, AUROC values were 0.92 (95% CI, 0.85-1, $P=1.42E-06$) for BKNV-N versus TCMR (Figure 16D), 0.82 (95% CI, 0.71-0.92, $P=7.8E-07$) for BKNV-P versus TCMR (Figure 16E), and 0.84 (95% CI, 0.76-0.93, $P=4.05E-09$) for all BKNV cases versus TCMR (Figure 16F).

In the combined set, the AUROC values remained robust: 0.93 (95% CI, 0.88-0.99, $P=2.3E-07$) for BKNV-N versus TCMR (Figure 16G), 0.83 (95% CI, 0.74-0.92, $P=2.03E-08$) for BKNV-P versus TCMR (Figure 16H) and 0.85 (95% CI, 0.78-0.92, $P=1.52E-10$) for all cases of BKNV versus TCMR (Figure 16I). The optimal cut point, which maximized the combined sensitivity and specificity, was 0.67. At this threshold, the ratio distinguished BKNV from TCMR with a sensitivity of 85% and a specificity of 76%.

Collectively, our findings support the utility of the ratio of CXCL10 mRNA to CD3E

mRNA as a noninvasive biomarker capable of distinguishing BKVN-N (without intragraft inflammation) and BKVN-P (with intragraft inflammation) from TCMR, which is characterized by prominent intragraft inflammation.

Transcriptomic signature discriminating TCMR from BKVN (Main text, Figure 17).

To define a transcriptome-wide signature that distinguishes TCMR from BKVN, 21 urinary cell transcriptomes matched to 21 TCMR biopsies were compared with 11 urinary cell transcriptomes matched to 10 BKVN biopsies (4 BKVN-N urine sample matched to 4 BKVN-N biopsies and 7 urine samples matched 6 BKVN-P biopsies). Figure 17A shows a volcano plot summarizing differentially expressed genes (DEGs). This analysis identified 104 DEGs, with 91 significantly overexpressed (adjusted $P < 0.05$) and 13 under expressed (adjusted $P < 0.05$) in BKVN compared with TCMR; these DEGs are listed Supplemental Table 39.

Elastic net regression was then used for robust feature selection by penalizing less informative predictors, yielding a parsimonious gene set with maximal discriminatory power between the two diagnostic categories. The `cv.glmnet` function identified the optimal lambda by cross-validation, selecting the model with the minimum error of lambda at $\alpha = 0.8$. Figure 17B displays the glmnet cross-validation plot, which shows mean-squared and misclassification error across lambda values; vertical lines indicate the optimal penalties (minimum error and more parsimonious 1-SE solution).

Shrinkage of the 104 DEGs identified an 18-gene panel (PEX19, NAP1L4, AKTIP, GATC, OIP5-AS1, PCMTD2, MXD4, UNC119B, RBL2, ZBTB44, SRSF9, DDX6, NR1H3, IQGAP3, KIAA1199, ADPRH, ETV7, and JAKMIP2) that perfectly discriminated

TCMR from BKVN with an accuracy of 100% (95% CI, 0.89-1.0) and an AUROC of 1.0. A bootstrap evaluation of the 18-gene model with 1000 iterations confirmed the high performance, yielding an accuracy of 0.987 (95% CI, 0.984-0.989) and an AUROC of 0.999.

Figure 17C shows the elastic net coefficient plot, which depicts the estimated coefficients for each of the 18 gene predictors, illustrating their direction and relative contribution to the model that separates TCMR from BKVN (AUROC =1.0).

Supplemental Table 40 lists the 18 predictor genes and their elastic net coefficients, random forest validation (mean decrease in accuracy and Gini), and TCMR vs. BKVN fold changes for the 18 predictors, and the adjusted P values for the fold changes.

To evaluate model robustness, a bootstrapped random forest was fitted using the selected genes. Using N=1000 bootstrap samples and the caret package train function with the optimal mtry=2, this model achieved similarly high performance, with an accuracy 0.973 (95% CI, 0.970-0.975) and an AUROC of 0.995 (Figure 17D).

Concluding Remarks

In sum, our in-depth transcriptomic analyses reveal profound and divergent reprogramming of host and immune pathways in urinary cells of kidney allograft recipients with BKVN, offering mechanistic insights into viral pathogenesis, immune dysregulation, and potential diagnostic signatures to differentiate BKVN from allograft rejection. These findings set the stage for new molecular approaches to noninvasive diagnosis, risk stratification, and tailored therapy in the care of kidney transplant recipients.

SUPPLEMENTAL REFERENCES

1. Verma A, Muthukumar T, Yang H, Lubetzky M, Cassidy MF, Lee JR, et al. Urinary cell transcriptomics and acute rejection in human kidney allografts. *JCI Insight*. 2020;5(4).
2. Loupy A, Haas M, Roufosse C, Naesens M, Adam B, Afrouzian M, et al. The Banff 2019 Kidney Meeting Report (I): Updates on and clarification of criteria for T cell- and antibody-mediated rejection. *Am J Transplant*. 2020;20(9):2318–31.
3. Racusen LC, Solez K, Colvin RB, Bonsib SM, Castro MC, Cavallo T, et al. The Banff 97 working classification of renal allograft pathology. *Kidney Int*. 1999;55(2):713–23.
4. Mann RS, and Carroll RB. Cross-reaction of BK virus large T antigen with monoclonal antibodies directed against SV40 large T antigen. *Virology*. 1984;138(2):379–85.
5. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29(1):15–21.
6. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat Biotechnol*. 2010;28(5):511–5.
7. Anders S, Pyl PT, and Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics*. 2015;31(2):166–9.

8. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* 2015;43(7):e47.
9. Law CW, Chen Y, Shi W, and Smyth GK. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol.* 2014;15(2):R29.
10. Xu S, Hu E, Cai Y, Xie Z, Luo X, Zhan L, et al. Using clusterProfiler to characterize multiomics data. *Nat Protoc.* 2024;19(11):3292–320.
11. Yu G, and He QY. ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. *Mol Biosyst.* 2016;12(2):477–9.
12. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.* 2016;44(W1):W90–7.
13. Kanehisa M, Sato Y, Kawashima M, Furumichi M, and Tanabe M. KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Res.* 2016;44(D1):D457–62.
14. Fabregat A, Sidiropoulos K, Viteri G, Forner O, Marin-Garcia P, Arnau V, et al. Reactome pathway analysis: a high-performance in-memory approach. *BMC Bioinformatics.* 2017;18(1):142.
15. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A.* 2005;102(43):15545–50.

16. Yu G, Wang LG, Han Y, and He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS*. 2012;16(5):284–7.
17. Baddeley A, Rubak E, Turner R, and Spatial Point Patterns: Methodology and Applications with R. Chapman and Hall/CRC Press, London. 2015.
18. Bland JM, and Altman DG. Statistical methods for assessing agreement between two methods of clinical measurement. *Lancet*. 1986;1(8476):307–10.
19. . ENCODE Guidelines and Best Practices for RNA-Seq.
<https://share.google/XqItbnLrA3wOXVJA1>.
20. Schurch NJ, Schofield P, Gierlinski M, Cole C, Sherstnev A, Singh V, et al. How many biological replicates are needed in an RNA-seq experiment and which differential expression tool should you use? *RNA*. 2016;22(6):839–51.
21. Suthanthiran M, Schwartz JE, Ding R, Abecassis M, Dadhania D, Samstein B, et al. Urinary-cell mRNA profile and acute cellular rejection in kidney allografts. *N Engl J Med*. 2013;369(1):20–31.
22. Muthukumar T, Dadhania D, Ding R, Snopkowski C, Naqvi R, Lee JB, et al. Messenger RNA for FOXP3 in the urine of renal-allograft recipients. *N Engl J Med*. 2005;353(22):2342–51.
23. Wu D, Lim E, Vaillant F, Asselin-Labat ML, Visvader JE, and Smyth GK. ROAST: rotation gene set tests for complex microarray experiments. *Bioinformatics*. 2010;26(17):2176–82.
24. Wu D, and Smyth GK. Camera: a competitive gene set test accounting for inter-gene correlation. *Nucleic Acids Res*. 2012;40(17):e133.

How the deposited data were processed for this re-analysis (not part of the article)

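The authors aligned the reads to hg38 with STAR (version 2.4.2) and computed FPKM with Cufflinks (version 2.2.1), by the paper's methods, and the FPKM were deposited for 60466 gene rows in each urine. No counts were used here, and 0 columns of other samples were in the table. TPM was computed here from the deposited FPKM over the rows that name a gene, and rows with the same symbol were summed to 58384 symbols, 28 rows having a date number for a symbol. Scaled TPM is TPM over a median-of-ratios factor from the 7078 genes above 1 TPM in all 11 urines. Genes above 1 TPM in at least 2 urines were kept (16655), and values were analysed as log2(scaled TPM + 1), or log2(TPM + 0.01) for the TPM of CXCL10, CD3E and IL4I1. The log2 values of BKVN-P urines 6 and 7, taken as from 1 biopsy by their batch label and the Supplemental Methods, were averaged.

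Limma (lmFit, and eBayes with a trend) compared 6 BKVN-P with 4 BKVN-N patients, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists and TPM measures were compared by exact 2-sided permutation over 210 splits, adjusted over 34 lists and over 4 measures, and within 3 batches over 36 splits. A list of abundant genes of every cell and the study's 18-gene panel were computed as well and not adjusted with the 34 lists. Named genes are the 10 higher and the 10 lower genes with the smallest p, the 3 members of each list with the smallest p, genes that the study's sentence names, and CXCL10, CD3E and IL4I1. Left out of naming were sex-linked genes and genes that vary between people by deletion or haplotype; clone-based names were treated as no symbol, a choice made after the values were seen. Some genes that this rule names are not reported here. On simulated data limma recovered 16%, 62%, 86% and 96% of genes changed by a log2 of 1, 2, 3 and 4 (50 genes each among 16645), with 6 false calls. The simulated genes varied independently and many were changed strongly, so recovery in the real data may be lower. The permutation test called 3.7% of 1000 draws without a difference and 97% of 200 draws shifted by 3 SD. Alternatives covered the pseudocount, the filter, the scaling, the sample unit, the batch, a block on the replicate number, protein-coding genes alone, leaving out each urine, and camera and fry for the lists. The NR and TCMR urines were not analysed here, so the study's comparisons with NR were not repeated. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.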

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

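The tests of batch, of neutrophil markers, of the share of tubular cells, of the missing mitochondrial values and of other splits were chosen after the results were seen; those of the scale factor and of the closest pair were set before. In 86 groups examined for a sample far from the others, 3 had one, where chance gives about 4.3. The B cell receptor signaling list mean of BKVN-N patient 2 was 3.32, against 2.78 to 2.84 in the other BKVN-N patients. The tolerogenic dendritic cell list mean of BKVN-P patient 2 was 5.28, against 3.57 to 4.12 in the other BKVN-P patients. In BKVN-N urine 2, 5.8S ribosomal RNA took 57.8% of TPM, against 0.0701% to 3.94% in the other BKVN-N urines.

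Tubular marker lists were lower in BKVN-P, but neither passed after adjustment over the lists (exact permutation, adjusted p = 0.364 for each), so chance is not excluded. Within batches the proximal tubule list differed by -0.91 (exact permutation, p = 0.0278), which argues against batch as the whole cause, and the thick limb, distal tubule and collecting duct list by -0.93 (exact permutation, p = 0.0833). For the latter, BKVN-P patients lay below BKVN-N patients in all 3 batches, and of 36 splits 1, the real one, was as low and 2 as far in the opposite direction. Those values argue against batch as the whole cause for that list. The 2-sided p is over 0.05, so the bound of the test was not met and chance is not excluded for the difference within batches. With the scale factor of each urine regressed out, the differences were -0.72 (exact permutation, p = 0.00952) and -0.82 (exact permutation, p = 0.00476), which argues against the scaling. With the neutrophil list mean regressed out, which ran against both lists, the differences were -0.58 (exact permutation, p = 0.00952) and -0.65 (exact permutation, p = 0.00476), which argues against neutrophil markers of the urine as the whole cause. Of 9 other marker lists 3 were higher in BKVN-P, and no lower one had an exact p under 0.05, so a lower share of tubular cells that raises every other marker list alike cannot be told apart. Fewer shed tubular cells in another form and lower expression per cell in BKVN-P both stay open, and the latter was not tested.

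Mitochondrial genes are listed as NA or 0 in 2 BKVN-N urines. In the urine with NA values, 4 of 4 protein-coding mitochondrial genes with a value lay above the median FPKM of the other urines, which argues against absent mitochondrial RNA there. In the urine with rRNAs at 0, 7 of 13 protein-coding mitochondrial genes lay above that median and 6 below or at it, a weak argument against absent mitochondrial RNA. Of 16 abundant genes of every cell, 0 were listed at 0 or NA in these urines, which argues against zeros spread over abundant genes. How the values came to be missing stays open, and no biological explanation was tested.

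BKVN-P urines 4 and 7 were the closest pair on log2(TPM + 1). After each gene was regressed on the neutrophil, urothelium and T cell list means, their correlation was 0.319, rank 4 of 55, and that of the pair mapped to 1 patient -0.146, so a like mixture of cells remains an explanation. Within 10% of each other were 16.4% of the 3168 genes above 10 TPM in both, which argues against 1 library deposited under 2 names. A label out of place stays open and was not tested. The paper's correlation of 0.964 for the mapped pair runs with the mapping. So do the values without logs, 0.956 for that pair and 0.940 for BKVN-P 4 and 7. They do not settle the question of the label, since without logs BKVN-P 4 and 5 were closest, with 0.993.

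With limma 0 genes passed at an adjusted p under 0.05 between BKVN-P and BKVN-N, a count that 100 of 100 splits of the patients reach by construction, so it decides nothing; the highest other had 33. At an unadjusted p under 0.05 there were 582 genes, and 53 of 100 splits gave as many, so chance is not excluded as the source of that count. The highest other split gave 3141, which points to a structure of the samples that was not identified.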

How the results depend on the processing

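Tests added after the values were seen are those that leave out both urines with missing mitochondrial values, average BKVN-P 4 and 7, or take part of the mitochondrially encoded list. Limma called 0 genes in all alternatives set beforehand (386 to 1201 at an unadjusted p under 0.05, lowest without BKVN-P replicate 4 and highest without BKVN-P replicate 5), and 4 with both urines with missing mitochondrial values left out: U91328.1 and SNORD97 higher, RP11-291L22.8 and RP11-334C17.6 lower, named after their values were seen. Both urines left out are BKVN-N, so BKVN-N urines 1 and 3 alone stood for that group, and these calls are weak. SNORD97 is listed at 0 in 2 BKVN-N urines. With the replicate number as a block limma called 0 genes (985 unadjusted); the numbers do not pair the patients, and of 4 numbers, 2 and 3 alone correlated best with their own number (r of deviations 0.012, 0.192, 0.197 and -0.078). Over the alternatives the lists kept direction and side of the threshold in 707 cases, reversed in 61 and passed in 20; named genes in 2667, 13 and 1; TPM measures in 74, with 2 reversed. Low depth limits genes near 1 TPM, and where a value changed the cause was not tested.

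Camera with the preset correlation called 20 lists, where the exact test, fry and camera with an estimated correlation called 0; adjusted p of the 20: DNA replication 0.0415, dynein, dynactin and RAB11 transport 0.0151, HLA class II 2.69e-04, pattern recognition receptors 6.32e-05, chemokines and receptors 8.84e-05, cytokines and receptors 6.32e-05, interferon and TNF superfamilies 7.70e-06, T cell exhaustion 0.00416, Th1 0.00416, Treg 0.00595, CD8 effector 0.0115, B cell receptor signaling 0.00438, mature dendritic cell 3.38e-07, interferon-stimulated genes 4.73e-05, proximal tubule 1.76e-07, thick limb, distal tubule and collecting duct 3.89e-06, urothelium 0.00595, neutrophil 0.0487, B cell and plasma cell 2.55e-04, erythrocyte 1.31e-04; and in the reversed direction, not called, mitochondrially encoded 0.331, T cell 0.975, natural killer cell 0.975. Camera with an estimated correlation, reversed: mitochondrially encoded 0.853, T cell 0.988, natural killer cell 0.988; fry, reversed: mitochondrially encoded 0.824. Differences that reversed, by setting: quantile normalization: mitochondrially encoded -0.26, tolerogenic dendritic cell -0.15, T cell 0.041; each urine as a sample: mitochondrially encoded -0.20, squamous epithelium and cornified envelope 0.022, natural killer cell 0.016; unscaled TPM: natural killer cell 0.019; pseudocount 0.1: podocyte -0.0011; no filter on low values: podocyte -0.023; within batches: mitochondrially encoded -0.70; batch as a covariate: CD3E log2 fold change -0.083; both urines with missing mitochondrial values left out: mitochondrially encoded -0.81, monocyte and macrophage 0.34, T cell 0.16, natural killer cell 0.12, MT-RNR2 log2 fold change -0.70, MT-RNR1 log2 fold change -0.52; BKVN-P 4 and 7 averaged: mitochondrially encoded -0.10, podocyte -0.032, squamous epithelium and cornified envelope 0.17, natural killer cell 0.014; the 4 protein-coding members with a value in every urine: mitochondrially encoded -0.85; the 13 protein-coding members without the urine with NA values: mitochondrially encoded -0.19. Pearson correlations moved to 0.884 for the BKVN-P pair with no filter on low values, and without logs to 0.956 for that pair and 0.464 for the BKVN-N urines. Ranges without each urine in turn, where the direction turned: CD3E TPM -0.25 to 0.65; CD3E log2 fold change -0.050 to 0.47; CD4 log2 fold change -0.023 to 0.51; CDKN2A log2 fold change -0.80 to 0.092; CTLA4 log2 fold change -0.041 to 0.45; DNA replication -0.50 to 0.047; IL4I1 TPM -0.19 to 1.37; IL4I1 log2 fold change -0.097 to 0.90; KRT4 log2 fold change -2.22 to 0.34; MT-RNR1 log2 fold change -1.10 to 5.29; MT-RNR2 log2 fold change -0.70 to 9.13; SH2D1B log2 fold change -1.27 to 0.12; SV40 replication proteins -0.27 to 0.016; T cell -0.23 to 0.13; T cell receptor and costimulation -0.024 to 0.26; abundant genes of every cell -0.17 to 0.090; cell cycle progression -0.34 to 0.082; homologous recombination repair -0.21 to 0.15; mitochondrially encoded -1.37 to 0.57; monocyte and macrophage -0.65 to 0.12; natural killer cell -0.22 to 0.11; podocyte -0.077 to 0.21; squamous epithelium and cornified envelope -0.94 to 0.93; tolerogenic dendritic cell -0.22 to 0.20. Ranges without each urine in turn for lists and CXCL10 TPM that kept direction but moved by over 1.5 times: B cell and plasma cell 0.29 to 0.70; B cell receptor signaling 0.21 to 0.47; CD8 effector 0.12 to 0.38; CXCL10 TPM 0.62 to 2.14; HLA class II 0.25 to 0.83; T cell exhaustion 0.19 to 0.48; cell cycle inhibitors -0.27 to -0.061; erythrocyte -2.95 to -1.43; interferon-stimulated genes 0.26 to 0.78; mitotic kinesins and spindle -0.38 to -0.060; neutrophil 0.0042 to 0.83; pattern recognition receptors 0.28 to 0.60; urothelium -0.65 to -0.29. The MT-RNR1 and MT-RNR2 values that include BKVN-N urine 2 count its 0 as a value.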

Differences from the paper's values

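Tests of protein-coding genes of the nucleus, and with both urines with missing mitochondrial values left out, were added after the values were seen. The paper's median CXCL10 TPM in BKVN-N is 50.0 and the value here 22.0; of the alternatives set before the data were examined, TPM without mitochondrially encoded genes in the total (44.4) closes the gap and the others do not, though the CXCL10 median in BKVN-P is then 106, within its spread, against 42.0 in the paper and 34.5 here. The paper's CXCL10 IQR in BKVN-N is 85 and the value here 13.8; none of the alternatives set beforehand closes the gap, and under TPM over protein-coding genes of the nucleus, chosen after seeing the values, it is 49.5, within the spread there, but the CXCL10 median in BKVN-N is then 163 and the CD3E median 13.8, against 50.0 and 1.94 in the paper. The paper's median CD3E TPM in BKVN-P is 3.53 and the value here 1.85; TPM without mitochondrially encoded genes in the total (3.74) closes the gap, though the CD3E median in BKVN-N is then 4.31 against the paper's 1.94. Without BKVN-P replicate 3, 5 or 6 the CD3E median in BKVN-P is 2.14, which is within the SD of the urines left for replicates 3 and 5 and not for 6, and the other alternatives set beforehand differ. The CD3E median in BKVN-N is 1.94 in the paper and 2.36 here. For both CXCL10 and CD3E the BKVN group with the higher median is therefore not the same as in the paper. The paper's CD3E IQR in BKVN-N is 3.17 and the value here 1.79; TPM without mitochondrially encoded genes in the total (2.64) closes the gap, and the others set beforehand do not. Chosen after seeing the values, TPM over protein-coding genes of the nucleus gives 4.64, within the spread there, and leaving out both urines with missing mitochondrial values gives 1.32, farther from the paper's value and within the spread only because that grew. The IQRs here use quartiles by linear interpolation, and the paper does not state its rule. With 4 BKVN-N urines the rule alone can move an IQR, so part of the IQR gaps may come from it, which was not tested. The paper's mean Pearson correlation of the BKVN-N urines is 0.9257 and the value here 0.801, and no alternative closes the gap; without logs it is 0.464, with 0.00958 to 0.302 in the pairs that hold BKVN-N 2 and 0.605 to 0.958 in the others. The paper's Pearson correlation of the 2 urines of 1 BKVN-P patient is 0.964 and the value here 0.803; without logs it is 0.956, close to the paper's value, and with the other alternatives it stays farther; as there is 1 pair and no spread, any difference in the 3 decimals counts as one. The paper gives the correlation of the BKVN-P pair on counts, which were not used here.

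The study's gene sets and its tests over genes differ from the textbook lists and tests over patients used here. The paper describes the Th1 signature as stronger in BKVN-N, and here the Th1 list was 0.37 higher in BKVN-P (exact permutation, p = 0.119). It describes mitochondrial genes as higher in BKVN-N; here 12 of 15 were lower in BKVN-P, as there, while the mean over 5 of them differed by 0.0031, with the 0 of MT-RNR1 in BKVN-N urine 2 counted. Without BKVN-N replicate 2 the mitochondrially encoded list differed by -1.37, and over the 4 protein-coding genes with a value in every urine, chosen after seeing the values, by -0.85, both in the paper's direction. The paper gives SV40 replication, cell cycle, DNA replication, homologous recombination and microtubule genes as higher in BKVN-N. The means of the lists here also lay lower in BKVN-P, none past the test: SV40 replication proteins (exact permutation, p = 0.710), cell cycle progression (0.762), DNA replication (0.586), homologous recombination repair (0.857) and mitotic kinesins and spindle (0.643). Without BKVN-N replicate 3 the first 4 of these lists turned, to 0.016, 0.082, 0.047 and 0.15. The spindle list holds many genes that the supplement names as higher in BKVN-N than in NR from these same urines, so its direction is not independent support.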

Other observations

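No test in this part was chosen after its result was seen. The study's 18-gene panel, built on these and other samples to part TCMR from BKVN, differed by -0.15 between BKVN-P and BKVN-N (exact permutation, p = 0.114; -0.16 within batches, p = 0.194), with 12 of 18 genes lower. Its member UNC119B had a log2 fold change of -0.85 (standard error 0.24), and 0 members passed limma's threshold over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05. Abundant genes of every cell differed by -0.089 (exact permutation, p = 0.662; -0.13 within batches, p = 0.472), and by 0.090 without BKVN-N replicate 1.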
